# Endogenous topoisomerase II-mediated DNA breaks drive thymic cancer predisposition linked to ATM deficiency

**DOI:** 10.1038/s41467-020-14638-w

**Published:** 2020-02-14

**Authors:** Alejandro Álvarez-Quilón, José Terrón-Bautista, Irene Delgado-Sainz, Almudena Serrano-Benítez, Rocío Romero-Granados, Pedro Manuel Martínez-García, Silvia Jimeno-González, Cristina Bernal-Lozano, Cristina Quintero, Lourdes García-Quintanilla, Felipe Cortés-Ledesma

**Keywords:** Cancer, Lymphoma, Genomic instability, DNA damage response, Double-strand DNA breaks

## Abstract

The ATM kinase is a master regulator of the DNA damage response to double-strand breaks (DSBs) and a well-established tumour suppressor whose loss is the cause of the neurodegenerative and cancer-prone syndrome Ataxia-Telangiectasia (A-T). A-T patients and *Atm*^*−/−*^ mouse models are particularly predisposed to develop lymphoid cancers derived from deficient repair of RAG-induced DSBs during V(D)J recombination. Here, we unexpectedly find that specifically disturbing the repair of DSBs produced by DNA topoisomerase II (TOP2) by genetically removing the highly specialised repair enzyme TDP2 increases the incidence of thymic tumours in *Atm*^*−/−*^ mice. Furthermore, we find that TOP2 strongly colocalizes with RAG, both genome-wide and at V(D)J recombination sites, resulting in an increased endogenous chromosomal fragility of these regions. Thus, our findings demonstrate a strong causal relationship between endogenous TOP2-induced DSBs and cancer development, confirming these lesions as major drivers of ATM-deficient lymphoid malignancies, and potentially other conditions and cancer types.

## Abstract (web summary)

The ATM kinase is a key regulator of the DNA damage response to double-strand breaks (DSBs) and its homozygous loss in patients predisposes to lymphoid malignancies. Here, the authors develop a *Tdp2*^*−/−*^ *Atm*^*−/−*^ double-deficient mouse model to uncover topoisomerase II-induced DSBs as significant drivers of the genomic rearrangements that underpin these tumours.

## Introduction

Ataxia Telangiectasia (A-T) is the paradigm of human inherited disease related to the DNA damage response (DDR)^1,2^. A-T is caused by loss-of-function mutations in the *ATM* gene, and is associated with multi-systemic features, affecting brain, gonads and the immune system; the main and most debilitating symptom of the disease being progressive early-onset cerebellar ataxia. Spontaneous chromosomal instability and profound hypersensitivity to agents that induce DNA double-strand breaks (DSBs) distinguish this syndrome from other spinocerebellar ataxias^3^, leading to the idea of DSBs underlying A-T symptomatology, although there is still an open debate regarding the molecular trigger of A-T, and the specific contribution of DSBs to the different aspects of the disease.

The connection of DSBs with immunodeficiency and cancer predisposition in A-T is, however, well established and properly recapitulated in the *Atm*^*−/−*^ mouse^4^. During lymphocyte development, the variable regions of T-cell receptor (*TCR*) and Immunoglobulin (*Ig*) loci, in T and B cells respectively, are randomly rearranged in a unique combination of the multiple possible V, D (in the case of *TCRβ* and *δ* and *IgH*) and J coding segments present in the germline^5^. This shuffling occurs through the generation of pairs of DSBs by the RAG1-RAG2 recombinase at recombination sequence signals (RSS), and their subsequent repair by the non-homologous end-joining (NHEJ) machinery. ATM, although not completely required, facilitates V(D)J recombination, providing a molecular explanation for the relatively mild immunodeficiency characteristic of A-T patients and *Atm*^*−/−*^ mice. The main role of ATM in V(D)J recombination is to stabilize RAG post-cleavage complexes, thus protecting DNA ends and promoting their correct use for ligation^6,7^, but other functions that are not fully understood become relevant in conditions in which NHEJ is compromised^8–10^.

Defects in V(D)J recombination are not only responsible for the immunological problems in A-T, but also underlie its characteristic cancer predisposition. Indeed, roughly one third of patients develop cancer, mainly lymphoma or lymphocytic leukemia, which in mice manifests as very aggressive thymic neoplasias, with characteristics of T-cell acute lymphoblastic leukemia (T-ALL)^4^. A-T and *Atm*^*−/−*^ T-cell malignancies are frequently linked to genome rearrangements involving the *TCR* loci, strongly supporting the contribution of aberrant V(D)J recombination. Most prevalent in A-T are translocations or inversions (14;14) involving the *TCRα/δ* locus. Interestingly, this event is also frequent in mice as a t(14;12) translocation, providing thus a molecular link between ATM-deficient T-cell malignancies in human and mouse^11–14^. Furthermore, T-cell malignancies in *Atm*^*−/−*^ mice and human share other characteristics such as chromosome 15 duplication, *Notch1* amplification and *Pten* deletion^13,14^. In the currently accepted model, deficient V(D)J recombination and checkpoint defects caused by ATM loss lead to persistent DSBs that engage in oncogenic rearrangements^15^. Aberrant V(D)J recombination, however, is unlikely to represent the single driver of oncogenic translocations, as evidenced by additional V(D)J-unrelated regions of instability, and the persistent cancer predisposition observed upon RAG deficiency^16,17^. These results strongly suggest additional sources of DSBs as relevant contributors to the ATM-deficient oncogenic translocations responsible for T-cell cancer predisposition.

In this sense, aberrant action of DNA topoisomerase II (TOP2) can constitute an important source of chromosomal breakage^18^. The physiological function of TOP2 is to solve topological problems arising from DNA metabolism^19^. To do so, it cleaves both strands of DNA to gate the passage of another DNA segment, via the formation of a catalytic intermediate, the cleavage complex (TOP2cc), in which the enzyme remains covalently linked to 5′ termini of the break. Although normally very transient, as the DNA gate is rapidly resealed after DNA passage, TOP2ccs can be stabilized and result in irreversible TOP2-induced DSBs upon conflict with cellular processes and processing of the structure by the proteasome^20^. Interestingly, this does not only occur accidentally as a consequence of errors in TOP2 catalytic cycles, but underlies the clinical efficacy of a heterogeneous group of chemotherapeutic agents collectively known as TOP2 “poisons”, of which etoposide is a widely characterised paradigmatic example^21^. Despite substantial efficacy, treatment with TOP2 poisons has been traditionally linked to the development of secondary haematological malignancies characterized by specific translocations^22^. In this regard, transcription and loop extrusion, a process that organizes the genome in functional loop domains by threading chromatin through the ring-shaped cohesin complex^23–25^, have been proposed as the main source of DSBs and chromosomal translocations induced by etoposide treatment^26–29^. However, the incidence and impact of endogenous TOP2-mediated lesions in the absence of treatment with TOP2 poisons and their relationship with cancer development remain to be established. Concerning this, compounds present in the diet and the environment and some forms of pre-existing DNA damage, such as nicks or abasic sites, can also poison TOP2 activity^18^.

Remarkably, TOP2-induced DSBs are characterized by harbouring peptide blocks derived from the enzyme that remain covalently bound to 5′ termini through a phosphotyrosyl bond. TDP2, with its 5′-tyrosyl-DNA-phosphodiesterese activity^30,31^, is the only mammalian enzyme able to directly unblock TOP2-induced DSBs for their repair^32^. Interestingly, we have previously reported that ATM is specifically involved in facilitating repair of TOP2-induced DSBs in a TDP2-independent fashion, probably by promoting alternative nucleolytic pathways for the unspecific removal of the peptide adducts^33^. TDP2 and ATM, therefore, define two independent pathways for the repair of TOP2-induced DSBs, the combined absence of which has dramatic consequences for the cellular response to these lesions.

In the present study, we generate and characterise *Atm*^*−/−*^ *Tdp2*^*−/−*^ double-deficient mice to address the occurrence and relevance of TOP2-mediated DSBs in vivo, and, most importantly, their possible contribution to the different aspects of A-T symptomatology. We find that TDP2 loss further aggravates the predisposition of *Atm*^*−/−*^ mice to thymic malignancies, and show a strong colocalization between RAG and TOP2 at regions that endogenously accumulate DSBs and TOP2ccs in *Atm*^*−/−*^ *Tdp2*^*−/−*^ thymocytes. These results strongly suggest the co-occurrence and misrepair of RAG- and TOP2-mediated DSBs as a major driving force of thymic malignancies linked to ATM deficiency.

## Results

### *Tdp2*^−/−^*Atm*^−/−^ and *Atm*^−/−^ mice are phenotypically similar

Considering the strong sensitivity and repair defect of *Tdp2*^*−/−*^ *Atm*^*−/−*^ double-deficient cells to TOP2-induced DSBs^33^, we decided to address the physiological impact of these lesions in the context of the entire organism. We reasoned that, if TOP2 damage is mediating deleterious effects in the *Atm*^*−/−*^ mouse, these would be further aggravated by *Tdp2* loss. Mice from *Tdp2* and *Atm* double heterozygote crosses were born at the expected Mendelian proportions and not displaying gross abnormalities (Supplementary Fig. 1a). Since *Atm* loss causes marked growth retardation^4^, we measured body weight of male mice at 4 weeks of age (Supplementary Fig.1b). As expected, *Atm*^*−/−*^ mice showed a more than 20% reduction in size compared to wild-type animals. Deletion of *Tdp2*, however, did not have an impact on its own, as previously reported^32^, neither did it aggravate the growth retardation of *Atm*^*−/−*^ mice. Furthermore, neither *Tdp2*^*−/−*^ *Atm*^*−/−*^ nor, as previously reported^4^, *Atm*^*−/−*^ mice displayed clear symptoms of neurological deficiencies or an ataxic behaviour, which we confirmed by analysing cerebellar integrity and Purkinje cellular density in 8-week old mice (Supplementary Fig. 1c). Finally, *Tdp2*^*−/−*^ mutation did not substantially modify the already strong disruption of spermatogenesis found in *Atm*^*−/−*^ mice (Supplementary Fig. 1d).

Primary *Tdp2*^*−/−*^*Atm*^*−/−*^ mouse embryonic fibroblasts (MEFs), however, showed a marked reduction in proliferation compared to single-mutant and wild-type cells (Supplementary Fig. 1e), and spontaneously accumulated DSBs in unchallenged growth conditions (Fig. 1a), with 60% of *Tdp2*^*−/−*^*Atm*^*−/−*^ cells harbouring more than one 53BP1 focus compared to 25% in wild-type. Overall, these results suggest an accumulation of endogenous DSBs in the absence of TDP2 and ATM which, at least under certain growth conditions, can disrupt cellular fitness. The in vivo incidence of these lesions, however, does not seem sufficiently high to seriously compromise tissue homeostasis during development and early stages of life.

**Fig. 1:**
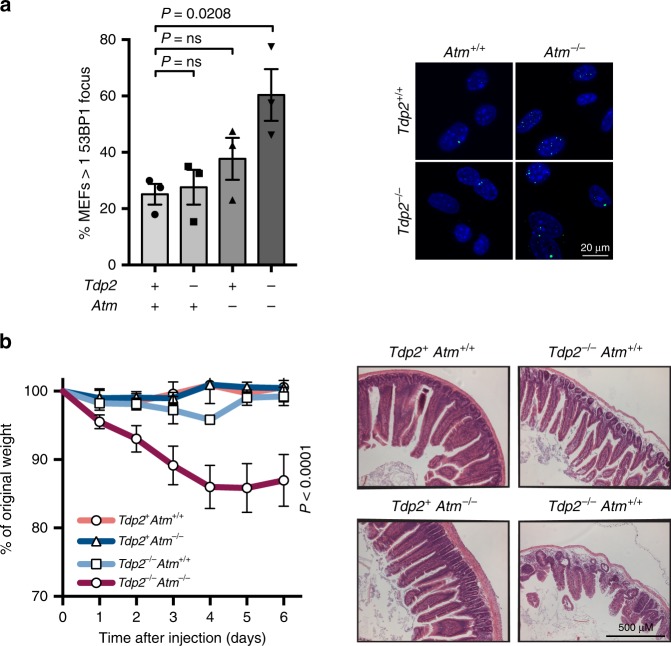
*Tdp2*^−/−^*Atm*^−/−^ causes the spontaneous accumulation of DSBs and etoposide hypersensitivity in mice. **a** Endogenous DSB occurrence in *Tdp2*^*+/+*^ *Atm*^*+/+*^*, Tdp2*^*−/−*^ *Atm*^*+/+*^*, Tdp2*^*+/+*^ *Atm*^*−/−*^ and *Tdp2*^*−/−*^ *Atm*^*−/−*^ primary MEFs measured by 53BP1 foci formation. The percentage of cells with more than one focus (left) and representative images (right) of 53BP1 foci (green) and DAPI staining (blue) are shown for each genotype. MEFs isolated from three different embryos were analysed per condition. Mean ± SEM and statistical significance by one-way ANOVA with Bonferroni post-test is shown (*F* = 5,402). **b** Body weight of 8-week old mice cohorts intraperitoneally injected with a single dose of etoposide (25 mg/kg). Average ± SEM of the percentage of initial body weight from five mice and statistical significance by Two-way ANOVA with Bonferroni post-test is shown (*F* = 29,11). *Tdp2*^*+*^ indicates both *Tdp2*^*+/+*^ and *Tdp2*^*+/−*^ genotypes. Representative images of Haematoxylin-Eosin stained jejunum slices obtained 6 days after etoposide exposure are shown.

### *Tdp2*^*−/−*^*Atm*^*−/−*^ mice are hypersensitive to TOP2-induced DSBs

Given the results above, we decided to challenge *Tdp2*^*−/−*^ *Atm*^*−/−*^ mice with an increased load of TOP2-induced lesions. To do so, 8-week old adult mice of the relevant genotypes were subjected to a single intraperitoneal injection of the TOP2-poison etoposide (25 mg/kg). As can be seen in Fig. 1b, *Tdp2*^*−/−*^ *Atm*^*−/−*^ double-knockout mice showed severe hypersensitivity to etoposide exposure, suffering a progressive weight loss that reached, on average, a 15% decrease after 6 days. Histopathological analysis revealed marked villous atrophy in the small intestine mucosa, which is a known etoposide target, as the likely cause of the drastic weight loss in *Tdp2*^*−/−*^ *Atm*^*−/−*^ (Fig. 1b). In contrast, at this low etoposide concentration, wild-type and *Atm*^*−/−*^ animals did not respond negatively to the treatment, while *Tdp2*^*−/−*^ did so only mildly. This synergistic hypersensitivity of *Tdp2*^*−/−*^ *Atm*^*−/−*^ mice to etoposide suggests a protective role of ATM against the adverse effects of TOP2 lesions in vivo, but only when TDP2 is absent, which recapitulates cellular observations in the context of the entire organism^33^.

### TDP2 loss increases thymic cancer predisposition of *Atm*^*−/−*^

We decided to analyse *Tdp2*^*−/−*^ *Atm*^*−/−*^ mice over a longer period, to allow an accumulation of a higher load of TOP2-mediated damage and/or the development of potential pathologies. For this, weight and general health status were monitored weekly in a minimum of 20 mice for each of the relevant genotypes, until reaching the experimental endpoint of 2 years (730 days) (Fig. 2a). As previously reported, we observed that *Atm*^*−/−*^ mice showed a reduced life-span with an important number of animals succumbing to thymic neoplasia after the first few months of life (Fig. 2b, Supplementary Fig. 2a). Furthermore, a molecular characterization of the cellular content in these tumours showed a majority (70%) of double positive CD4+ CD8+ T-cell tumours (Fig. 2c, Supplementary Fig. 2b), consistent with the reported T-ALL predisposition.

**Fig. 2:**
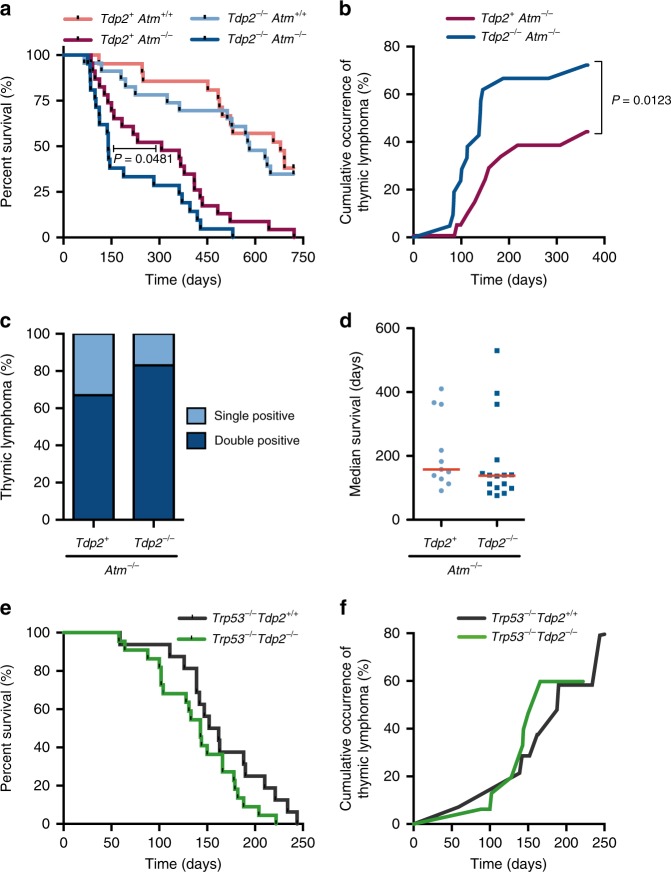
TDP2 deficiency increases thymic cancer predisposition of *Atm*^−/−^ but not of *Tpr53*^−/−^ mice. **a**, **b** Kaplan–Meier survival curve (**a**) and cumulative occurrence (**b**) of thymic tumours during the 1^st^ year of life of at least 20 mice with the indicated *Tdp2* and *Atm* genotypes. *n* = 21 (*Tdp2*^*+/+*^ *Atm*^*+/+*^*)*, *n* = 23 (*Tdp2*^*−/−*^ *Atm*^*+/+*^*)*, *n* = 23 (*Tdp2*^*+/+*^ *Atm*^*−/−*^), *n* = 21 (*Tdp2*^*−/−*^ *Atm*^*−/−*^). *Tdp2*^*+*^ indicates both *Tdp2*^*+/+*^ and *Tdp2*^*+/−*^ genotypes. Statistical significance by two-sided Wilcoxon test is indicated. **c** Percentage of tumours composed by immature CD4+ CD8+ double positive, or CD4+/CD8+ single positive lymphocytes in the indicated genotypes. Thymocytes were selected by size and complexity prior classification by high or low CD4 and CD8 markers (see Supplementary Fig. 1a for gating strategy). **d** Median life-span of *Tdp2*^*+/+*^ *Atm*^*−/−*^ and *Tdp2*^*−/−*^ *Atm*^*−/−*^ mice affected by a thymic tumour (*n* = 11 and *n* = 16 for *Tdp2*^*+/+*^ *Atm*^*−/−*^ and *Tdp2*^*−/−*^ *Atm*^*−/−*^ mice respectively). **e** Kaplan–Meier survival curve and **f** cumulative incidence of thymic tumours of the indicated *Tdp2* and *Trp53* genotypes (*n* = 16 for *Tdp2*^*+/+*^ and *n* = 22 for *Tdp2*^*−/−*^).

Single *Tdp2*^*−/−*^ mice had a lifespan comparable to wild-type (Fig. 2a), and none of the animals developed thymic lymphoma within the course of the experiment (2 years). Strikingly however, in *Atm*^*−/−*^ background, both the reduced overall life-span and the incidence of thymic tumours were largely aggravated by *Tdp2* inactivation (Fig. 2a, b). Thus, *Tdp2*^*−/−*^*Atm*^*−/−*^ mice showed a median survival of 140 days, contrasting with 307 days for the *Atm*^*−/−*^ single mutant (Fig. 2a), and the probability of developing a thymic tumour during the 1^st^ year of life increased from a 43% in *Atm*^*−/−*^ to a 72% in the *Tdp2*^*−/−*^*Atm*^*−/−*^ double mutant (Fig. 2b). Importantly, lifespan of *Tdp2*^*−/−*^*Atm*^*−/−*^ and *Atm*^*−/−*^ mice that did develop a thymic tumour was not significantly different (Fig. 2d), suggesting a direct effect on the incidence and not on the latency or aggressiveness of T-cell malignancies. In this sense, tumours observed in *Tdp2*^*−/−*^*Atm*^*−/−*^mice were also predominantly formed by double positive CD4+ CD8+ T-cell precursors (80%) (Fig. 2c). Double-knockout mice, however, did not show differential distribution in the populations of double negative (CD4−CD8−), double positive (CD4+CD8+) or single positives (CD4+ or CD8+) thymocytes compared to *Atm*^*−/−*^ mice (Supplementary Fig. 2c), suggesting that the increased incidence of T-cell malignancy caused by TDP2 loss is unlikely to reflect further disruption of V(D)J recombination. In the same way, pre-B-cell, pro-B-cell and immature B-cell populations did not differ between single *Atm*^*−/−*^ and double *Tdp2*^*−/−*^*Atm*^*−/−*^ knock-out mice (Supplementary Fig. 2d), further supporting the idea that V(D)J recombination is not substantially altered by TDP2 loss.

The checkpoint and proapoptotic functions of ATM, which are strongly signalled through the p53-dependent pathway, are known to be determinant for *Atm*^*−/−*^ cancer predisposition^15^. Consistent with this, p53-deficient *Trp53*^*−/−*^ mice are also highly susceptible to the development of double positive CD4+CD8+ thymic tumours^34^. In order to discern between the contribution of repair and checkpoint/apoptotic functions of ATM in the increased incidence of thymic tumours in *Tdp2*^*−/−*^*Atm*^*−/−*^, we analysed life span and tumour incidence in *Tdp2*^*−/−*^*Trp53*^*−/−*^ animals, in which the repair component is not substantially affected. In contrast to what was observed in *Atm*^*−/−*^ background (Fig. 2a, b), loss of functional TDP2 did not significantly decrease lifespan (Fig. 2e), nor increase the high incidence of cancer (Supplementary Fig. 2e), and thymic lymphoma in particular (Fig. 2f), observed in *Trp53*^*−/−*^ animals. This suggests that *Tdp2*^*−/−*^*Atm*^*−/−*^ tumours likely reflect direct functions of ATM in the repair of TOP2-induced DSBs, and not only in their signalling for checkpoint and apoptosis. Overall, the results are consistent with a model in which misrepair of TOP2-induced DSBs can strongly contribute to the development of thymic tumours characteristic of ATM deficiency.

### *Tdp2*^*−/−*^*Atm*^*−/−*^ and *Atm*^*−/−*^ malignancies are molecularly similar

In order to gain insights into the molecular events responsible for thymic tumour development in *Tdp2*^*−/−*^*Atm*^*−/−*^ mice, we analysed and compared copy-number variation by comparative genomic hybridization (CGH) in six *Tdp2*^*−/−*^*Atm*^*−/−*^ and three *Atm*^*−/−*^ thymic tumours (Fig. 3a, Supplementary Fig. 3 and Supplementary Table 1). In *Atm*^*−/−*^ animals (Fig. 3a, b), we observed the previously reported features of genomic instability^13^, with amplification upstream of the *Tcra/d* locus in chromosome 14 (2 out of 3 mice) and variable hemizygous loss of a *Bcl11b*-containing telomeric region of chromosome 12 (all 3 mice), which are indicative of the frequent t(14;12) translocation and subsequent breakage-fusion-bridge cycles. In addition, one mouse displayed instability at the *Tcrb* locus, with both gain and loss of DNA sequence. Two of the three animals also presented the characteristic duplication of chromosome 15. Also, two animals presented deletions in chromosome 19 covering the *Pten* tumour suppressor, although only in one of the cases this corresponded to the previously reported homozygous loss^13^. Finally, we did not observe amplification of *Notch1* in chromosome 2, which is another common, although less frequent, feature in *Atm*^*−/−*^ T-cell malignancies.

**Fig. 3:**
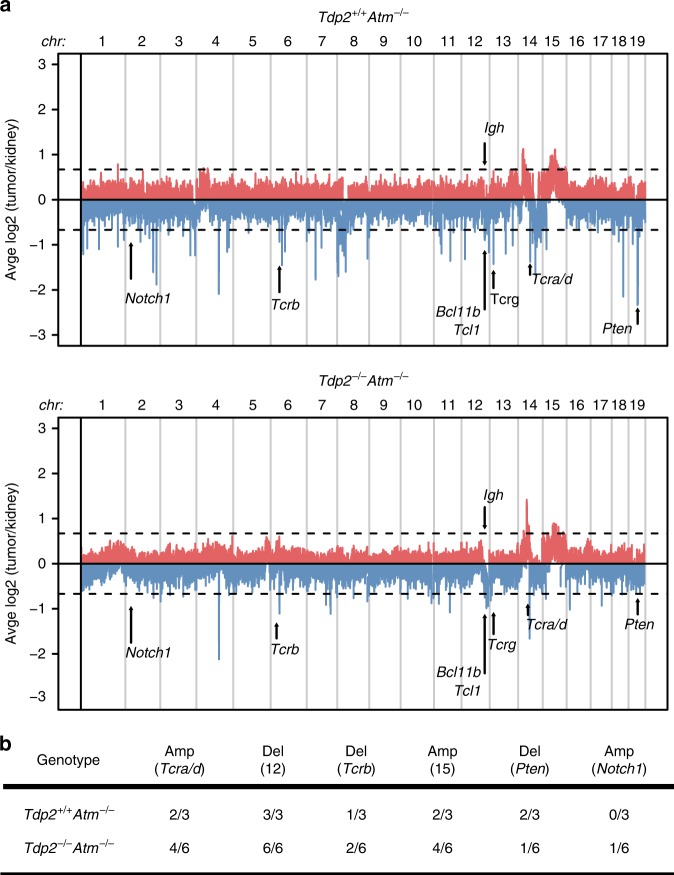
*Tdp2*^−/−^*Atm*^−/−^ and *Atm*^−/−^ thymic malignancies display similar genome rearrangements. **a** Merged CGH analysis of *Tdp2*^*+/+*^*Atm*^*−/−*^ (three mice, top) and *Tdp2*^*−/−*^*Atm*^*−/−*^ (six mice, bottom) thymic lymphomas. DNA from each tumour sample was hybridized and analysed using kidney DNA from the same mouse as a control. Average amplification (red) or deletion (blue) score (Log2 tumour/kidney ratio) is shown. Significant copy number variations are defined by −0.66>Log2 tumour/kidney>0.66 (dashed lines). The location of relevant loci in *Atm*^*−/−*^ thymic tumours is indicated. **b** Table summarising the number of mice of each genotype displaying copy number variation at the indicated locus of interest. Amp(*Tcra/d*): amplification upstream of *Tcra/d*; Del(12): deletion of the telomeric region of chromosome 12 covering *Bcl11b*; Del(*Tcrb*): deletion at the *Tcrb* locus; Amp(15): trisomy of chromosome 15; Del(*Pten*): deletion at the *Pten* locus; Amp(*Notch1*): duplication at the *Notch1* locus.

Surprisingly, we observed very similar features in *Tdp2*^*−/−*^*Atm*^*−/−*^ mice (Fig. 3a, b). Four out of six tumours presented *Tcra/d* linked amplification, and all six showed chromosome 12 deletion with *Bcl11b* loss. Instability at the *Tcrb* locus was also observed in two of the six cases. Trisomy of chromosome 15 was also observed in four of the six animals, while only one of the six cases carried *Notch1* amplification. All these events were coincident with the results obtained in *Atm*^*−/−*^ animals (see above) and previous reports^13^. Finally, as observed for *Atm*^*−/−*^, one *Tdp2*^*−/−*^*Atm*^*−/−*^ animal displayed hemizygous *Pten* loss as part of a larger deletion. The variable length of the copy-number variation events at common regions, together with additional sites of instability that are unique to individual tumours (Supplementary Fig. 3), are indicative of the stochastic nature of the oncogenic events. In summary, we can conclude that loss of TDP2 increases the incidence of the same oncogenic rearrangements that drive thymic tumour in *Atm*^*−/−*^ animals, suggesting a strong contribution of TOP2-mediated lesions to ATM-deficient T-cell cancer predisposition.

### TOP2B is enriched at sites of DSB accumulation

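Binding of topoisomerase IIβ (TOP2B), an enzyme that passes a DNA duplex through a transient double-strand break in another duplex, was measured by ChIPseq in thymocytes freshly isolated from wild-type mice of 4 to 6 weeks of age. Cells were fixed with formaldehyde, the chromatin was sonicated and immunoprecipitated, and libraries were prepared by ChIPmentation, in which a transposase inserts the sequencing adaptors into the chromatin while it is held on the beads. Of the 4 libraries, 2 were made with antibodies against TOP2B of different suppliers (Santa Cruz and Novus Biologicals), and the others with an antibody against TOP2A and with rabbit IgG as the control. The peak lists of both TOP2B libraries were used, and the TOP2A and IgG libraries were not analysed here. The depth is known from the paper's Reporting Summary, which gives 76000000 single-end reads of 75 bp for the Santa Cruz library, 64% of them uniquely mapped, and 62000000 reads for the Novus library, 65% of them uniquely mapped. The authors trimmed the reads, aligned them to the mouse genome build mm9 with Bowtie 1.2.0, and called peaks in each library on its own with HOMER in its "factor" style, keeping those at least 10-fold above the IgG library at an FDR of 1%. Each deposited list gives the chromosome, start and end of every peak. The Santa Cruz list held 17754 peaks of 187 bp, and the Novus list held 3564 peaks of 195 bp, so that the Santa Cruz list was 4.98 times as long. All peaks lay on chromosomes 1 to 19 and X and inside the mm9 chromosome ends. The score was 0 for every peak in both lists, which leaves no height, fold or p-value by which peaks could be ranked. Each antibody had 1 library, so no value below has a replicate spread, and confidence intervals cover counting error within the lists only. Peaks of both lists were compared by their overlap in bp and placed on mm9 and its GENCODE M1 annotation, with positions counted from 1.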

In order to further establish aberrant TOP2 activity as a direct contributor to *Atm*^*−/−*^ oncogenic T-cell genome rearrangements, we decided to map binding of topoisomerase IIß (TOP2B), which is the main source of TOP2 activity in G1 and non-cycling cells. ChIPseq analysis in freshly isolated thymocytes from wild-type mice revealed a pattern of TOP2B distribution consistent with that previously found in other cell types and tissues^35–37^ (Fig. 4a), with a clear enrichment at promoter, enhancer and insulator regions (34%, 19% and 13% of TOP2B peaks, respectively). 

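The 994 Novus peaks that shared at least 1 bp with a Santa Cruz peak were taken as common TOP2B peaks, and each was placed by its centre on the annotated protein-coding transcripts. Of these, 263 (26.5%, exact Clopper-Pearson 95% interval 23.7% to 29.3%) were centred within 1 kb of a transcription start. When the same peaks were moved around their chromosomes by random circular shifts, 2.39% fell within that distance on average and 5.03% at most in 100000 shifts (one-sided permutation test, p = 1e-05, the smallest p that this number of shifts allows). Shifting each peak on its own by 10 kb to 1 Mb, which keeps the regional density of genes, gave 3.41% on average. Of the remaining common peaks, 41 were centred in other exons (4.12%), 305 in introns (30.7%) and 385 between genes (38.7%). The share near a start was 30.5% when the distance was widened to 2.5 kb. It was 15.2% over the whole Santa Cruz list, the alternative that moved it most, and 29.7% over the whole Novus list, with the same p in each case. These shares rest on annotated transcription starts, whereas the paper classified its peaks by the chromatin states of the ENCODE registry, which was not used here, so enhancers and insulators were not separated. From the distribution over promoters, enhancers and insulators, the paper states that TOP2B is placed in thymocytes much as in other cell types and tissues.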

In fact, regardless of the type of functional element analysed, and as previously reported^36^, we observed a strong correlation between TOP2B and the core cohesin subunit RAD21, with 81% of TOP2B peaks overlapping with those of cohesin (Fig. 4b), and detectable cohesin signal in virtually all TOP2B peaks, regardless of the presence of RNA polymerase II (POLR2A) or the insulating architectural protein CTCF (Fig. 4c). Fig. 4d shows the *Cxcr4* locus merely as an illustrative example of TOP2B and cohesin co-localization within promoter (left) and insulator (right) regions. These results are consistent with the proposed connection between TOP2B function and 3D-genome organisation^36,37^.

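In the window drawn in Fig. 4d, from 130440001 to 130760000 on chromosome 1 as read by eye from its axis, 2 Novus peaks and 8 Santa Cruz peaks were called. *Cxcr4* is annotated from 130484776 to 130488870 on the minus strand. A Santa Cruz peak from 130489158 to 130489344 lay 288 bp upstream of its start, in the stretch shown as the promoter. The Novus list had no peak within that stretch, and its nearest peak to the start (130556570 to 130556764) was 67.7 kb upstream. In the stretch shown as the insulator, the Novus peak from 130720924 to 130721118 and the Santa Cruz peak from 130721035 to 130721221 overlapped, and this was the only common peak of the window. Under circular shifts of the Novus peaks, 0.366 peaks were expected in the window (one-sided permutation test with 100000 shifts, p = 0.0884; Benjamini-Hochberg adjusted over the 8 loci named for TOP2B, p = 0.353), and in the Santa Cruz list 1.97 peaks were expected (p = 0.0336, adjusted p = 0.269). The 8 loci were chosen by the paper, so these tests describe them and are not independent evidence.

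**Figure D1:**
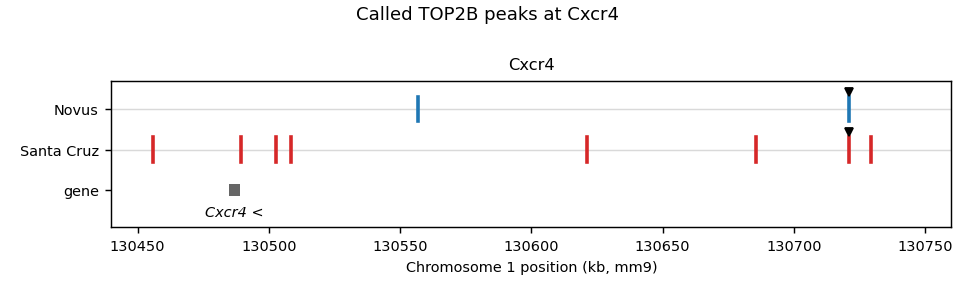
Called TOP2B peaks of the Novus and Santa Cruz libraries (vertical bars) along chromosome 1 (position in kb, mm9), with the annotated *Cxcr4* gene in grey. Black triangles mark the peaks of either list that overlap a peak of the other, which occur at 130720924 to 130721221 only.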

**Fig. 4:**
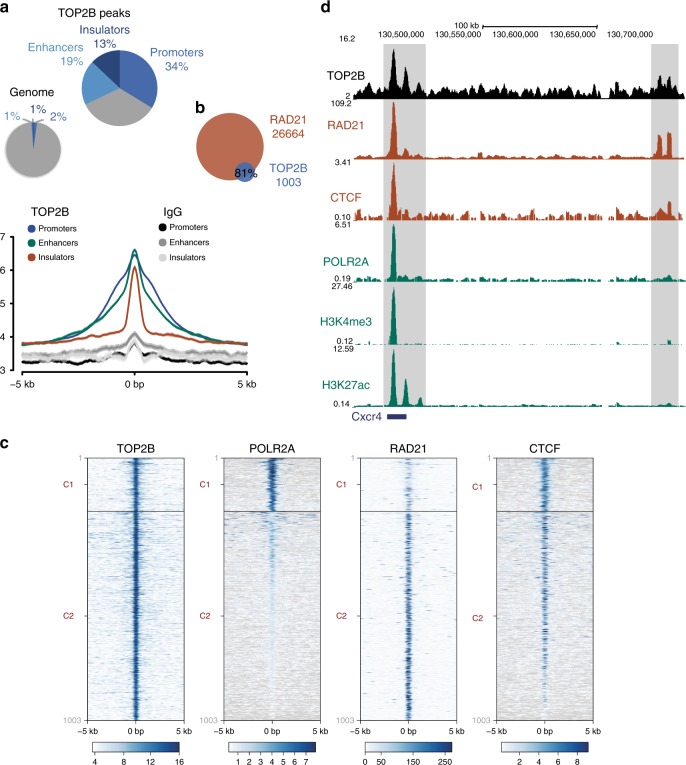
TOP2B colocalizes with cohesin at promoter, enhancer and insulator regions in thymocytes. **a** Genome-wide distribution of 1003 TOP2B ChIPseq called peaks at different genomic features (promoters, enhancers, insulators and others) in wild-type primary thymocytes. Chromatin states were defined using ENCODE ccREs registry: H3K4me3, TSS and low H3K27ac for promoters, H3K27ac and low H3K4me3 for enhancers and high CTCF and no presence of the previous histone marks for insulator-like regions.TOP2B peak distribution compared to the entire genome (top), and global signal profile compared to IgG control (bottom) at each genomic feature is shown. TOP2B peaks were defined as common peaks between TOP2B ChIPseq experiments using two different antibodies. **b** Overlap of TOP2B and RAD21 peaks in wild-type thymocytes. **c** Genome browser view of TOP2B, RAD21, CTCF, POLR2A, H3K4me3 (ENCODE) and H3K27ac (ENCODE) signal tracks at a representative genomic region encompassing an active promoter (left, positive for POLR2A, H3K4me3 and H3K27ac) and an insulator (right,  negative for POLR2A, H3K4me3 and H3K27ac, and positive for CTCF and RAD21). Sites highlighted in grey show sites of major TOP2B signal accumulation over the region. **d** Heatmaps of TOP2B (this study), POLR2A (ENCODE), RAD21^47^ and CTCF (ENCODE) ChIPseq signals at TOP2B peaks (± 5 kb). K-means clusters based on the different signals represented are shown divided by black lines and named as C1 and C2.

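The common peaks were 27.9% of the Novus list (exact Clopper-Pearson 95% interval 26.4% to 29.4%), and 2570 Novus peaks overlapped no Santa Cruz peak. Counted on the other list, 1003 Santa Cruz peaks overlapped a Novus peak, 5.65% of that list, and 16751 did not. The counts differ because a peak of either list can overlap several of the other. With overlapping or touching peaks of both lists merged, 999 regions held peaks of both antibodies. The centre of a common Novus peak lay a median of 75 bp from the nearest Santa Cruz centre, with quartiles of 35 and 117 bp. Circular shifts of the Novus peaks within each chromosome gave 9.67 overlapping peaks on average and 68 at most, so the observed number was 103 times that expected by chance (one-sided permutation test with 100000 shifts, p = 1e-05, the smallest p possible). Local shifts of each peak by 10 kb to 1 Mb gave 14.7 overlapping peaks on average, a 67.6-fold excess with the same p. The count depended on what was taken as overlap. It was 619 when at least 50% of both peaks had to be shared. It was 1461 when both lists were extended by 1 kb in each direction, as the paper extended its TOP2B peaks for colocalization.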

We decided to specifically study TOP2B occupancy at particular sites related to *Atm*^*−/−*^ oncogenic translocations, integrating published maps of endogenous DSB accumulation determined by ENDseq in *Atm*^*−/−*^ thymocytes ^38^. 

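Called TOP2B peaks were examined at 2 loci of *Atm*-/- rearrangements in the windows of Fig. 5a, b, whose ends were read by eye from the axes. *Bcl11b* is annotated on chromosome 12 from 109148613 to 109241812 on the minus strand. Its window (109100001 to 109300000) held 3 Santa Cruz peaks. The peak from 109237255 to 109237441 was in an intron, 4.18 kb from the closest annotated start, inside the stretch read as the promoter. The others lay outside the gene, at 109109862 to 109110048 beyond its 3′ end and at 109284985 to 109285171 upstream. *Notch1* is annotated on chromosome 2 from 26313423 to 26372183 on the minus strand. Its window (26305001 to 26365000) held a single Santa Cruz peak, from 26358033 to 26358219, in an intron 1.12 kb from the start at 26359342. That peak was also inside the stretch read as the promoter. The Novus list had no peak in either window, and its nearest peaks to a start of *Bcl11b* and *Notch1* were 118 and 561 kb away, so none of the common peaks lay there. Under circular shifts of the Santa Cruz peaks, 1.27 peaks were expected in the *Bcl11b* window (one-sided permutation test, p = 0.177, adjusted p = 0.434) and 0.460 in the *Notch1* window (p = 0.314, adjusted p = 0.434), so both counts were above those expected, within the range of the shifts. With so few peaks expected, 10 peaks at *Bcl11b* or 5 at *Notch1* would have been needed for an adjusted p under 0.05 at a single locus. Peaks are positions that passed the authors' 10-fold threshold and their other criteria for factor-style calls, and the lists hold no signal between them.

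**Figure D2:**
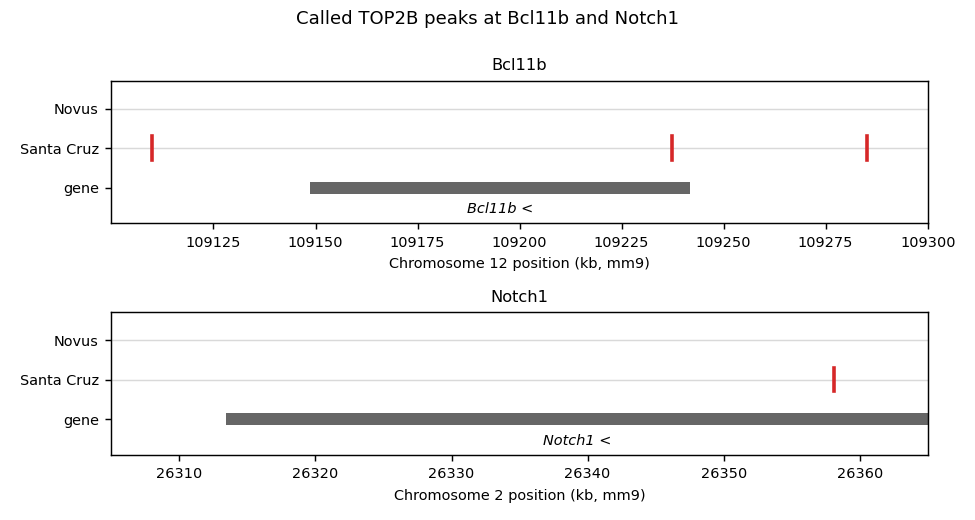
Called TOP2B peaks of the Novus and Santa Cruz libraries (vertical bars) at *Bcl11b* and *Notch1* (position in kb, mm9), with the annotated genes in grey and their direction marked by an arrowhead. The Santa Cruz rows hold 3 and 1 peaks and the Novus rows hold 0.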

When concentrated on the *Bcl11b*, *Notch1*, and *Pten* loci (Fig. 5a–c), we observed clear TOP2B binding at all of these regions with strong accumulation at the promoters and towards the 3’ end of the genes, with a pattern following that of cohesin and RNA-polymerase II (POLR2A). This TOP2B accumulation was not thymocyte-specific, as a similar pattern was observed in MEFs (shown for *Bcl11b*, Supplementary Fig. 4a). In order to directly identify regions of DSB accumulation in *Atm*^*−/−*^ thymocytes, we selected ENDseq peaks specific for *Atm*^*−/−*^ thymocytes (highlighted in yellow; Fig. 5a–c). Interestingly, when these sites were compared with the distribution of TOP2B, overlap was highly variable with examples of both unique and common regions; compare region 1 and region 2 in *Pten* (Fig. 5c). TOP2B is therefore present at *Atm*^*−/−*^ unstable regions, but it is difficult to establish a direct association with DSB accumulation, and may be a mere consequence of its widespread distribution at regulatory regions. Furthermore, the difficulty to assign original translocation breakpoints with sufficient precision strongly limits our capacity to directly link TOP2B binding to oncogenic DSB occurrence at these specific locations.

**Fig. 5:**
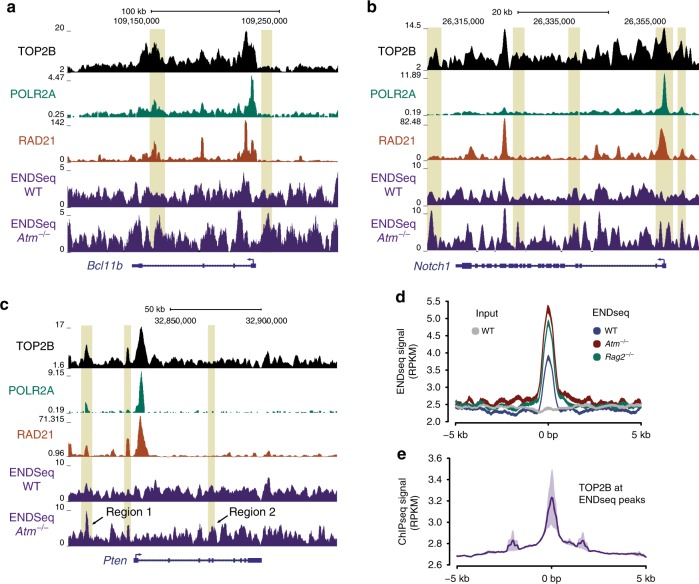
TOP2B colocalizes with endogenous DSB accumulation in thymocytes. **a**–**c** Genome browser view of TOP2B, POLR2A, RAD21, and ENDseq (DSBs) signal tracks in wild-type and *Atm*^*−/−*^ primary thymocytes, as indicated, at *Bcl11b* (**a**), *Notch1* (**b**) and *Pten* (**c**) loci. *Atm*^*−/−*^-specific ENDseq peaks, defined as those not called in wild-type thymocytes, are highlighted in yellow. Two regions of interest in *Pten* are indicated as region 1 and region 2. **d** Global profile of ENDseq signal at TOP2B peaks in wild-type, *Atm*^*−/−*^ and *Rag2*^*−/−*^ primary thymocytes. Control input signal is also shown. **e** Global profile of TOP2B signal at ENDseq peaks in wild-type primary thymocytes. Set of ENDseq peaks were determined as the merge between those detected in any of the analysed genetic conditions.

Based on this, we decided to compare the distribution of TOP2B and ENDseq signal at a genome-wide level. We observed a clear accumulation of DSBs at TOP2B peaks (Fig. 5d), supportive of a link between TOP2B function and spontaneous chromosome fragility, in the same line as what has been previously reported for etoposide treatments^37^. Conversely, and further supportive of this TOP2B-DSB association, ENDseq peaks displayed an accumulation of TOP2B signal (Fig. 5e). Most prominent peaks of ENDseq signal in thymocytes are known to be associated with RSS sites, disappearing in *Rag2*^*−/−*^ and strongly accumulating in *Atm*^*−/−*^ cells^38^, consistent with the high incidence and precision of RAG cleavage and the reported roles of ATM in facilitating V(D)J recombination. At TOP2B sites, however, DSBs were noticeably increased in both *Rag2*^*−/−*^ and *Atm*^*−/−*^ thymocytes (Fig. 5d), demonstrating that they are unrelated to RAG cleavage, and suggesting that these lesions can accumulate upon ATM deficiency. In summary, there is a significant genome-wide correlation between sites of TOP2B function and occurrence of RAG-independent endogenous DSBs in thymocytes, suggesting aberrant TOP2B activity as an additional relevant source of chromosome breakage that could contribute to characteristic *Atm*^*−/−*^ oncogenic translocations.

### TOP2B and cohesin colocalize with the RAG endonuclease

Based on the results above, we decided to check how RAG and TOP2B contribute to DSB accumulation in more detail. In order to do so, we analysed TOP2B, RAD21 and ENDseq signal in previously reported peaks of RAG1 and RAG2^12^ (Fig. 6a–c). RAG2 has a wide distribution with a strong presence at active promoters displaying the H3K4me3 histone mark, while the presence of RAG1 is more restricted, only co-localizing with a fraction of RAG2 peaks^39,40^. We observed a striking genome-wide co-localization of TOP2B and RAD21 with RAG2, which was irrespective of the strong presence of RAG1 or not (Fig. 6a). Thus, clear TOP2B accumulation was observed in peaks containing both RAG1 and RAG2 but also in those containing mostly RAG2 (Fig. 6a, b). In addition, 42% of TOP2B peaks colocalized with RAG (merge of RAG1 and RAG2 peaks) (Fig. 6b), consistent with their mutual enrichment at H3K4me3-positive promoter regions. In any case, although some ENDseq signal was observed at these regions, the accumulation of DSBs was not clear or sufficiently localized (Fig. 6a). Interestingly, when directly compared, spontaneous DSB accumulation was more robust at TOP2B and cohesin than at RAG1 or RAG2 peaks, both in wild-type and *Atm*^*−/−*^ thymocytes (Fig. 6d). Altogether, these results uncover a surprising genome-wide connection between RAG and TOP2B-cohesin, and suggest that, when analysed globally, TOP2B activity can constitute an important source of DNA breakage in *Atm*^*−/−*^ thymocytes, quantitatively more relevant than DSBs directly induced by RAG.

**Fig. 6:**
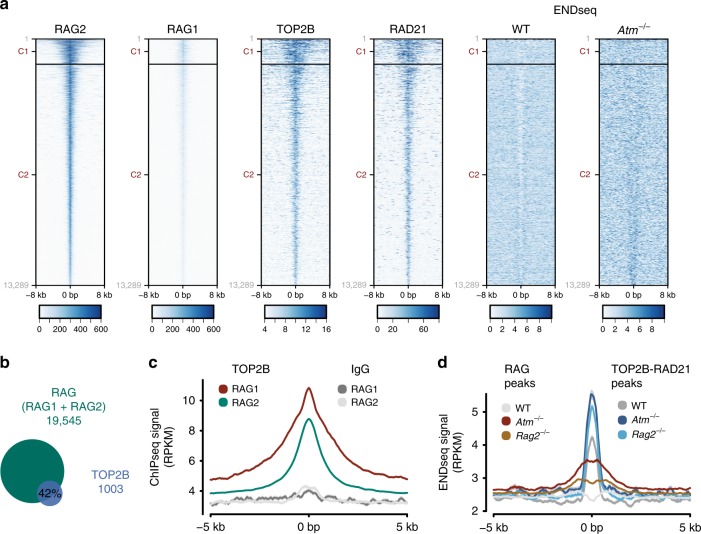
TOP2B and cohesin colocalize with RAG genome-wide. **a** Heatmaps of RAG2^40^, RAG1^40^, TOP2B, RAD21 and ENDseq (DSBs) signal at RAG1 and RAG2 peaks (merged) in wild-type and *Atm*^*−/−*^ primary thymocytes, as indicated. K-means clusters based on RAG1 and RAG2 signal are shown as C1 and C2. **b** Overlap of TOP2B and RAG peaks. Peaks of the RAG complex were defined as a merge of RAG1 and RAG2 proteins. **c** Global profile of TOP2B signal at RAG1 or RAG2 peaks. Control IgG signal is also shown. **d** Global profile of ENDseq signal at either RAG (merge of RAG1 and RAG2 peaks) or TOP2B-RAD21 (overlap between TOP2B and RAD21) peaks in wild-type, *Atm*^*−/−*^ and *Rag2*^*−/−*^ primary thymocytes.

Based on this genome-wide colocalization between TOP2B and RAG, we decided to check the distribution of TOP2B specifically at sites actively undergoing V(D)J recombination in thymocytes (Fig. 7a–c; Supplementary Fig. 5a, b); this includes the *Tcra/d*, *Tcrb*, *Tcrg* and *IgH*^15^ loci. 

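In the windows of Fig. 7a–c and Supplementary Fig. 5b, read by eye from the axes, called TOP2B peaks were counted at the loci that recombine V, D and J segments to assemble antigen receptor genes. The *Igh* window (chromosome 12, 114600001 to 115900000) held 1 Novus peak, at 115825522 to 115825716 near the V end, which was common with a Santa Cruz peak, and 11 Santa Cruz peaks. None of either list lay within 10 kb of the 4 annotated J segments (114666725 to 114668044). The closest Santa Cruz peak to a J segment was 17.6 kb away, and the Santa Cruz peak from 114686334 to 114686520 covered an annotated D segment. The *Tcra/d* window (chromosome 14, 53000001 to 54950000) held no Novus peak and 12 Santa Cruz peaks. Of these, 3 lay within the span of the 61 annotated J segments (54742813 to 54838515), at 54772685 to 54772871, 54809022 to 54809208 and 54829855 to 54830041, and 3 others followed it, up to 54858904. The *Tcrb* window (chromosome 6, 40770001 to 41620000) held 4 Novus peaks and 8 Santa Cruz peaks, with 2 common peaks, the first of them at 40996708 to 40996902. The *Tcrg* window (chromosome 13, 19390001 to 19455000) held no peak of either list. Against circular shifts, the Novus counts gave adjusted p = 1 for *Igh* and *Tcra/d* and 0.353 for *Tcrb*, with 1.09 peaks expected at *Tcrb* (one-sided permutation test, Benjamini-Hochberg over 8 loci). In the Santa Cruz list the counts at *Igh* and *Tcra/d* were close to the 8.31 and 10.6 peaks expected (permutation test, adjusted p = 0.434 and 0.490). These tests cover whole windows, so they do not address a concentration of peaks near the J segments. The stretch of *Tcra/d* J segments (54700001 to 54900000) held 6 Santa Cruz peaks. That of *Igh* J and D segments (114600001 to 114750000) held 3. Both were counted without a test.

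**Figure D3:**
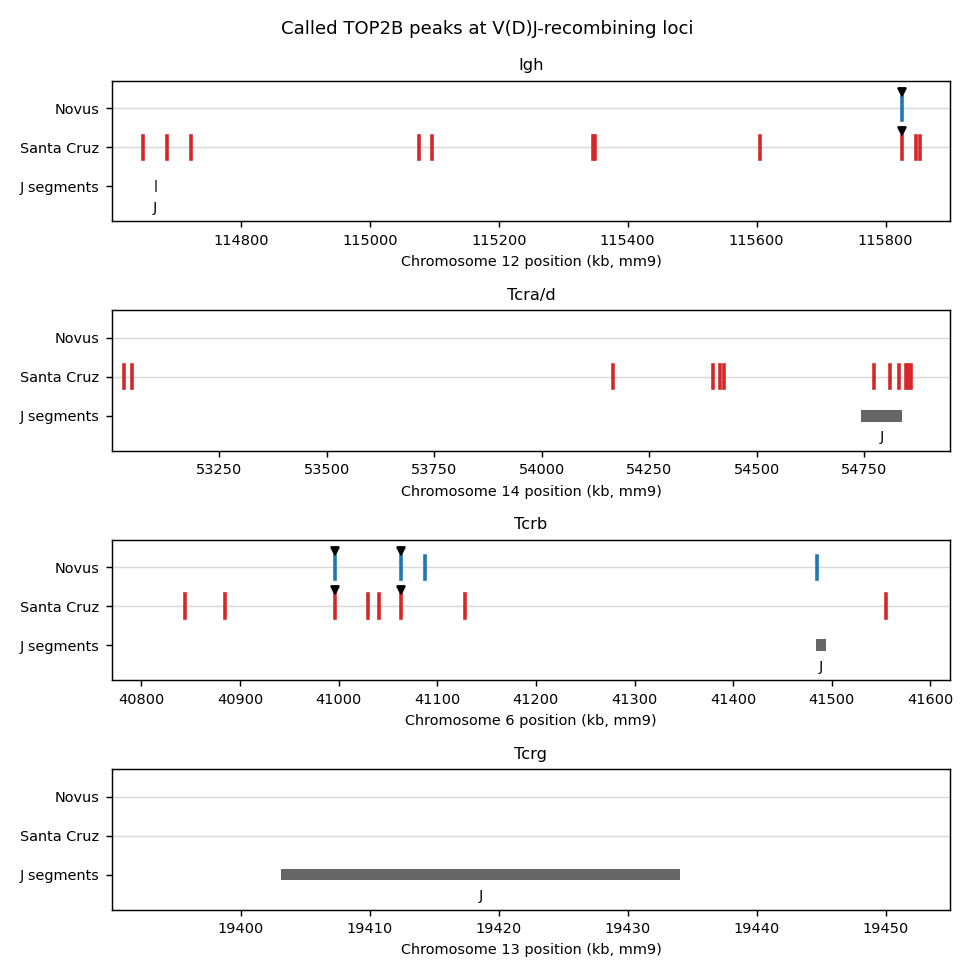
Called TOP2B peaks of the Novus and Santa Cruz libraries (vertical bars) at *Igh*, *Tcra/d*, *Tcrb* and *Tcrg* (position in kb, mm9), with the span of the annotated J segments in grey. Black triangles mark peaks that overlap a peak of the other list, at 115825522 for *Igh* and at 40996708 and 41063034 for *Tcrb*.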

Strikingly, sites of strong and localized TOP2B accumulation were observed at all of these sites, and were particularly enriched at the V(D)J-initiating J segments. As expected, TOP2B coincided with the position of the cohesin subunit RAD21, and, in line with the genome-wide observations, also with the strongest peaks of RAG1 and RAG2. Furthermore, the TOP2B-cohesin sites concurred with a very strong ENDseq signal that was further enhanced in *Atm*^*−/−*^ thymocytes. Interestingly however, DSB accumulation in these regions was completely dependent on RAG, and did not fully coincide with TOP2B-cohesin peaks, but was displaced a few kbs from TOP2B sites (Supplementary Fig. 6). This demonstrates that direct RAG cleavage, rather than aberrant TOP2B activity, is the main source of DSBs at *Tcr* and *Igh* loci in thymocytes, but suggests a strong association between TOP2B-cohesin function and sites undergoing active V(D)J recombination. In support of this, TOP2B accumulation in these regions was specific to thymocytes when compared to peaks called in MEFs (Supplementary Fig. 4b, c). ChIPseq of TOP2A also evidenced that TOP2 enrichment was preferential for the TOP2B isoform, both at V(D)J recombination sites and other genes related with the observed oncogenic translocations (Supplementary Fig. 4). Furthermore, when ENDseq signal at *Tcrb* was analysed in detail, there were two peaks that became apparent when the predominant signal derived from RAG cleavage was lost in *Rag2*^*−/−*^ thymocytes (Fig. 7c; ENDseq *Rag2*^*−/−*^ autoscaled). This relocation of ENDseq signal from major sites of RAG cleavage to additional less prominent sites may be responsible for the apparent increase in DSBs observed at TOP2B peaks in *Rag2*^*−/−*^ background (Figs. 5a and 6d). 

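Within *Tcrb*, the site on the V side that Fig. 7c labels region 1 held a common TOP2B peak, with the Novus call from 41063034 to 41063228 and the Santa Cruz call from 41062883 to 41063069 on chromosome 6, in sequence without an annotated gene. The other site, region 2, spans the D, J and constant segments at the 3′ end of the locus. It held a Novus peak from 41485057 to 41485251, which covered the annotated J segment Trbj1-5, and no Santa Cruz peak. The Santa Cruz peak closest to any *Tcrb* J segment was 60.7 kb away. The other Novus peaks of the locus were the common peak near its 5′ end and a call without a Santa Cruz partner from 41087014 to 41087208. The ENDseq data of *Rag2*-/- thymocytes and the RAD21 data were not analysed here.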

In any case, similarly to what occurred on a genome-wide scale and at other particular locations (Fig. 5), these regions of DSB accumulation were perfectly coincident with the two major sites of TOP2B and RAD21 binding, further supporting an association between TOP2B function and RAG-independent DNA breakage. Nevertheless, despite a similar localized accumulation of TOP2B-cohesin, RAG-independent ENDseq signal was below detection levels at other *Tcr* and *Igh* loci (Fig. 7a, b; Supplementary Fig. 5), indicating some degree of variability in the incidence and/or detection of TOP2B-mediated DSBs at these regions.

**Fig. 7:**
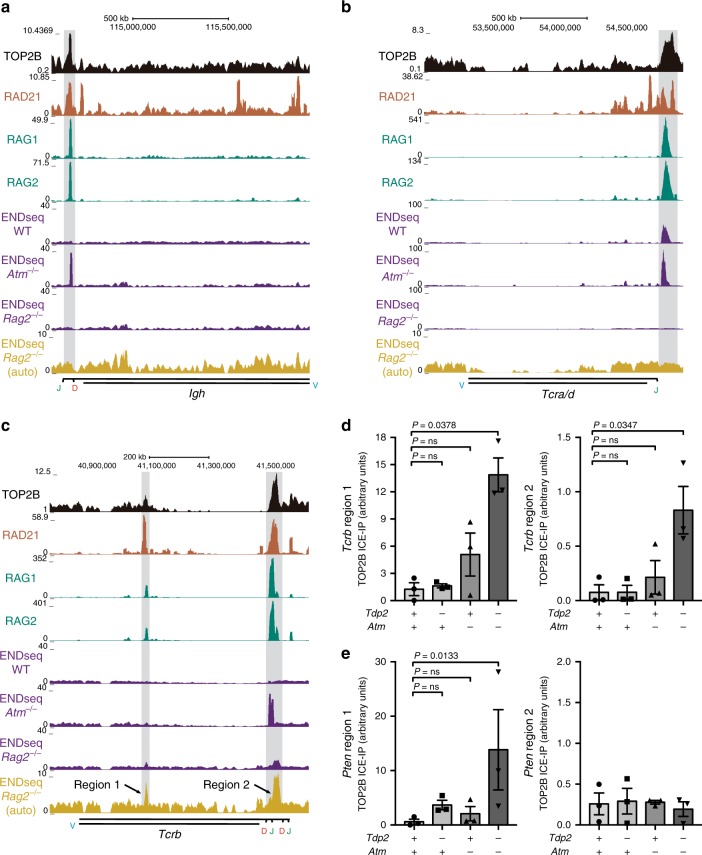
TOP2B is enriched at V(D)J-active regions colocalizing with RAG and endogenous DSB accumulation. **a**–**c** Genome browser view of TOP2B, RAD21, RAG1, RAG2 and ENDseq signal tracks in wild-type, *Atm*^*−/−*^ and *Rag2*^*−/−*^ primary thymocytes, as indicated, at *IgH* (**a**), *Tcra*/*d* (**b**) and *Tcrb* (**c**) loci. TOP2B enriched regions are highlighted in grey. Regions of V, D or J segments are indicated. ENDseq signal in *Rag2*^*−/−*^ thymocytes is additionally shown with a smaller scale to appreciate sites of minor DSB accumulation (yellow, auto). **d**, **e** Endogenous accumulation of TOP2Bccs and TOP2-mediated DSBs, as measured with ICE-IP, at *Tcrb* (**d**) and *Pten* (**e**) loci in *Tdp2*^*+/+*^ *Atm*^*+/+*^*, Tdp2*^*−/−*^ *Atm*^*+/+*^*, Tdp2*^*+/+*^ *Atm*^*−/−*^ and *Tdp2*^*−/−*^ *Atm*^*−/−*^ freshly isolated thymocytes from three independent mice (*n* = 3). Regions 1 and 2 for *Tcrb* and *Pten* are indicated in Fig. 7c and 5c, respectively. Mean ± SEM and statistical significance by one-way ANOVA (non-parametric) with Dunn’s post-test is shown (*F* = 9 for region 1 of *Pten* and *F* = 5,8 and *F* = 7 for region 1 and region 2 of *Tcrb*).

### *Tdp2*^*−/−*^*Atm*^*−/−*^ thymocytes accumulate endogenous TOP2 DSBs

To directly confirm aberrant TOP2B activity as a relevant source of DSB accumulation in *Tdp2*^*−/−*^ *Atm*^*−/−*^ thymocytes, we used a technique recently developed in the laboratory, ICE-IP, in which TOP2 covalently attached to DNA is immunoprecipitated, and the abundance of the genomic region of interest is measured by qPCR (see the “Methods” section and Supplementary Fig. 7 for a detailed description). This allows locus-specific detection of TOP2ccs and TOP2-induced DSBs in which TOP2 has not been fully degraded or removed. In order to be able to detect endogenous lesions, we included a step of nested amplification. We first concentrated on two regions of *Tcrb* in which RAG-independent ENDseq peaks were detected (region 1 and region 2 in Fig. 7c). Interestingly, TOP2B ICE-IP in freshly isolated thymocytes showed a very clear enrichment of covalently attached TOP2B, exclusively, or at least only significantly, in *Tdp2*^*−/−*^*Atm*^*−/−*^ thymocytes, with a >10-fold increase compared to wild-type animals (Fig. 7d). We then tested two regions of *Pten* with *Atm*^*−/−*^-specific ENDseq signal, one that coincided with a strong TOP2B signal and one that did not (region 1 and region 2 in Fig. 5c, respectively). As expected, covalently attached TOP2B accumulated to significant levels only in region 1 of *Pten* in *Tdp2*^*−/−*^*Atm*^*−/−*^ thymocytes, and neither in region 2, nor in wild-type or single-mutant cells. These results strongly support the idea that TDP2 and ATM independently operate to prevent the endogenous accumulation of TOP2B-blocked DSBs, both globally at particular regions throughout the genome, and specifically at sites undergoing V(D)J recombination.

Finally, in order to reinforce the idea that the rearrangements found in thymic lymphomas could be related to 3D-genome folding and the functions of TOP2B in this process, available Hi–C maps on wild-type thymocytes ^41^ were integrated with hotspots of *Atm*^*−/−*^-linked genomic instability. As a matter of fact, V(D)J recombination sites and other unstable sites were clearly associated with regions of strong long-range interactions (in the order of megabases), apparent as borders of squares in the contact density map (Supplementary Fig. 8), and that could be associated to topologically associating domains (TADs) borders. Interestingly, these regions have been shown to be particularly prone to breakage and instability in general ^42,43^, and to the accumulation of etoposide-induced DSBs in particular^37^, which has led to the idea of TOP2 activity at these functional elements of genome organization as a potential major driver of oncogenic translocations^28,29^.

## Discussion

In this study, we show that the absence of TDP2 function significantly aggravates the predisposition of *Atm*^*−/−*^ mice to develop thymic malignancies (Fig. 2). Furthermore, TOP2B genome-wide binding correlates with sites of endogenous DSB accumulation (Fig. 5), and endogenous TOP2B-blocked lesions indeed accumulate in *Tdp2*^*−/−*^*Atm*^*−/−*^ thymocytes (Fig. 7). These observations strongly support TOP2B-mediated DSBs as potential drivers of tumour development, at least in the particular setting of A-T-linked cancer predisposition, establishing a causal connection between misrepair of endogenous TOP2 lesions and tumorigenesis. In this sense, the implications of these results reach beyond our understanding of A-T cancer predisposition, since *ATM* is a well-established tumour suppressor, very frequently mutated in in many tumour types, and lymphoid malignancies in particular^44^.

Interestingly, thymic tumours in *Tdp2*^*−/−*^ *Atm*^*−/−*^ mice display identical characteristics to those of *Atm*^*−/−*^ animals, with a very aggressive form of T-ALL associated to recurrent clonal genome rearrangements enriched at loci undergoing V(D)J recombination (Figs. 2–3; Supplementary Fig. 2–3 and Supplementary Table 1). This is, in principle, difficult to reconcile with the incidence of thymic malignancies being increased by loss of TDP2, an enzyme that is highly specialized in TOP2-mediated DSBs, and therefore completely unnecessary for the repair of hairpin DNA ends produced by RAG. Nevertheless, one must bear in mind that translocations require two DSBs, so that TOP2-mediated lesions can contribute to the oncogenic events by providing partners for rearrangements that also engage *Tcr* or *Ig* loci, being the co-occurrence of TOP2- and RAG-mediated DNA breaks, and their stabilization and misrepair upon ATM loss, and not RAG-induced breaks per se, what drives ATM-deficient thymic lymphoma predisposition. This would occur in two different scenarios (Fig. 8).

**Fig. 8:**
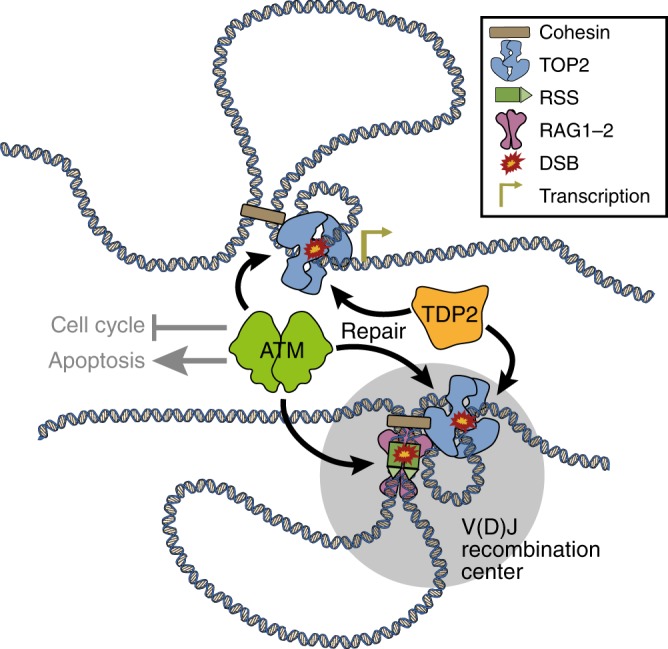
Model to explain aberrant TOP2 activity as a driver of ATM-deficient thymic malignancies. TOP2 activity associated with genome organization and transcription throughout the genome can accidentally result in DSBs (top). Additionally, DSBs can arise as a consequence of TOP2 activity derived from genomic reorganization associated to V(D)J recombination, and in particular, the mechanism of RAG scanning to find its RSS targets (bottom). These DSBs concur with RAG-mediated DSBs, increasing the probability of oncogenic translocations to occur. Efficient repair of TOP2-induced DSBs mediated by either TDP2 or ATM-dependent pathways, together with the checkpoint and apoptotic functions of ATM, strongly limit the oncogenic potential of these lesions.

First, we consider TOP2-induced DSBs appearing independently of V(D)J recombination (Fig. 8, top). In this situation, aberrant TOP2 activity, which accidentally occurs throughout the genome as a consequence of genome organization or the removal of transcription-associated supercoiling^27,37^, results in the formation of DSBs that are normally repaired very efficiently by the action of either TDP2- or ATM-dependent repair pathways^33^. Furthermore, the checkpoint functions of ATM trigger cell cycle arrest and/or apoptosis if these breaks remain unresolved. A combined failure to properly repair and signal TOP2-mediated DSBs, which can occur accidentally, but is greatly enhanced in the *Tdp2*^*−/−*^ *Atm*^*−/−*^ mutant, leads to the persistence and propagation of these lesions, as has been shown to occur with RAG-induced DSBs upon single ATM deficiency^15^. This substantially increases the probability of at least two DSBs concurring in time during thymocyte development, providing ideal conditions for the generation of chromosomal translocations that can drive oncogenesis. As a matter of fact, irradiation of *Atm*^*−/−*^ B-cells has been shown to increase translocations involving the *Igh* locus^15^, strongly supporting the idea that additional sources of DSBs can enhance translocation frequency by providing partners for rearrangements with loci undergoing V(D)J recombination. Nevertheless, it is clear that, as previously suggested, off-target RAG cleavage can also constitute a source of additional DSBs during thymocyte development^40^. In this context, the striking genome-wide correlation between TOP2B and RAG binding (Fig. 6) complicates to unambiguously establish their individual contribution to endogenous DNA breakage. The fact of ENDseq signal being quantitatively more relevant at TOP2B than at RAG2 peaks, however, strongly vouches for aberrant TOP2 activity as a major source of endogenous DSB occurrence genome wide.

Second, we consider a scenario in which TOP2-induced DSBs appear associated to V(D)J recombination (Fig. 8, bottom). The chromatin movements and changes in the three-dimensional conformation that necessarily accompany the process of V(D)J recombination result in topological problems that lead to particularly elevated levels of TOP2 activity at these regions, and therefore an increased probability of DSBs to occur. These TOP2-mediated DSBs concur both in time and space with RAG cleavage, constituting a particularly challenging and genome-threatening situation. This possibility is particularly appealing in the context of the recent RAG-scanning models, which invoke cohesin-mediated loop extrusion to explain how RAG finds and pairs RSSs^23^. Once RAG is loaded to form a V(D)J recombination centre, chromatin threading through the cohesin ring would allow RAG to linearly scan the extruded region and find a second RSS for pairing and cleavage. As has been proposed for general loop extrusion, TOP2 would facilitate RAG scanning by removing topological problems that are encountered by the extruding complex, but, as mentioned above, could result in the formation of DSBs that compromise the integrity of these regions^37^. Thus, the strong thymocyte-specific co-localization of TOP2B-cohesin with RAG at sites actively undergoing V(D)J recombination does not only provide us with a potential additional source of instability at these sites, but can actually be taken as an important support for a loop-extrusion model of RAG scanning.

In summary, we provide a causal link between endogenously occurring TOP2-induced DSBs and cancer development, putting forward these lesions as important contributors to T-cell malignancies related to ATM loss, and opening the door for their potential involvement in other conditions and cancer types. Furthermore, we present evidence for the involvement of TOP2B in resolving topological problems derived from the chromatin movements and changes in genome conformation required for V(D)J recombination, providing an additional source of chromosome fragility at these regions beyond direct RAG cleavage, and supporting a model of loop extrusion-mediated RAG scanning for target RSS pairing.

## Methods

### Animal maintenance

All animal procedures were performed in accordance with European Union legislation and with the approval of the Ethical Committee for Animal Experimentation of CABIMER and validation by the Regional Government of Andalusia (Consejería de Agricultura, Ganadería, Pesca y Desarrollo Sostenible de la Junta de Andalucía). Double heterozygotes *Tdp2*^*+/*−^*Atm*^*+/*−^ and *Tdp2*^*+/*−^*Trp53*^*+/*−^ were obtained by the crossing *Tdp2*^*+/*−32^ with *Atm*^*+/*−4^ or *Trp53*^*+/*−45^. The colonies were maintained by crossing double-heterozygotes and littermates were used for experiments. Animals were housed in isolated cages with controlled ventilation trough HEPA-filters, kept under standard housing conditions (21 ± 1 °C with a photoperiod of 12:12 h), and manipulated in flow cabins. Sterile food pellets and water were available *ad libitum*. Mice were genotyped using Phire Animal Tissue Direct PCR Kit (Thermo) following manufacturer instructions.

### In vivo etoposide sensitivity

At 8 weeks of age, mice underwent intraperitoneal injection with 3 µl/g of body weight of either DMSO (vehicle control) or etoposide at 25 mg/ml in DMSO for a final dose of 25 mg/kg. Weight and general health status were monitored daily from the day of injection (inclusive). Six days post-treatment mice were sacrificed by cervical dislocation and dissected for histopathological analysis. For this, organs were fixed in 4% paraformaldehyde for 2 days, embedded in paraffin, cut in 6 µm slices by microtome, stained with Haematoxylin-Eosin and visualized under the microscope.

### Lifespan analysis

Minimum 20 mice per experimental condition were included in the analysis. Weight and general health status were monitored weekly. Animals were sacrificed by cervical dislocation and dissected for histopathological analysis in the case of showing a 20% loss of the maximum weight, the presence of a detectable tumour or signs of evident pain. Thymic lymphoma was macroscopically identified and confirmed by histopathological analysis. Overall survival and cumulative occurrence of thymic tumours were determined by Kaplan–Meier curves and statistically analysed with Wilcoxon tests.

### Histological analysis

Cerebella were fixed in 4% paraformaldehyde, embedded in paraffin, and sagittal 50 µm slices were obtained by vibratome. Immunohistochemistry was performed using anti-calbindin primary antibody (CB-38a, Swant) and Biotin-SP AffiniPure Goat Anti-Rabbit secondary antibody (111-065-003, Jackson). Signal was developed using VECTASTAIN Elite ABC HRP Kit (Pk-6100, Vector Laboratories) and DAB (D4418-50SET, Sigma).

For histological analysis of testicles, organs were fixed in 4% paraformaldehyde, embedded in paraffin, cut in 6 µm slices by microtome and stained with Haematoxylin-Eosin.

### Cellular index assay

Primary MEFs were isolated from littermate embryos at day 13 p.c. and cultured at 37 °C, 5% CO_2_ and 3% O_2_ in Dubelcco's Modified Eagle's Medium (DMEM) supplemented with penicillin, streptomycin, 15% FCS and non-essential aminoacids.  MEFs were plated in E-plates 16 in duplicates in a concentration of 4000 cells per well and analysed by xCELLigence® RTCA DP (ACEA Bioscences). The instrument measures cellular proliferation by changes in impedance-based signals in real time. Three independent sets of primary MEFs cells were analysed.

### Lymphocyte analysis

Healthy thymus (4-weeks old) or thymic lymphomas were extracted from mice, disaggregated to single cells in EDTA-buffer (100 mM NaCl, 1 mM KH_2_PO_4_, 3 mM KCl, 10 mM Na_2_HPO_4_, 1 mM EDTA) and immunostained with anti-CD4-FITC and anti-CD8-APC. Samples were fixed 10 min in 4% paraformaldehyde for storage at 4 °C, and subsequently analysed using a BD FACSCalibur Flow Cytometer (BD Biosciences). Data was processed and analysed using FlowJo (v9, FlowJo, LLC).

### FACS analysis

B-cell populations were isolated from 5-week old mice femur passing 2 ml of ice-cold EDTA buffer (100 mM NaCl, 1 mM KH_2_PO_4_, 3 mM KCl, 10 mM Na_2_HPO_4_, 1 mM EDTA) through the femur bone marrow using a 25-G needle syringe. Cells were centrifuged 10 seg at 10,000 rpm in a bench centrifuge and resuspended in 500 µl of PBS-5% FBS (blocking, 30 min). After blocking, 1:100 dilution of conjugated antibodies was added to the samples and incubated on ice for another 30 min. Cells were then washed twice with PBS-5%FBS (centrifuge 10 seg, 10000 rpm) and fixed adding 200 µl of 4%PFA-PBS drop by drop to cells resuspended in 20 µl of PBS. After 10 min of incubation, cells were washed with PBS and analysed by FACScalibur flow cytometer (Becton Dickinson). Antibodies: B220-APC (17–0452) and CD43-FITC (11–0431). CD43^+^ B220^+^ cells were considered Pro-B-cells, CD43^-^ B220^low^ Pre-B-cells and CD43^-^ and B220^high^ immature B-cells. Data was processed and analysed using FlowJo (v9, FlowJo, LLC).

### CGH analysis

Genomic DNA was purified from thymic tumours and kidney from *Tdp2*^*+/+*^*Atm*^*−/−*^ or *Tdp2*^*−/−*^*Atm*^*−/−*^ mice using DNeasy Blood and Tissue Kit (Qiagen) following manufacturer recommendations. One microgram of genomic DNA from thymic lymphoma was profiled against 1 µg of matched normal kidney DNA from the same mouse. Processing, labelling and hybridization to Mouse Genome CGH Microarray 2 × 105 K (G4425B-014699, Agilent) was performed at the CBIMER Genomics Facility. Data was processed using the package snapCGH within R (version 3.3.1). Background correction was applied to fluorescence ratios of scanned images using the method ‘minimum’. To compare hybridizations, normalization between arrays by the method ‘scale’ was performed. Finally, data was processed and ordered by the function ‘processCGH’, and fluorescence ratios were plotted using the R function ‘plot’ and the package Gviz^46^. Thresholds for copy number alterations were set at log2 = ±0.6 for trisomy or hemizygous deletion.

### Immunofluorescence

DSBs in primary MEFs were measured by 53BP1 foci. MEFs were grown on coverslips for 1 day in DMEM supplemented with penicillin, streptomycin, 15% FCS and non-essential aminoacids (37 °C, 5% CO_2_ and 3% O_2_) and then fixed for 10 min in ice-cold methanol at −20 °C. Cells were permeabilized for 2 min in PBS−0,2% Triton X-100 and blocked for 30 min in PBS−5% BSA. Coverslips were then incubated with the primary antibody (SantaCruz – sc22760) diluted 1:1000 in PBS−1% BSA for 1 h. After three washes of PBS−0,1% Tween 20, cells were incubated 30 min with the AlexaFluor-conjugated secondary antibody diluted 1:1000 in PBS−1% BSA (Jackson ImmunoResearch − 111-545-144) and washed three times with PBS−0,1% Tween 20. Finally, cells were counterstained with DAPI (Sigma) and mounted in Vectashield (Vector Labs). 53bp1 foci were counted manually (double-blind) in 40 cells per condition using ZEISS ApoTome microscope.

### ICE-IP (in vivo complex of enzymes immunoprecipitation)

Cells from thymus medulla were isolated from 5-week old mice and placed into RPMI 20% FBS media for 3 h in order to collect only thymocytes in suspension. Cells were then collected by centrifugation at 300 × *g* 5 min and resuspended into 1% (w/v) N-Lauroylsarcosine sodium salt (Sigma-Aldrich, L7414) in TE buffer with complete protease inhibitor cocktail (Roche) for a denaturizing lysis of cells. Lysates were then homogenized using 25G syringe and subjected to DNA precipitation using a CsCl (Applichem-Panreac, A1098) density gradient. DNA was precipitated only with covalently bound proteins adding CsCl to a final concentration of 0,67 g/ml and centrifuging at 57,000 rpm for 20 h at 25 °C using 3.3 ml 13 × 33 polyallomer Optiseal tubes (Beckman Coulter) in a TLN100 rotor (Beckman Coulter).

Forty micrograms of non-crosslinked DNA were digested for 6 h with HindIII-HF (NEB, R3104) and NdeI (NEB, R0111) restriction enzymes at 1 U/μl each one. Samples were then diluted five times in IP buffer (0,1% SDS, 1% TX-100, 2 mM EDTA, 20 mM TrisHCl pH8, 150 mM NaCl) and incubated o/n at 4 °C with 2 μg of TOP2B antibody (NOVUS, NB100-40842) and then with 25 μL of pre-blocked (1 mg/ml BSA) Dynabeads protein A and Dynabeads protein G (ThermoFisher). Beads were then sequentially washed with IP buffer, IP buffer containing 500 mM NaCl and LiCl buffer (0.25 M LiCl, 1% NP40, 1% NaDoc, 20 mM TrisHCl pH8 and 1 mM EDTA). DNA was eluted by 30 min incubation at 30 °C in 100 μL elution buffer (1% SDS, 100 mM NaHCO_3_) and then treated with 10 μg of Proteinase K (ThermoFisher) for 2 h at 37 °C prior to purification using Sera-Mag Select beads (GE Healthcare). Sites of interest were amplified using GO-TAQ polymerase and purified again using Sera-Mag Select beads before qPCR with nested primers. In order to avoid PCR saturation, the number of cycles (between 10 and 20) in the first PCR reaction were determined for each pair of primers to results in a range of 25–30 Cqs in the subsequent qPCR. Results for each region of interest were normalized against input and an intergenic control region which does not show significant TOP2B binding.

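The control primers matched mm9 once each, and their nested product spans 52 bp of chromosome 4, from 79757789 to 79757840, in intergenic sequence 722 kb from the closest annotated coding start, that of *Tyrp1*. The closest Santa Cruz TOP2B peak (80394408 to 80394594) was 637 kb away and the closest Novus peak (77476803 to 77476997) was 2281 kb away. For comparison, the median gap from a peak to the next of the same list was 56.9 kb in the Santa Cruz list and 243 kb in the Novus list.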

Primers for PCR: Tcrb-Region1 (FW: GGAGACCCAGAACAGAGCAG, RV: ATAAATAGGGCTGGGGATGG), Tcrb-Region2 (FW: CACCTGCCATAGCTCCATCT, RV: CGGTGATAGCTAGAGGCTGAG), Pten-Region 1(FW: ACTGGCAAGCCAAGCTTAAA, RV: GTGGTTGGTTTCCTGCAGTT), Pten-Region 2 (FW: AACTCCGCTGTGAATTTTGG, RV: CTTTGGGAGGACATGCTAGG) and Control Region (FW: AGGAGAGAATGGAGACAAGAGC, RV: GGTCTCTATCACTGTTCTCATTGG).

Nested primers for qPCR: Tcrb-Region1 (FW: GGAGACCCAGAACAGAGCAG, RV: ATAAATAGGGCTGGGGATGG), Tcrb-Region2 (FW: AGCTCCATCTCCAGGAGTCA, RV: TGAGGTAGAAAGGGCTGCAT), Pten-Region1 (FW: CCCCTCCCCACTTCTATTGT, RV: GTGGTTGGTTTCCTGCAGTT), Pten-Region2 (FW: CCGCTGTGAATTTTGGCTAT, RV: GCCTGTGAAACAGTGCTCAA) and Control Region (FW: TCACTGTTCTCATTGGTTGC, RV: CTCAGGAGTGTCAGGGAAGG).

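Each *Tcrb* primer matched mm9 once. The product of region 1, for which the first and the nested pair are the same, spans 178 bp of chromosome 6 from 41063169 to 41063346. It shares 60 bp with the Novus call of the common peak at this site and begins 100 bp beyond the Santa Cruz call. Its reference sequence is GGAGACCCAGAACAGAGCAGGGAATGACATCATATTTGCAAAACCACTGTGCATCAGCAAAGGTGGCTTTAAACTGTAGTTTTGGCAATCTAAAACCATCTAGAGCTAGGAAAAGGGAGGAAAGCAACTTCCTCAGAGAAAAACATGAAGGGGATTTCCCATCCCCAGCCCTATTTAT. The nested product of region 2 spans 166 bp from 41504435 to 41504600 and reads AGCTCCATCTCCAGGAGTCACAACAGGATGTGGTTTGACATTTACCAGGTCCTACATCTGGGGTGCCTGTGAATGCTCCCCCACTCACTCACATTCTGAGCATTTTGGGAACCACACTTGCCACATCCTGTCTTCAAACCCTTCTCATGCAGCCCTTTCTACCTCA. It lies 10.6 kb beyond the last annotated *Tcrb* J segment, 19.2 kb from the Novus peak over Trbj1-5 and 49.9 kb from the closest Santa Cruz peak, at 41554513 to 41554699.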

### ChIPseq

To prepare chromatin, mouse thymus was extracted from 4–6-week old mice, washed twice with cold PBS and mechanically disaggregated into single cells in 1ml EDTA buffer (100 mM NaCl, 1 mM KH_2_PO_4_, 3 mM KCl, 10 mM Na_2_HPO_4_, 1 mM EDTA). Thymocytes were then washed twice and resuspended again in EDTA buffer. Cells were fixed in a final concentration of 1% formaldehyde and incubated at 37 °C for 10 min. Fixation was quenched by adding glycine to a final concentration of 125 mM. Cells were washed twice with cold PBS in the presence of complete protease inhibitor cocktail (Roche) and PMSF. Cell pellet was lysed in two steps using 0.5% NP-40 buffer for nucleus isolation and SDS 1% lysis buffer for nuclear lysis. Sonication was performed using Bioruptor (Diagenode, UCD-200) at high intensity and two cycles of 10 min (30” sonication, 30” pause) and chromatin was clarified by centrifugation (17,000 × *g*, 10 min, 4 °C).

For IP, 50 μg chromatin and 4 μg antibody (anti-TOP2B NOVUS-NB100–40842, anti-TOP2B SantaCruz-sc13059, anti-TOP2A Abcam-EP1102Y and rabbit IgG SIGMA-I8140 as control) were incubated o/n in IP buffer at 4 °C, and then with 25 μL of pre-blocked (1 mg/ml BSA) Dynabeads protein A and Dynabeads protein G (ThermoFisher). Beads were then sequentially washed with IP buffer, IP buffer containing 500 mM NaCl and LiCl buffer. ChIPmentation was carried out essentially as previously described using Tagment DNA Enzyme provided by the Proteomic Service of CABD (Centro Andaluz de Biología del Desarrollo). DNA was eluted by incubation at 50 °C in 100 μL elution buffer (1% SDS, 100 mM NaHCO_3_), cross-linking reverted by incubation with 200 mM NaCl and 10 μg of Proteinase K (ThermoFisher) o/n at 65 °C and DNA purified using Qiagen PCR Purification columns. Libraries were amplified for N-1 cycles (being N the optimum Cq determined by qPCR reaction) using NEBNext High-Fidelity Polymerase (M0541, New England Biolabs), purified using Sera-Mag Select Beads (GE Healthcare) and sequenced using Illumina NextSeq 500 and single-end configuration.

### NGS analysis

Tags were aligned to mouse genome (mm9) using Bowtie (version 1.2.0). Peaks were called using HOMER and filtered by a fold change enrichment over control (IgG ChIPseq) of 10-fold and standard quality parameters for “factor-style” peak calling. When comparing peak colocalization, TOP2B called peaks were extended 1 kb in each direction. For genome tracks, we used bamCoverage (deepTools) to convert aligned reads to signal tracks (bigwig) using RPKM normalization. Visualization was done by UCSC browser and profiles and heatmaps were generated by Seqplots applying k-means algorithm for clustering. Two experiments with two different antibodies against TOP2B were performed in the study and one for TOP2A isoform. In order to increase the confidence of TOP2B peaks, TOP2B peak dataset was based on both experiments and defined as the common peaks called in the two replicates. For genome browser tracks, TOP2B ChIPseq performed using NOVUS Biologicals antibody (NB100-40842) was used.

Genome annotation was obtained from UCSC classification. V, D, J segment annotations were obtained from Ji et al.^39^. All comparisons are performed with datasets derived from thymocytes except RAD21 data, which is derived specifically from CD4/CD8 DP thymocytes. Since DP is the most abundant (>90%) population of thymocytes, we consider this dataset valid for comparison with experiments performed in total thymocytes. RAG1 and RAG2 ChIPseq in thymocytes were obtained from Teng et al. 2015 (SRA: PRJNA285688)^40^, thymocyte ENDSeq datasets from Canela et al. 2016 (SRA: PRJNA326246)^38^, TOP2B ChIPseq in MEFs from Canela et al. (SRA: PRJNA387544)^37^ and RAD21 ChIPseq in CD4^+^CD8^+^ DP thymocytes from Loguercio et al. (SRA: PRJNA432324)^47^. POLR2A, H3K4me3, H3K27ac and CTCF thymocyte datasets were obtained from ENCODE (ENCSR000CEA, ENCSR000CCJ, ENCSR000CCH and ENCSR000CDZ respectively). All the raw reads from the mentioned available ChIPseq and ENDseq experiments were processed following the pipeline described above.

### Hi–C analysis

Hi–C data was obtained from Falk et al.^41^ (GEO accession number: GSE111032) and available contact matrixes displayed using HiGlass web-tool (http://higlass.io).

### Software and algorithms

UCSC Genome Browser – Kent et al. 2002. https://genome.ucsc.edu

HiGlass - Kerpedjiev et al. 2018. https://higlass.io/

Bowtie 1.2.0. – Langmead et al. 2009. https://sourceforge.net/projects/bowtie-bio/files/bowtie

MACS – Zhang et al. 2008. https://pypi.python.org/pypi/MACS

HOMER – Heinz et al. 2010. https://homer.ucsd.edu/homer

SAMTOOLS-1.1 – Li et al. 2009. https://github.com/samtools/samtools

deepTools-2.4.1. – Ramirez et al. 2016. https://deeptools.readthedocs.io

R – R Development Core Team, 2008. https://www.r-projects.org

SeqPlots – Stempor et al. 2016. https://github.com/Przemol/seqplots

GraphPad Prism v6. for statistical analysis. https://graphpad.com

FastQ Toolkit - http://hannonlab.cshl.edu/fastx_toolkit/

Trimmomatic - Bolger et al. 2014. 10.1093/bioinformatics/btu170

BD CellQuest pro and FlowJo v9. for FACS analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Next-generation sequencing data are available at the Gene Expression Omnibus (GEO) database under accession number GSE133954 and CGH arrays have been deposited at the GEO database under accession number GSE134054 All the other data supporting the findings of this study are available within the article. Additionally, a source data file for Figs. 1–7 and Supplementary Figs. 1 and 2 is provided.

## Source data

Source Data

# Supplementary material for: Endogenous topoisomerase II-mediated DNA breaks drive thymic cancer predisposition linked to ATM deficiency
**Source:** Nat Commun. 2020 Feb 14;11:910. doi: 10.1038/s41467-020-14638-w
**Supplement:** Supplementary file 1 — Supplementary Information

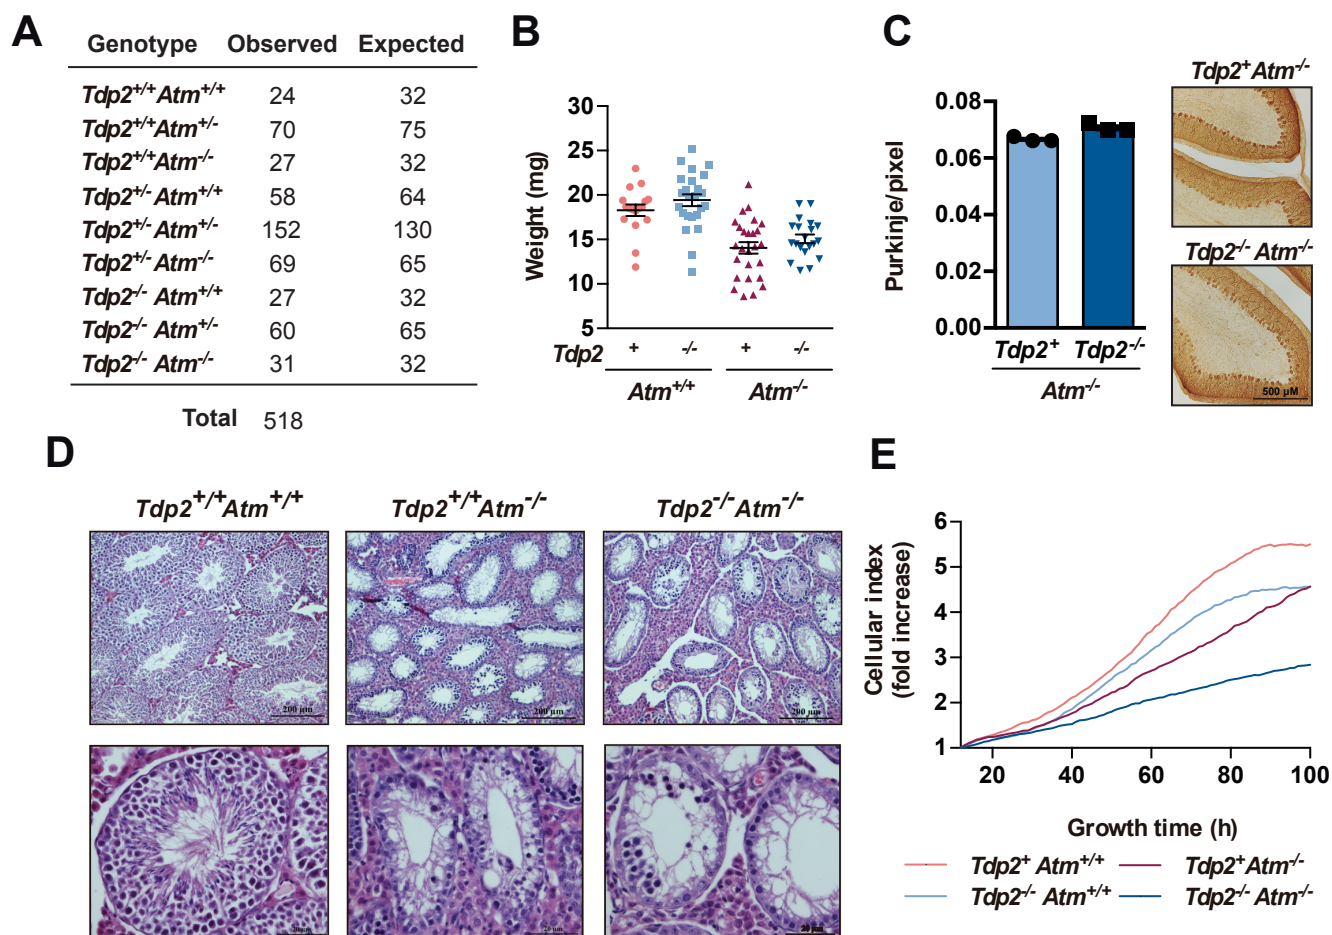

**Supplementary Figure 1. TDP2 deficiency does not impact development of *Atm*<sup>-/-</sup> mice despite defects in cellular growth. (A)** Observed genotypes of the progeny of crosses between *Tdp2 Atm* double-heterozygote mice and expected numbers according to mendelian proportions. **(B)** Weight of mice of the indicated genotypes 4 weeks after birth. Mean  $\pm$  s.e.m. is shown.  $n=17$  (*Tdp2*<sup>+/+</sup> *Atm*<sup>+/+</sup>),  $n=24$  (*Tdp2*<sup>-/-</sup> *Atm*<sup>+/+</sup>),  $n=26$  (*Tdp2*<sup>+/+</sup> *Atm*<sup>-/-</sup>),  $n=20$  (*Tdp2*<sup>-/-</sup> *Atm*<sup>-/-</sup>). **(C)** Purkinje cellular density observed by calbindin immunohistochemistry on sagittal vibratome sections of cerebella obtained from *Tdp2*<sup>+/+</sup> *Atm*<sup>-/-</sup> and *Tdp2*<sup>-/-</sup> *Atm*<sup>-/-</sup> 8 weeks old mice. Mean  $\pm$  s.e.m. of three independent individuals per genotype were analysed ( $n=3$ ). Quantification (left) and representative images (right) are shown. **(D)** Sections of testes from adult *wild-type*, *Atm*<sup>-/-</sup> and *Tdp2*<sup>-/-</sup> *Atm*<sup>-/-</sup> mice stained with Haematoxylin-Eosin. Two independent mice were analysed per genotype with similar results. **(E)** Cellular growth index along 3 days in the indicated genotypes of primary MEFs.

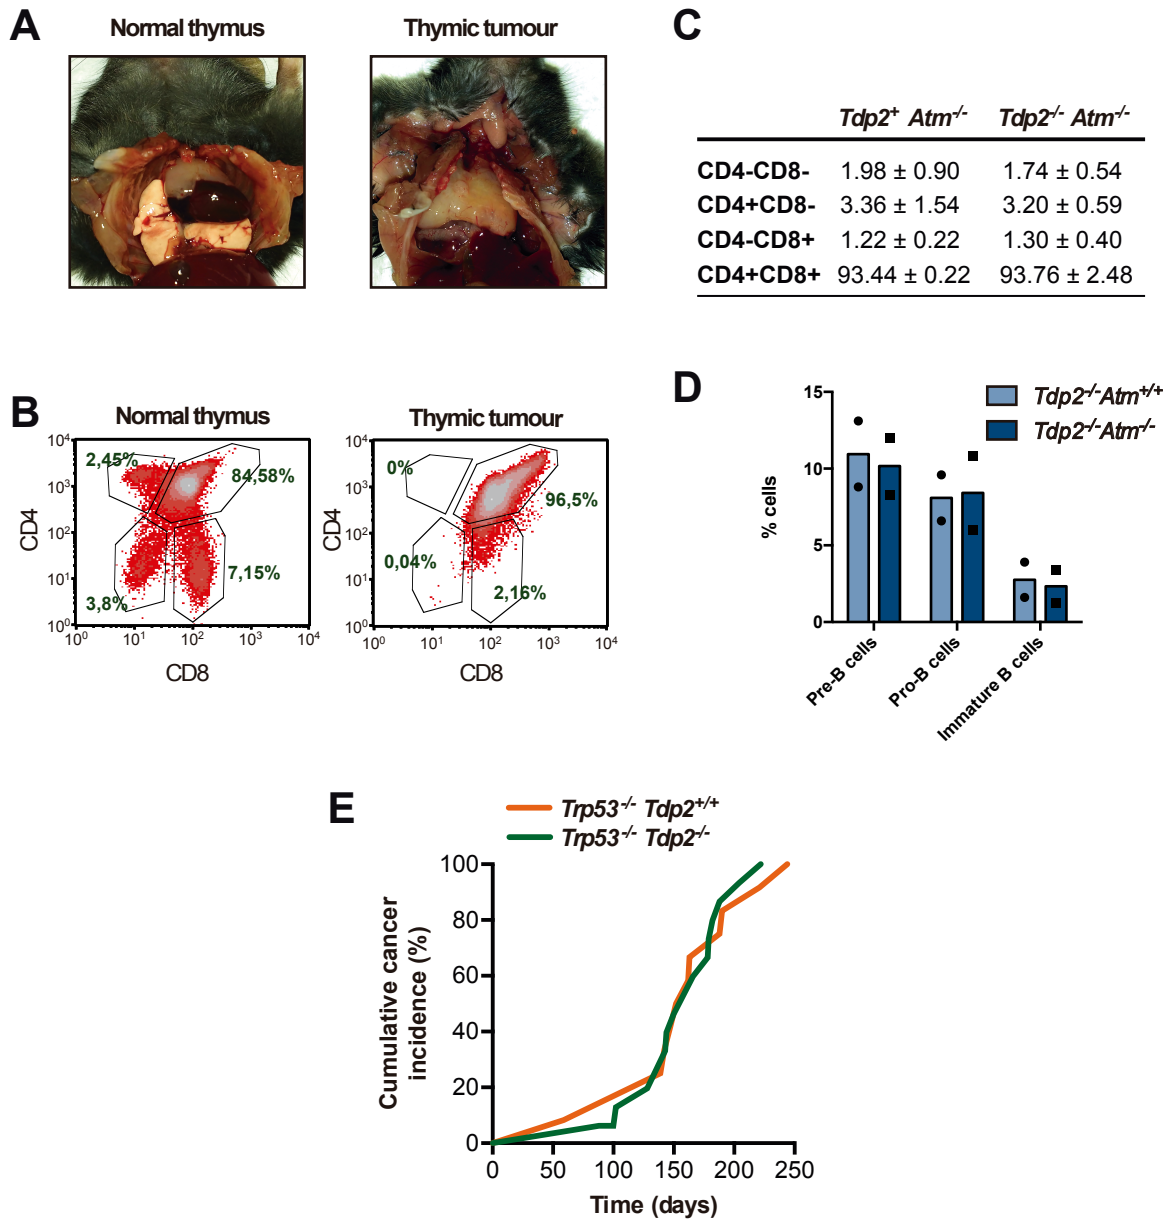

**Supplementary Figure 2. Phenotypic characterization of thymic tumours in *Atm*<sup>-/-</sup> and *Tdp2*<sup>-/-</sup> *Atm*<sup>-/-</sup> mice.** (A) Representative distribution of CD4 and CD8 markers in thymocytes and (B) macroscopic image of the thymus in an 8-week old *Tdp2*<sup>-/-</sup> *Atm*<sup>-/-</sup> healthy mouse (normal thymus, left) and one suffering a thymic tumour (right). (C) Distribution (percentage) of double negative (CD4-CD8-), single positive (CD4+CD8- and CD4-CD8+) and double positive (CD4+CD8+) thymocytes in 8-week old mice of the indicated genotype. At least 3 mice of each genotype were analysed. *Tdp2*<sup>+</sup> indicates both *Tdp2*<sup>+/+</sup> and *Tdp2*<sup>-/-</sup>. (D) Distribution (percentage) of Pro-b cell (CD43+ B220+), Pre-B cell (CD43- B220<sup>low</sup>) immature B cell (CD43- B220<sup>high</sup>) in 5-weeks old mice of the indicated genotypes (n=2) analysed by FACs. Cells were gated by size and complexity prior classification by levels of CD43 and B220 markers. (E) Cumulative occurrence of thymic lymphoma in the indicated *Tdp2* and *Trp53* genotypes (n=12 and n=16 for *Tdp2*<sup>+/+</sup> and *Tdp2*<sup>-/-</sup> mice respectively).

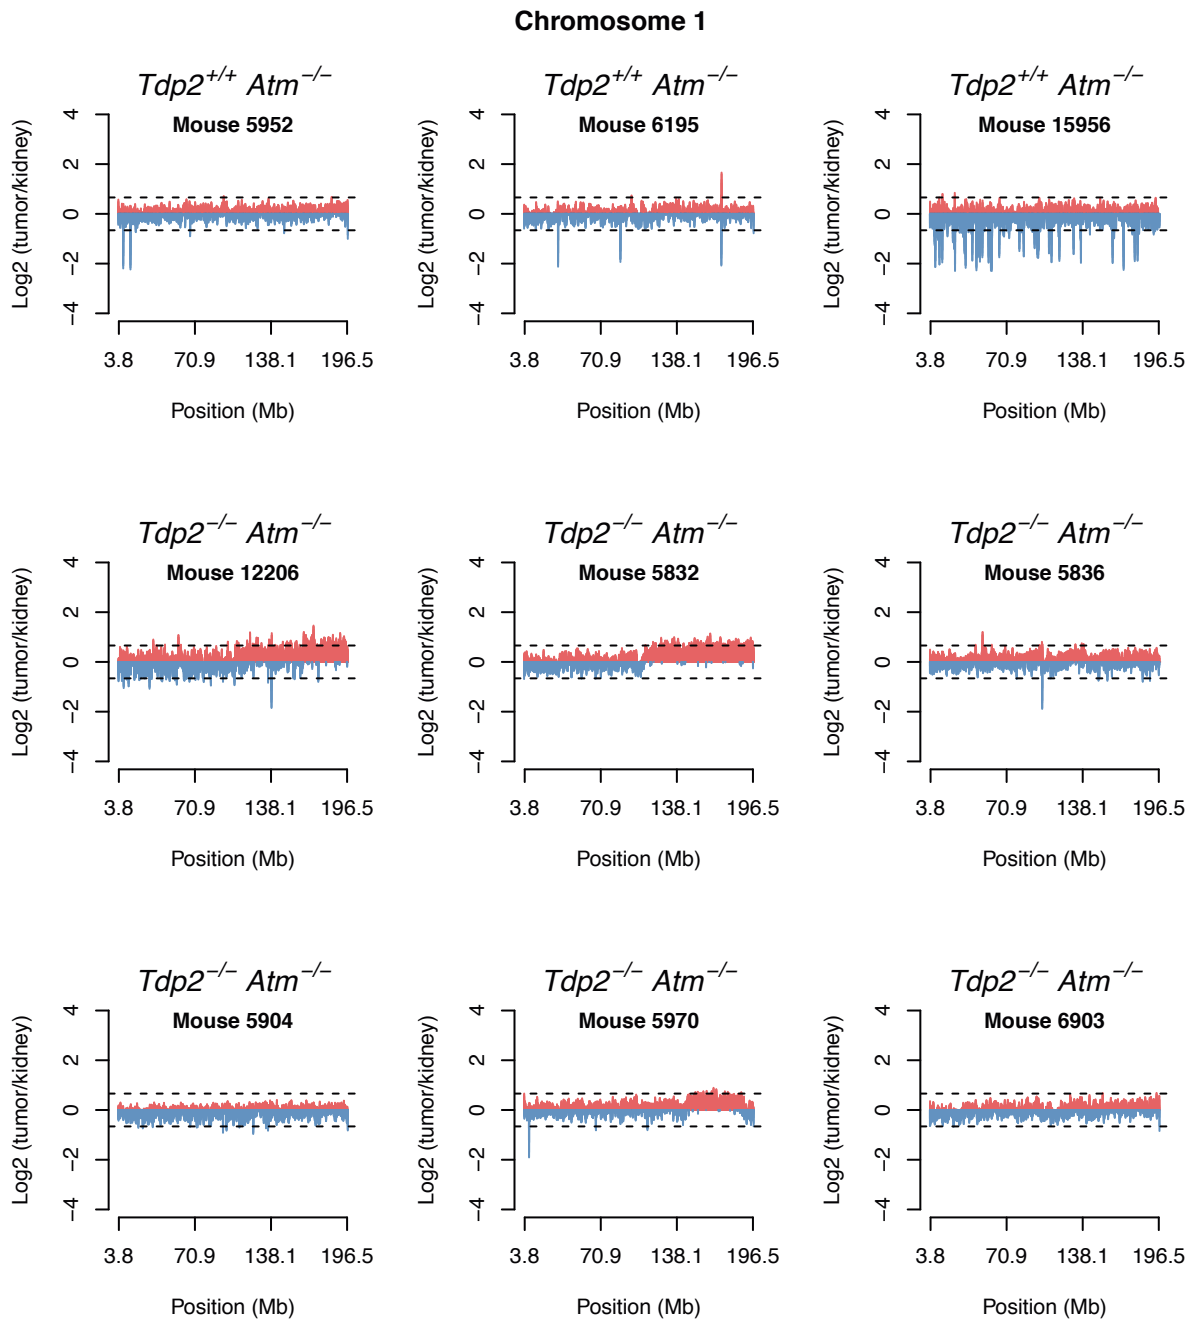

**Supplementary Figure 3. Genomic characterization of thymic tumours in *Atm*<sup>-/-</sup> and *Tdp2*<sup>-/-</sup> *Atm*<sup>-/-</sup> mice.** Individual CGH analysis in each chromosome of *Tdp2*<sup>+/+</sup>*Atm*<sup>-/-</sup> and *Tdp2*<sup>-/-</sup>*Atm*<sup>-/-</sup> thymic lymphomas. The ID number for each mouse is indicated. DNA from each tumour sample was hybridized and analysed using kidney DNA from the same mouse as a control. Amplification (red) or deletion (blue) score (Log2 tumour/kidney ratio) is shown. Significant copy number variations are defined by  $-0.66 > \text{Log2 tumour/kidney} > 0.66$  (dashed lines). The location of relevant loci in *Atm*<sup>-/-</sup> thymic tumours is indicated.

**Chromosome 2** — *Notch1*

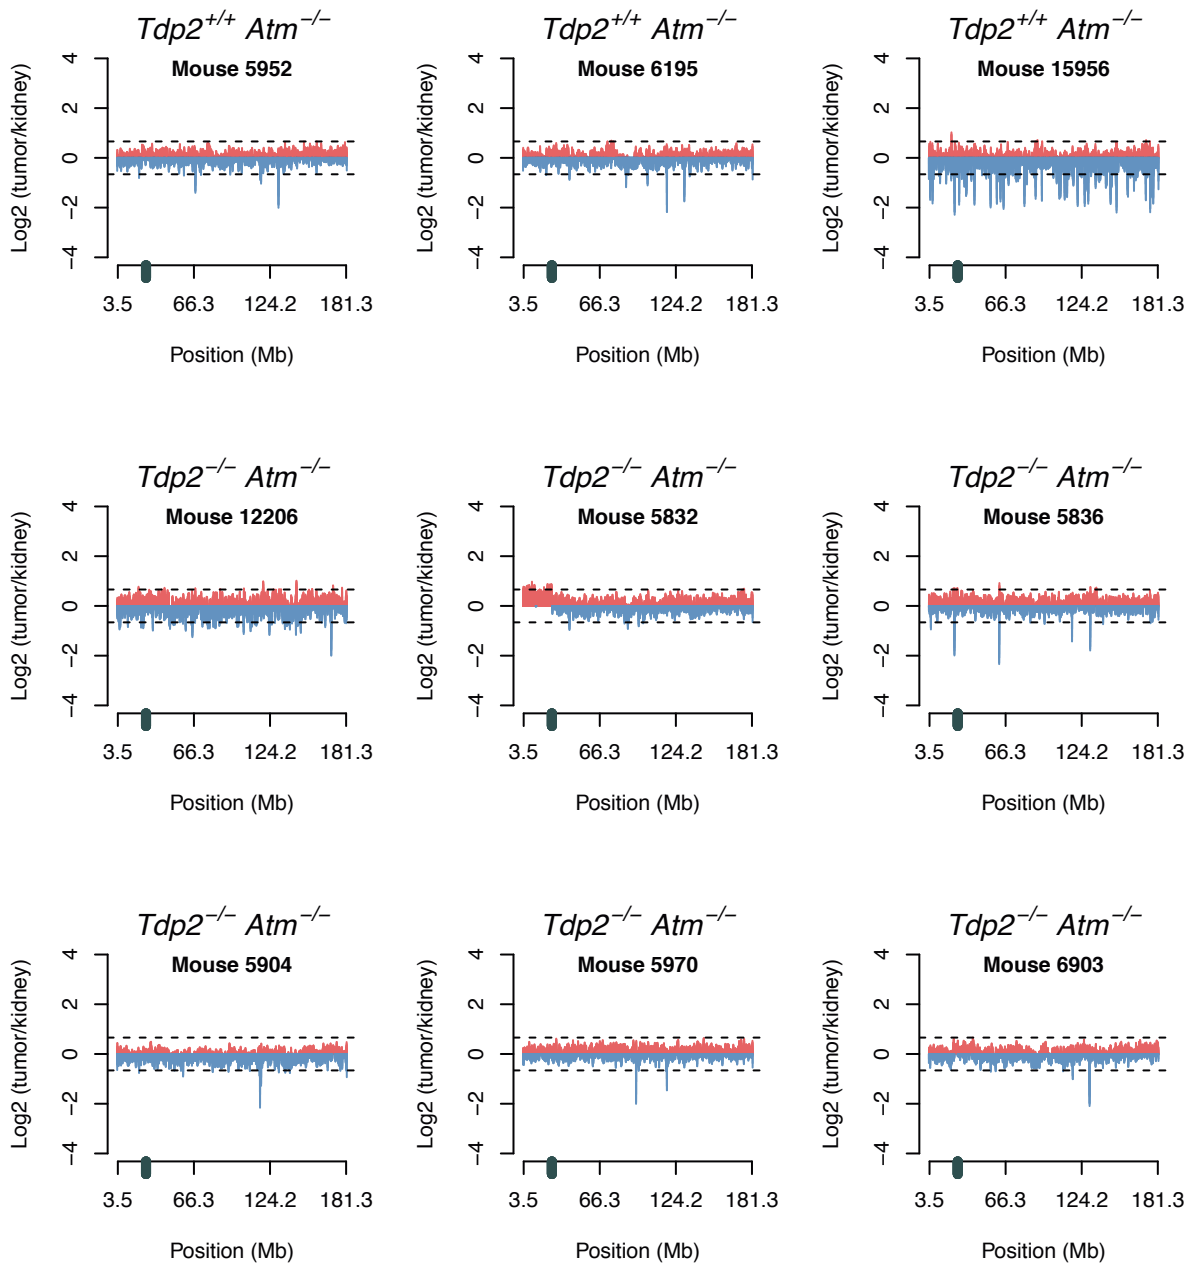

### Chromosome 3

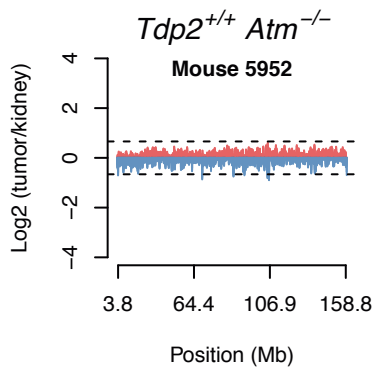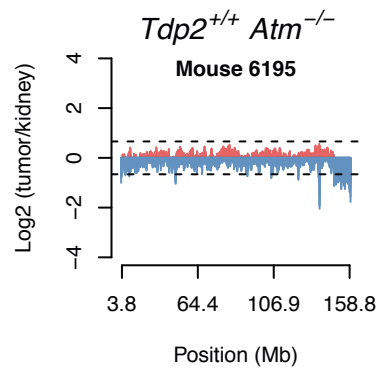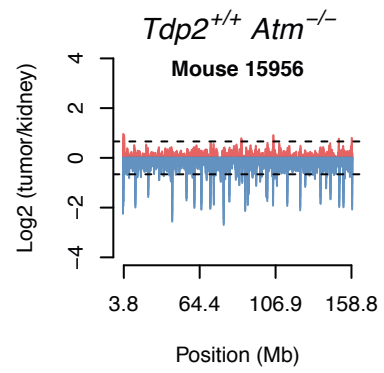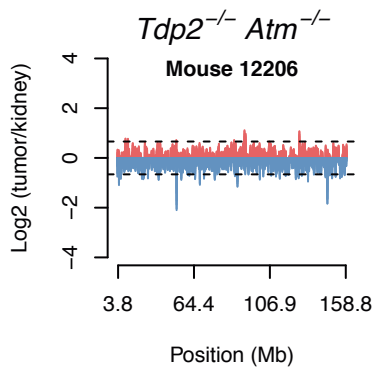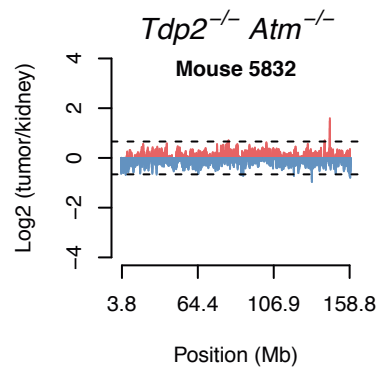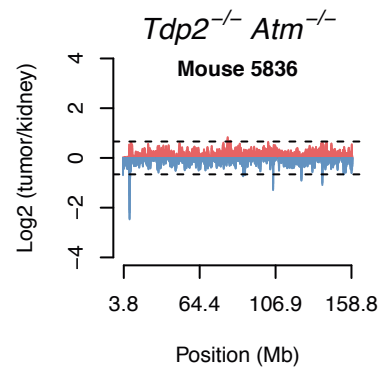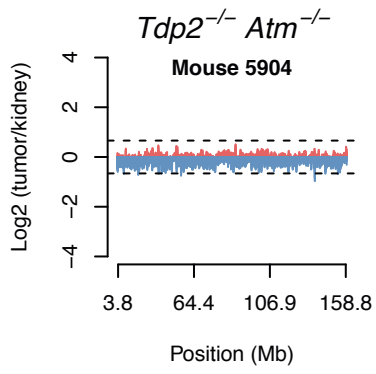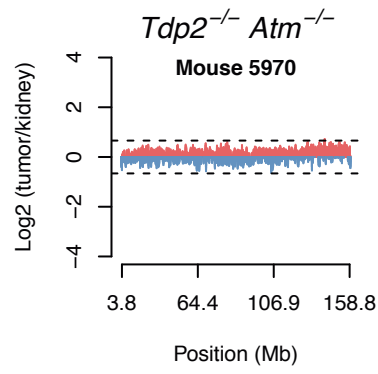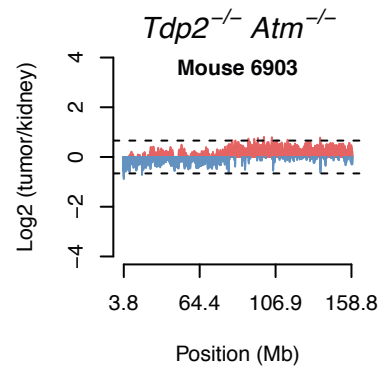

## Chromosome 4

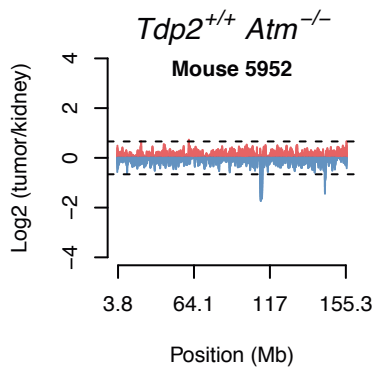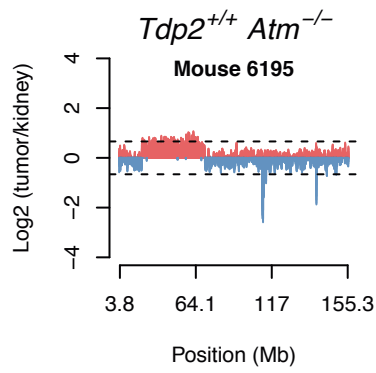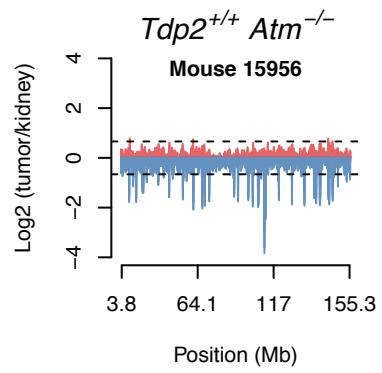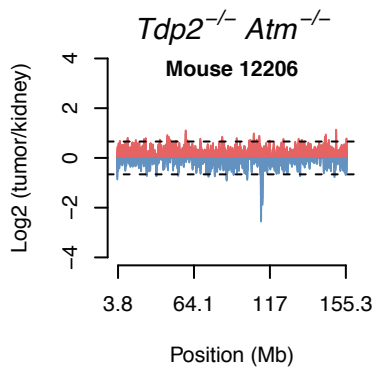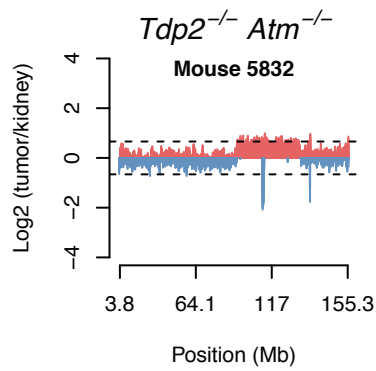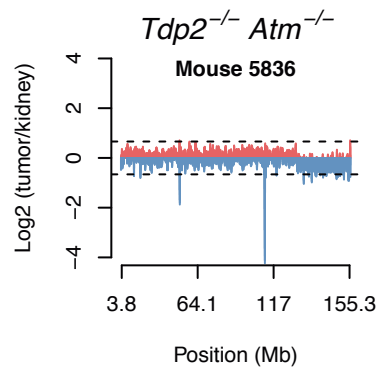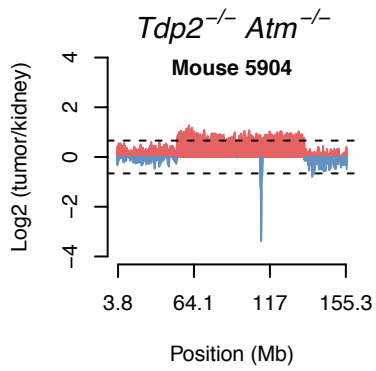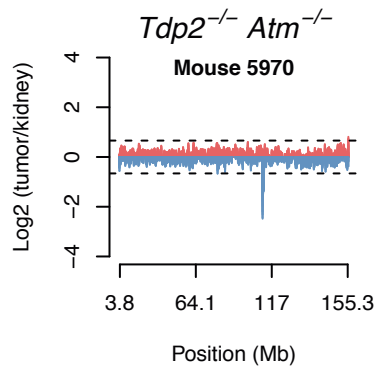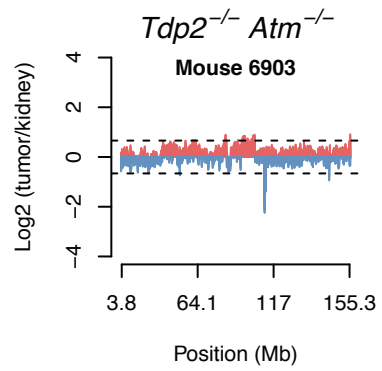

## Chromosome 5

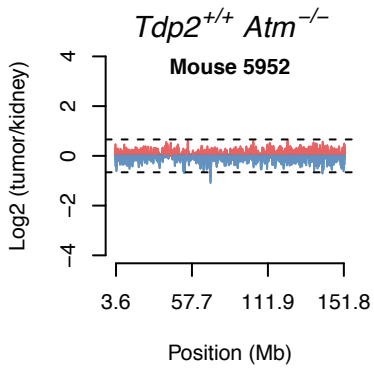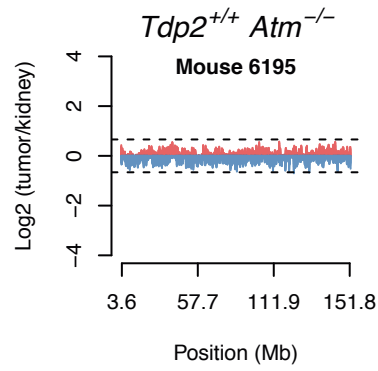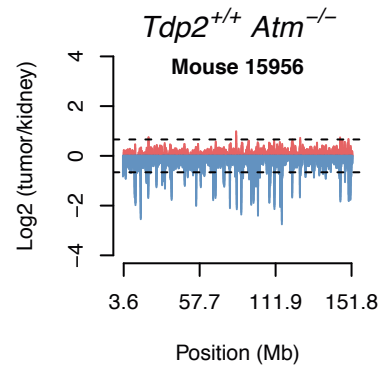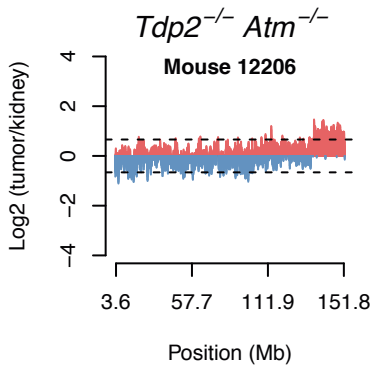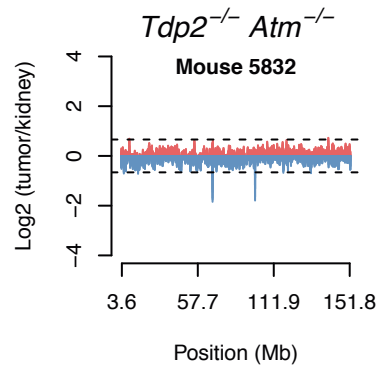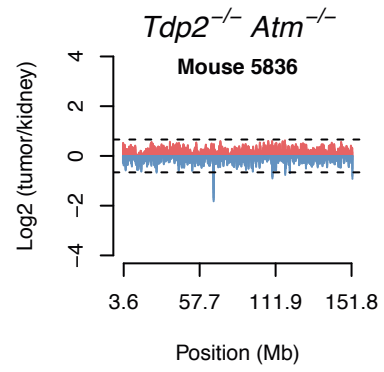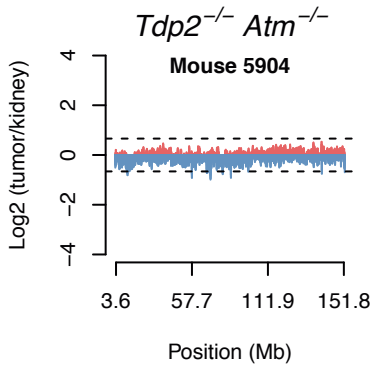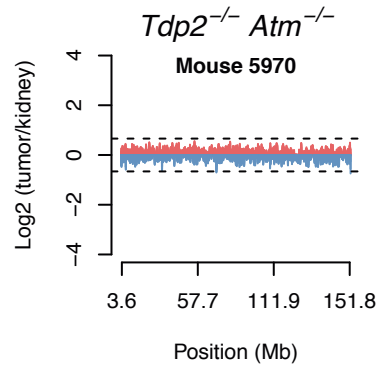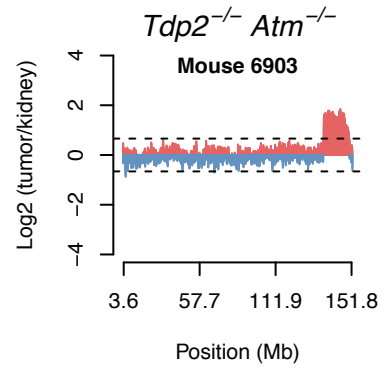

**Chromosome 6** — *Tcrb*

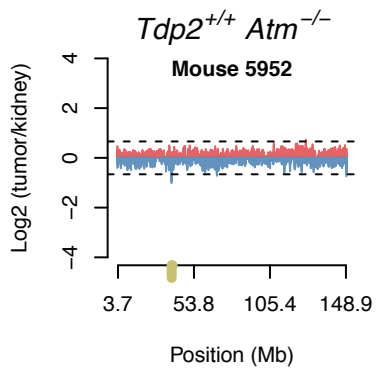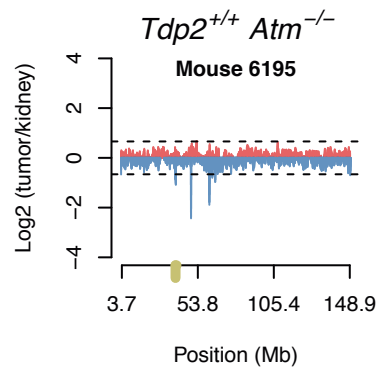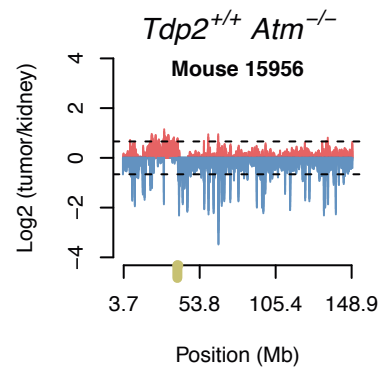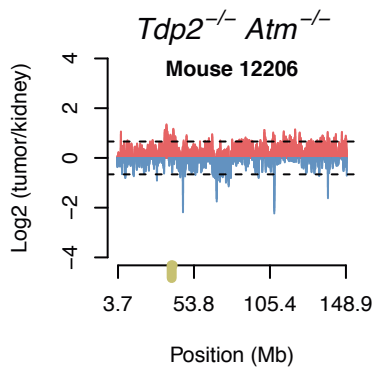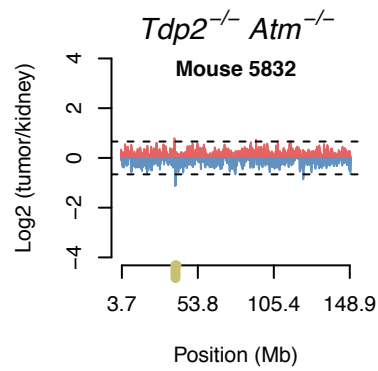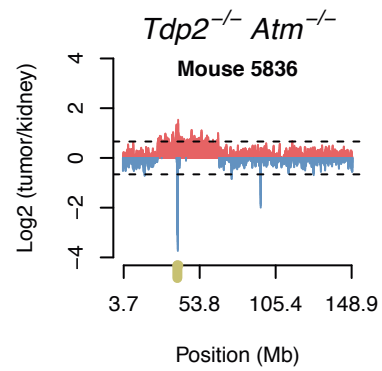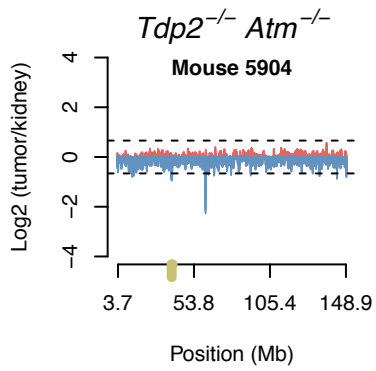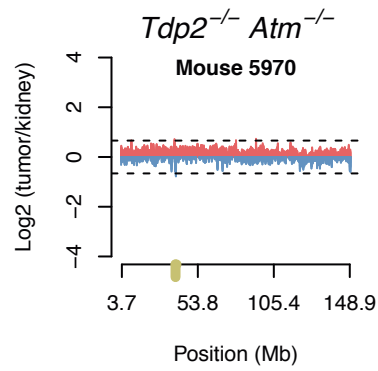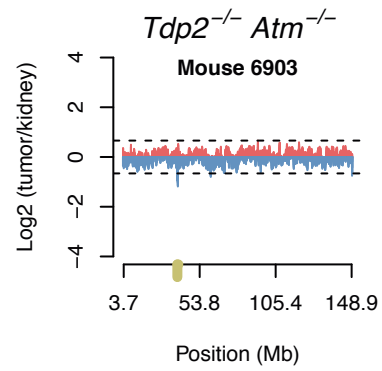

## Chromosome 7

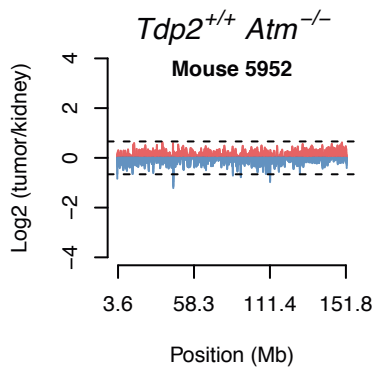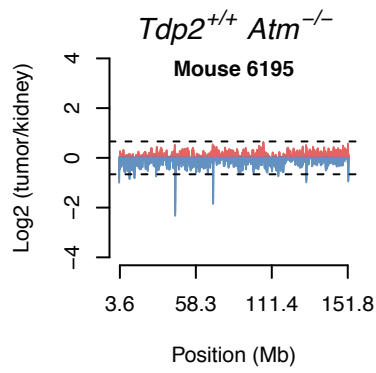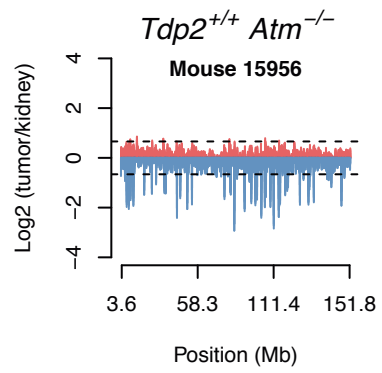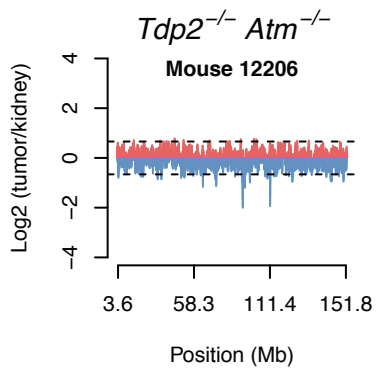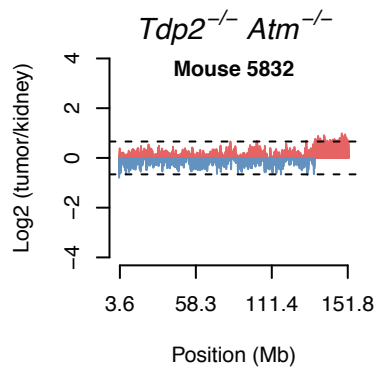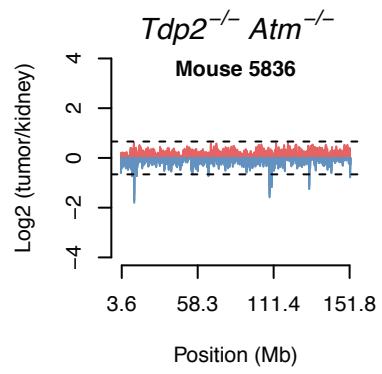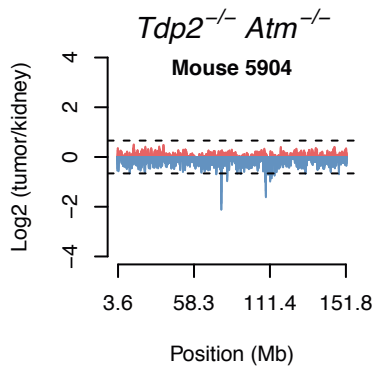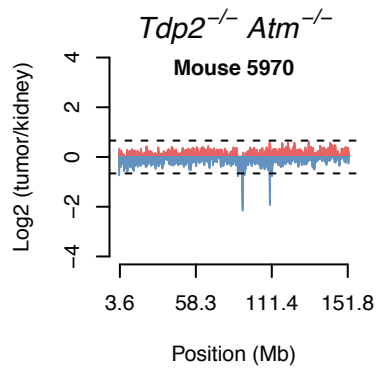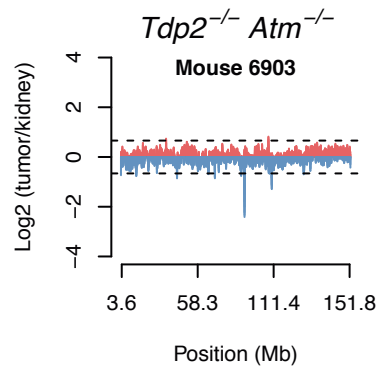

## Chromosome 8

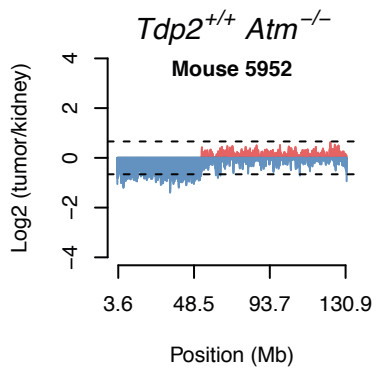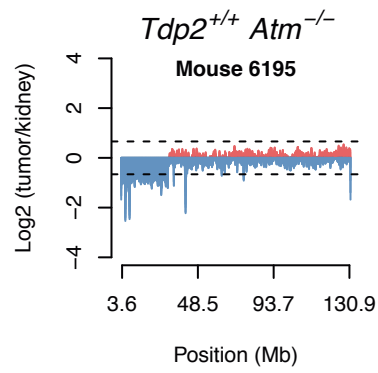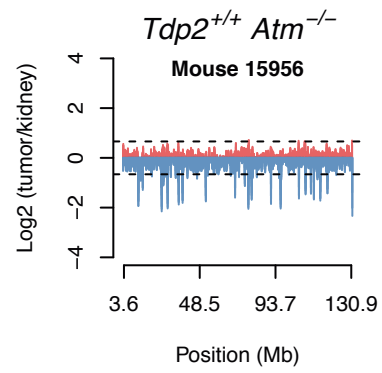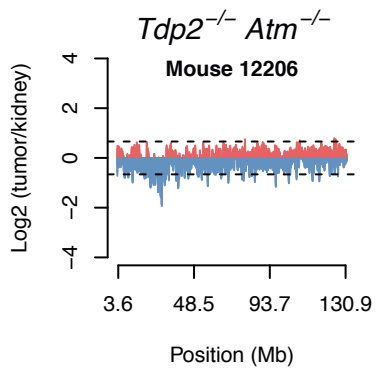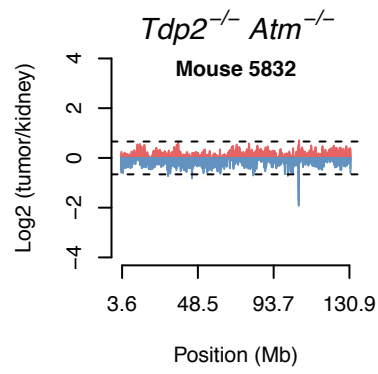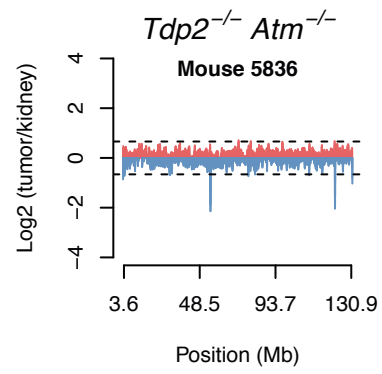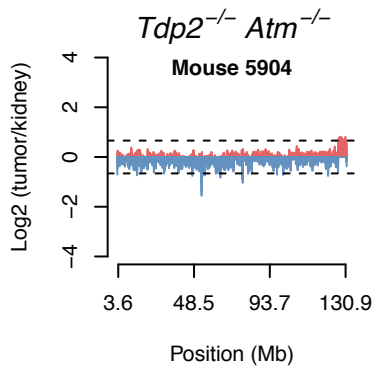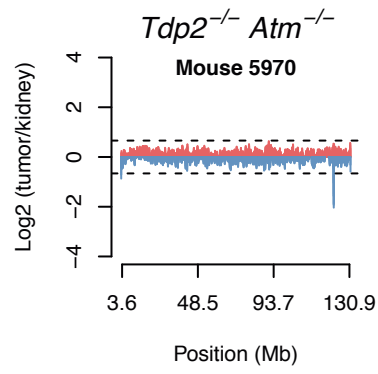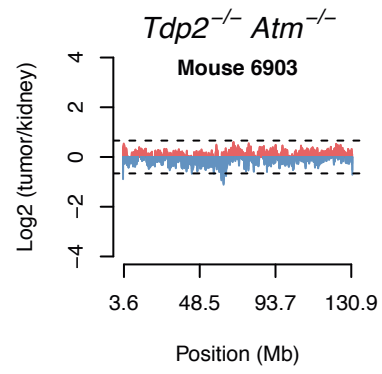

## Chromosome 9

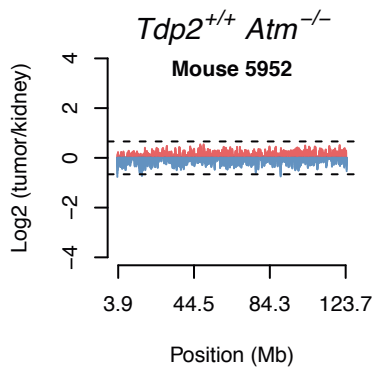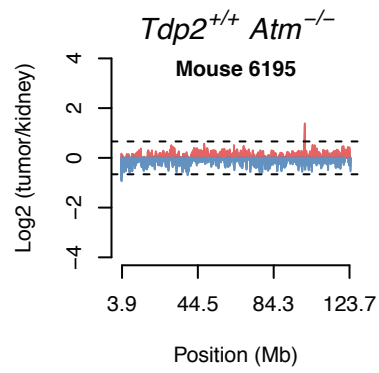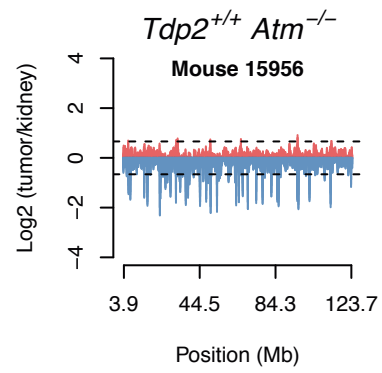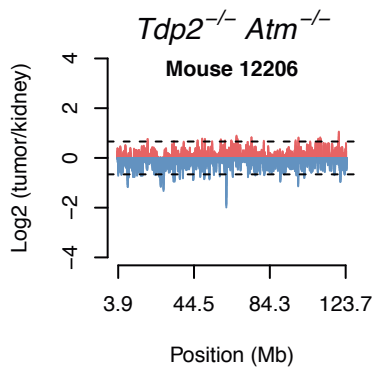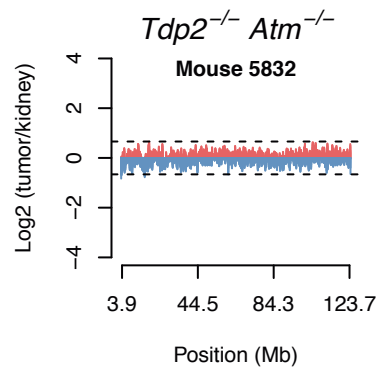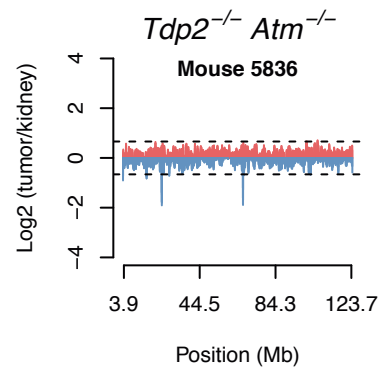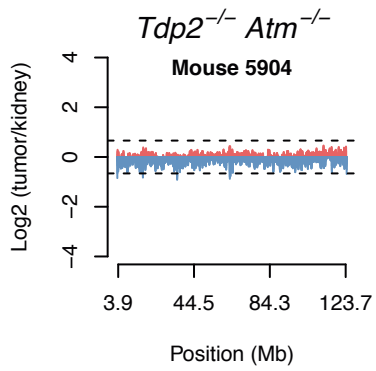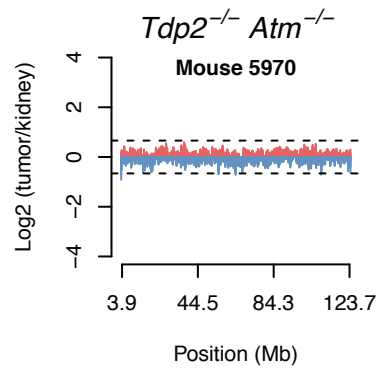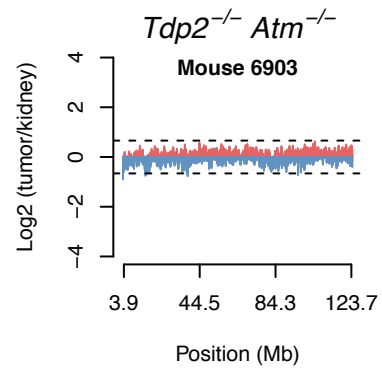

## Chromosome 10

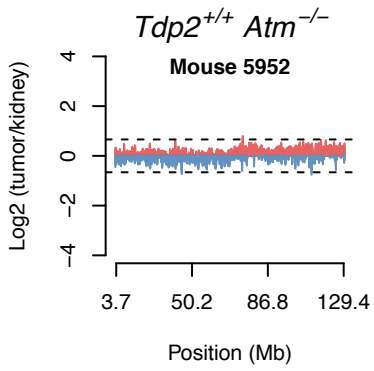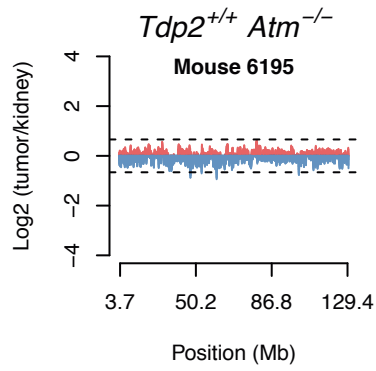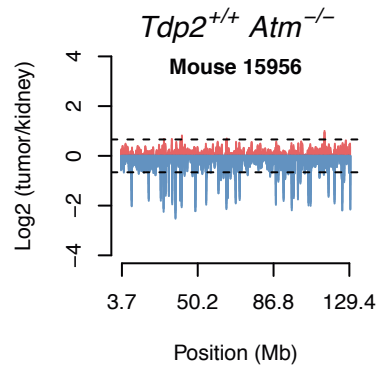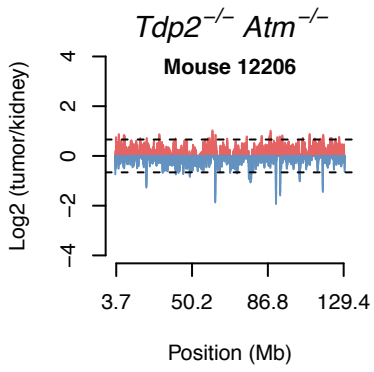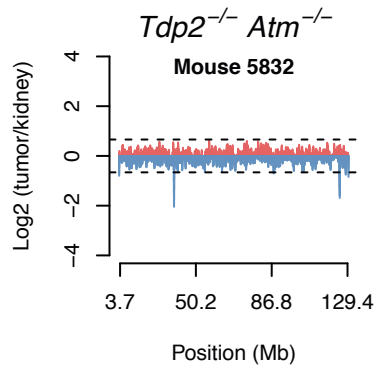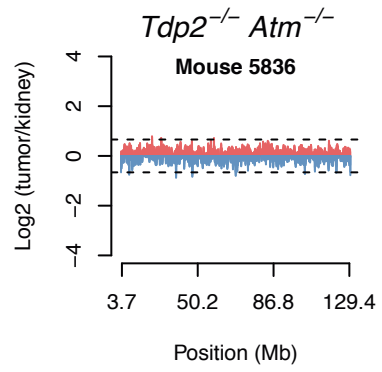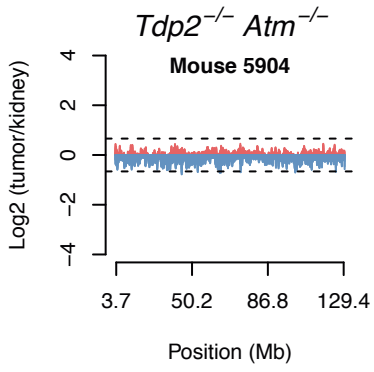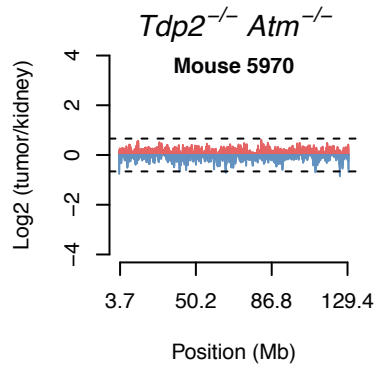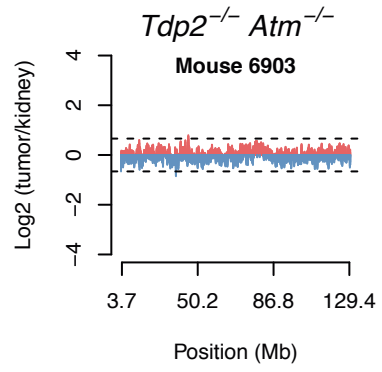

## Chromosome 11

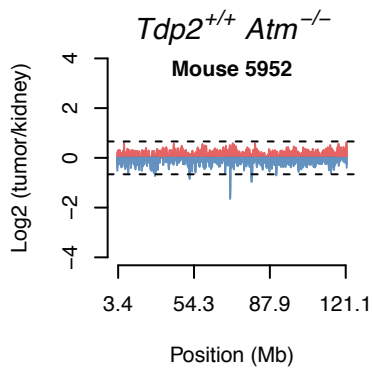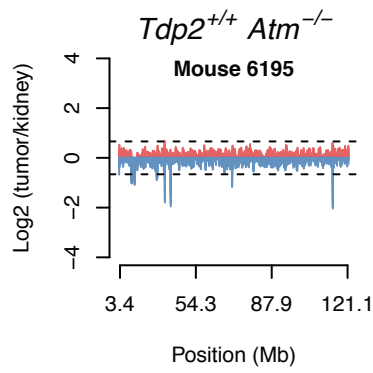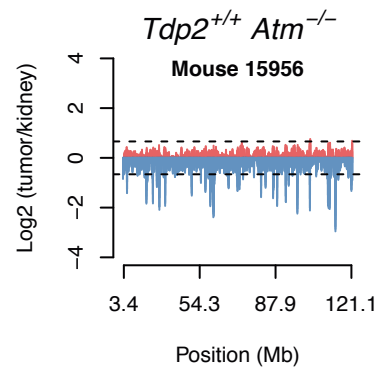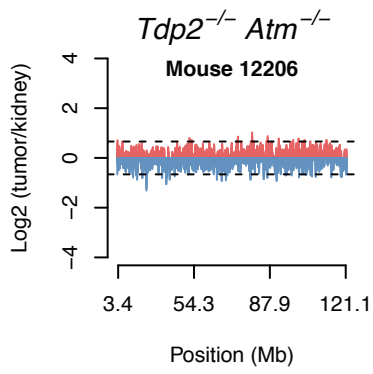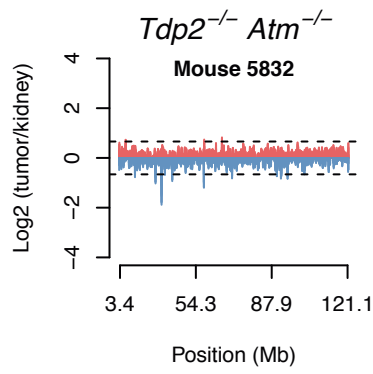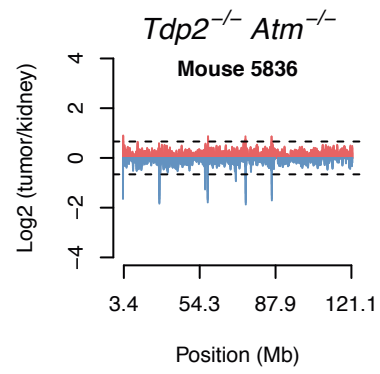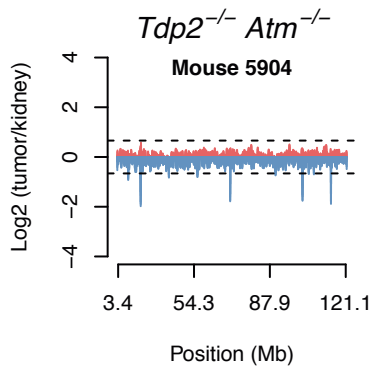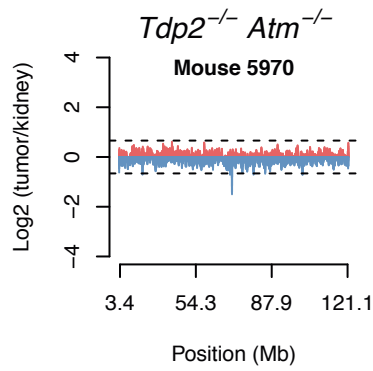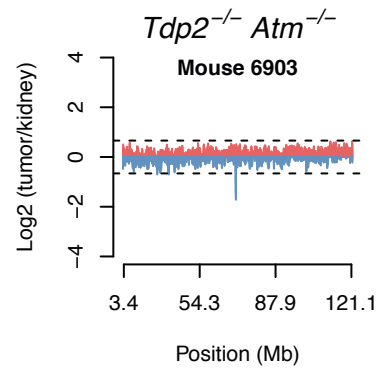

**Chromosome 12** — *Tcl1/Bcl11b*  
— *Igh*

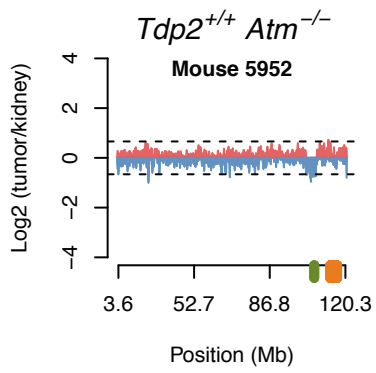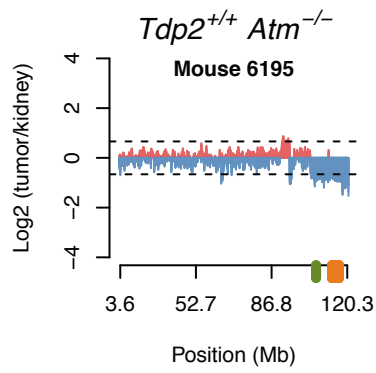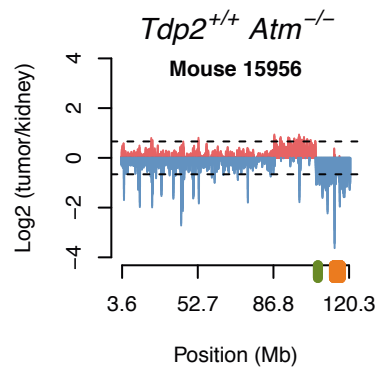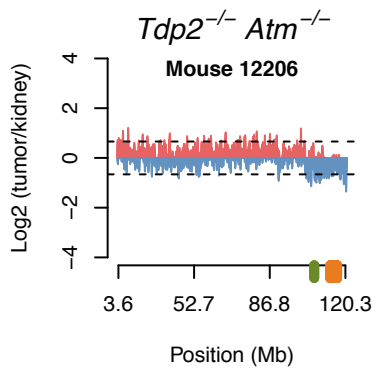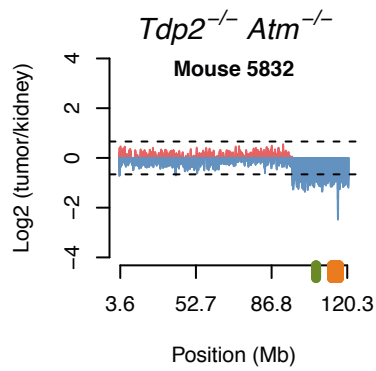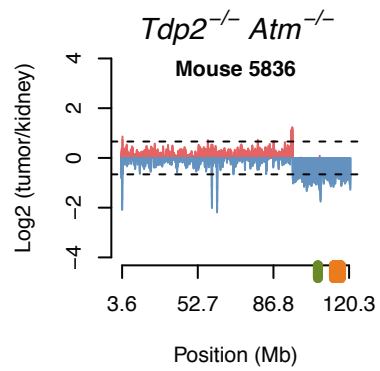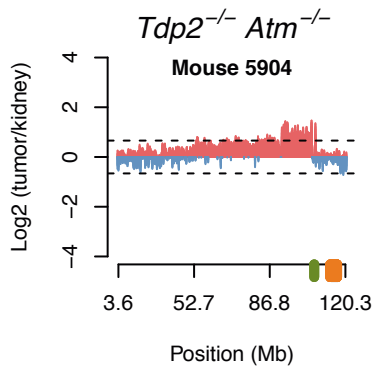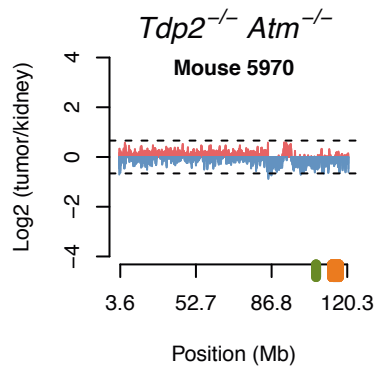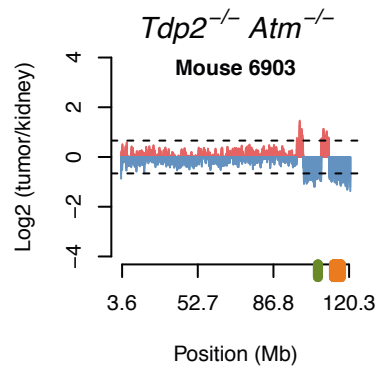

**Chromosome 13** — *Tcrq*

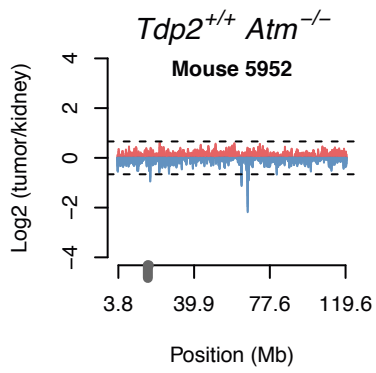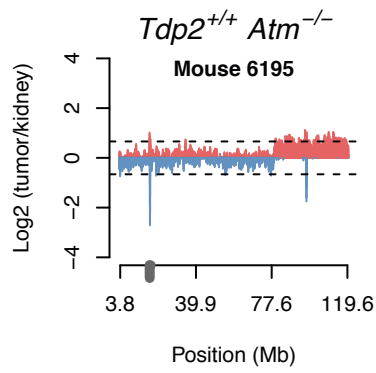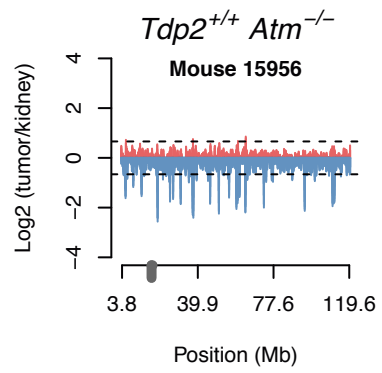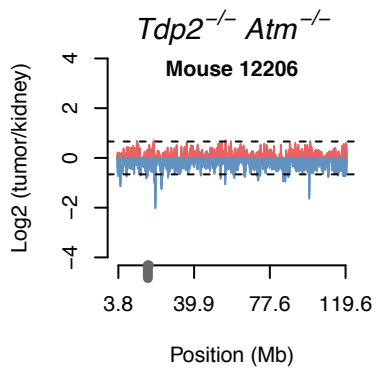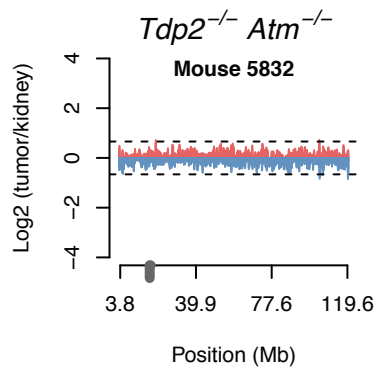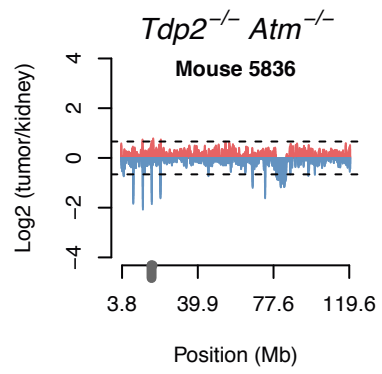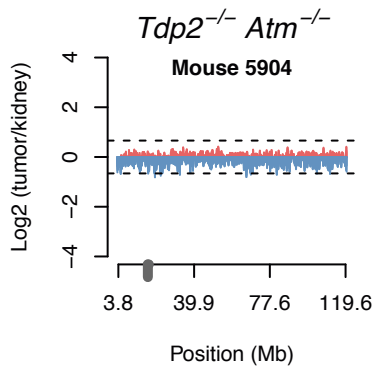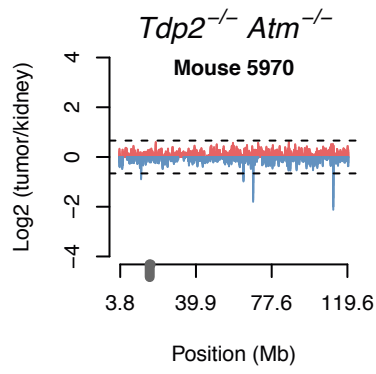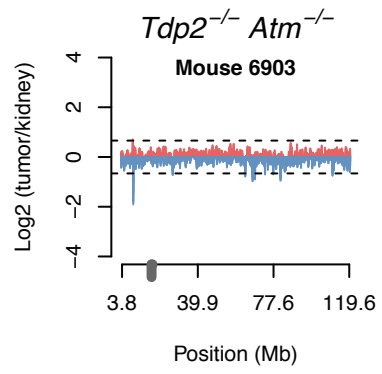

Chromosome 14 — *Tcra/d*

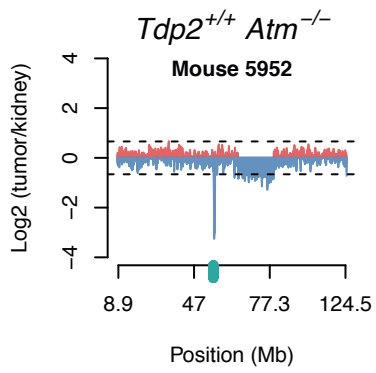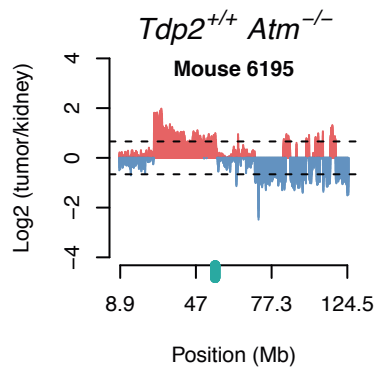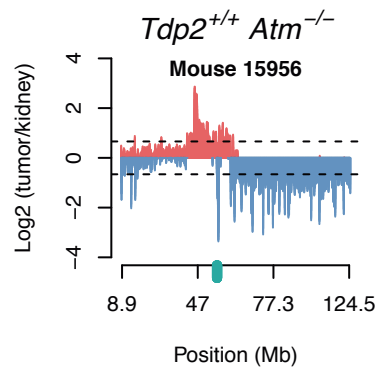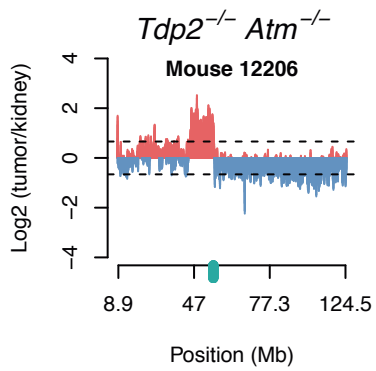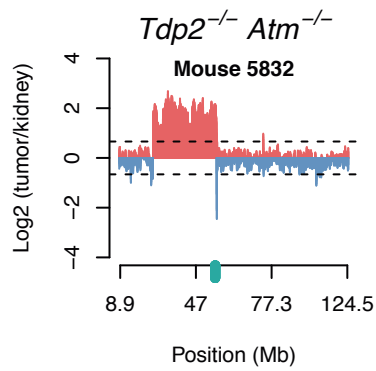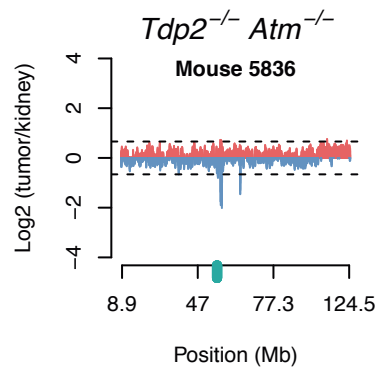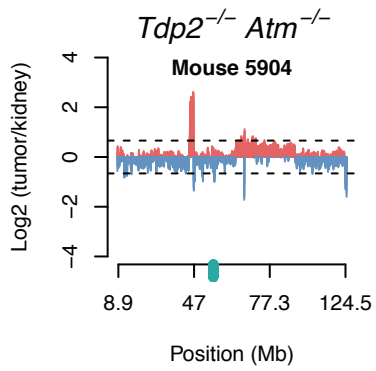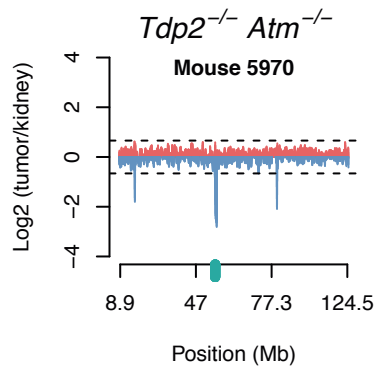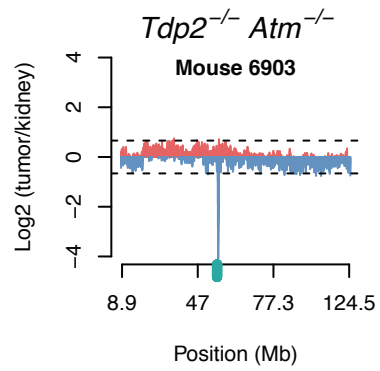

## Chromosome 15

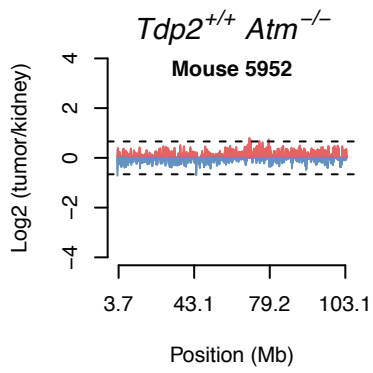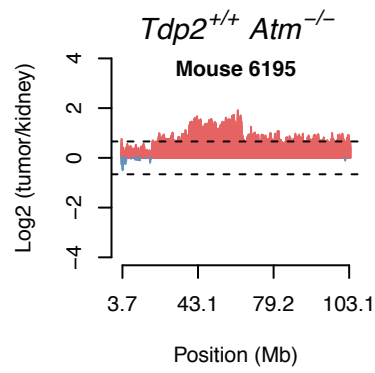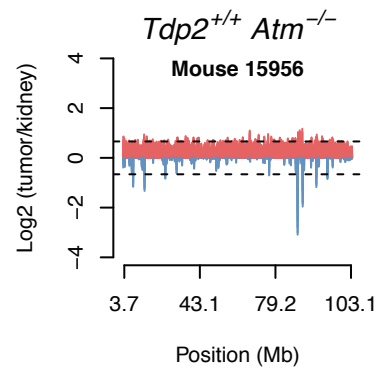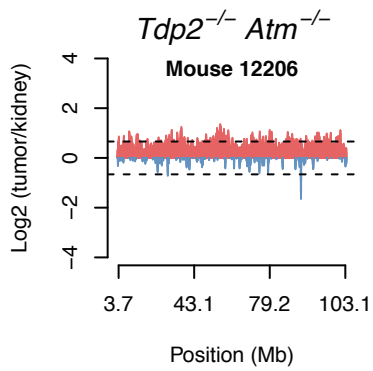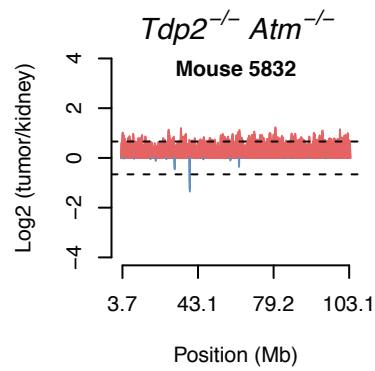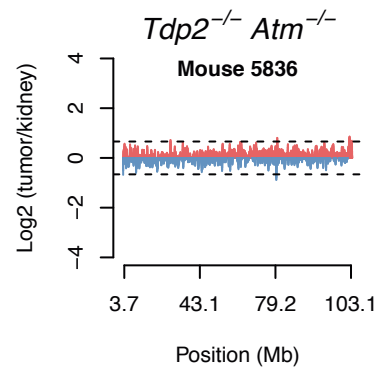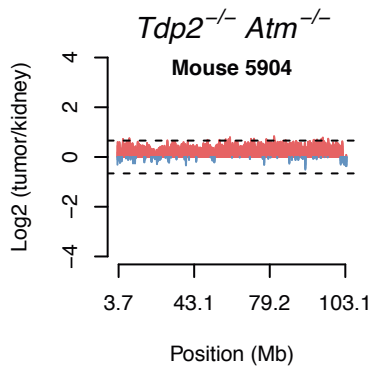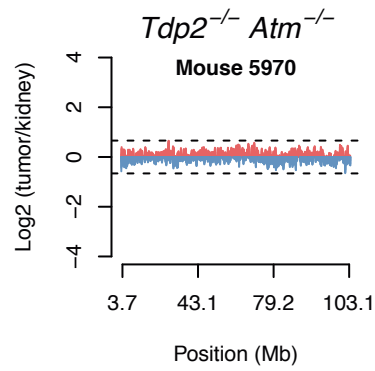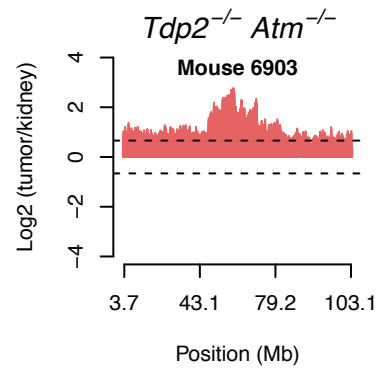

## Chromosome 16

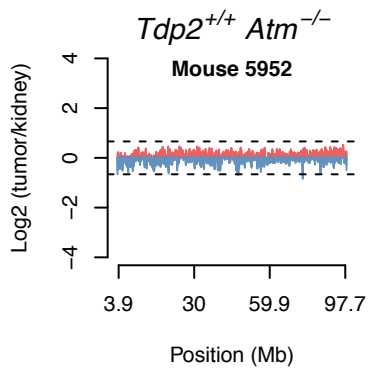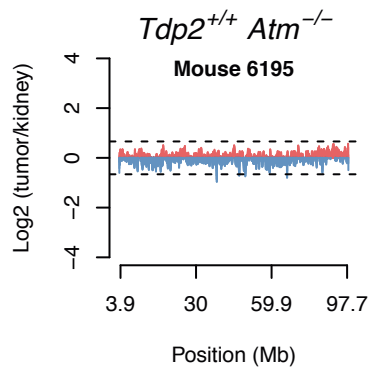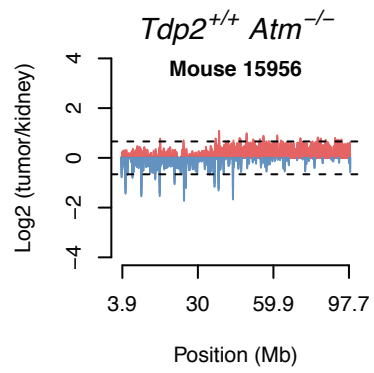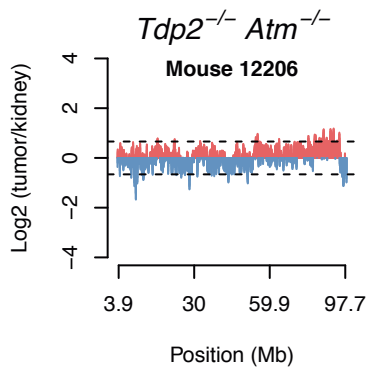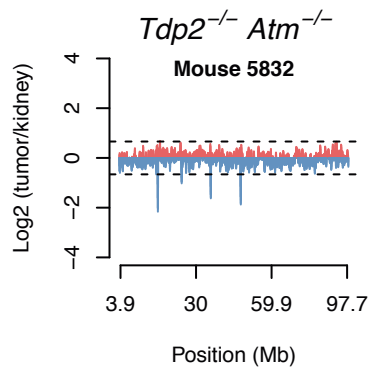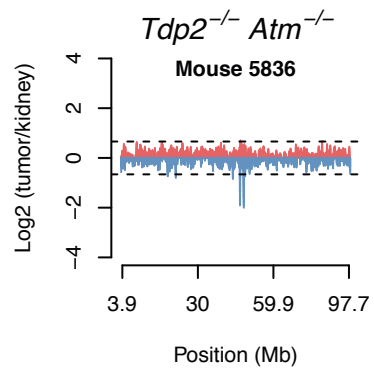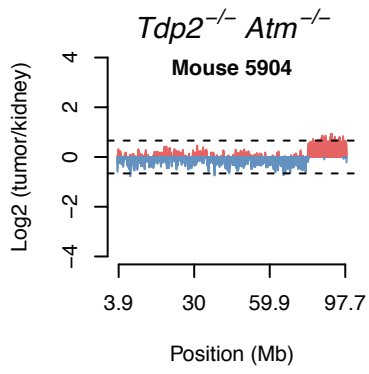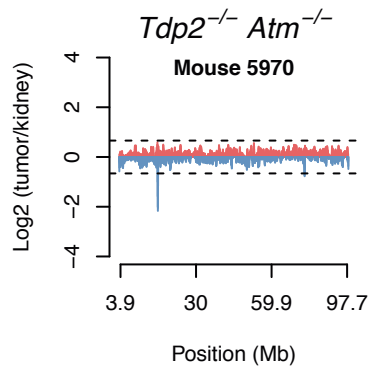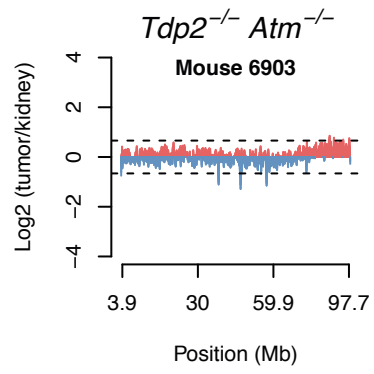

## Chromosome 17

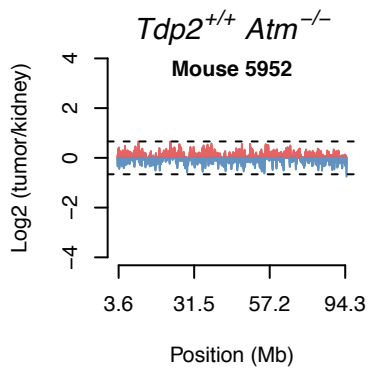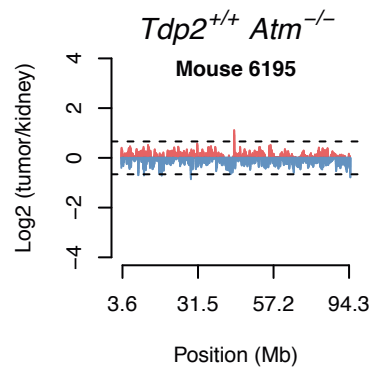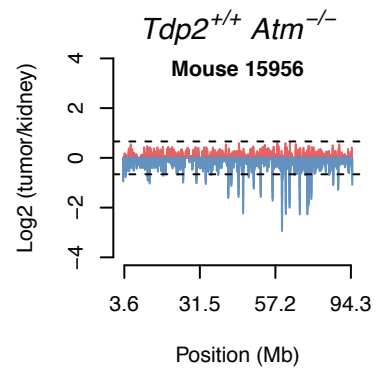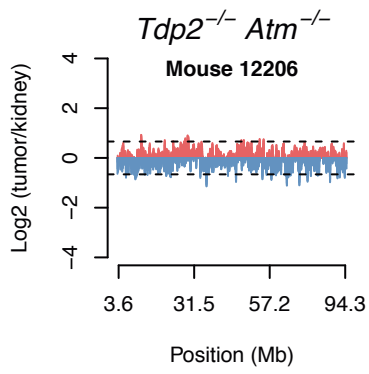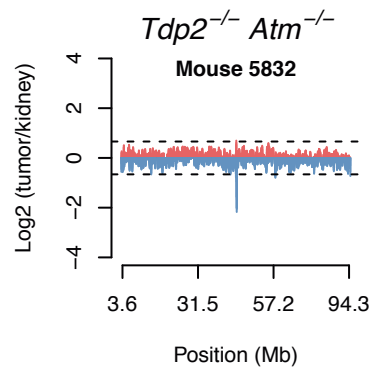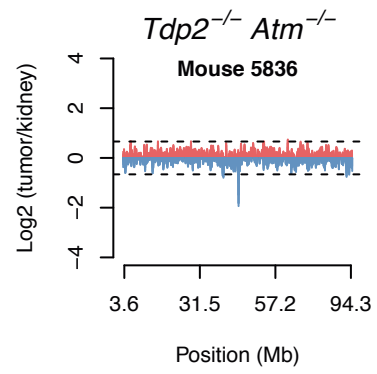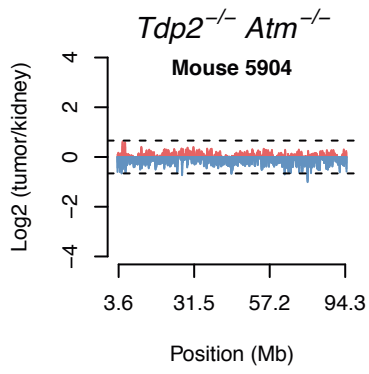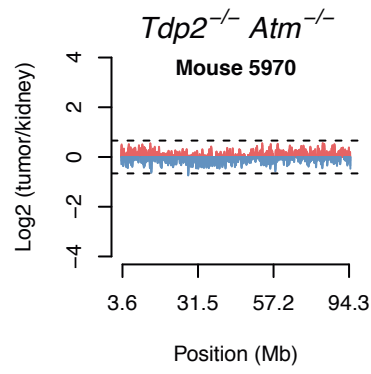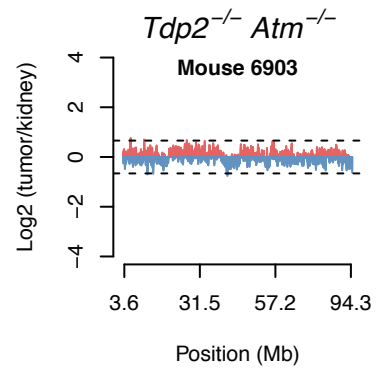

## Chromosome 18

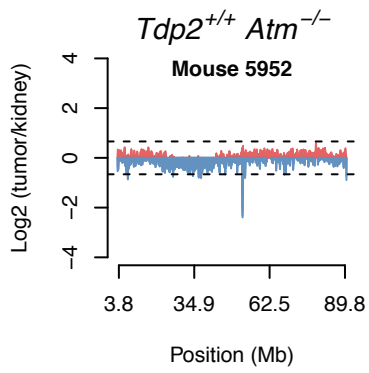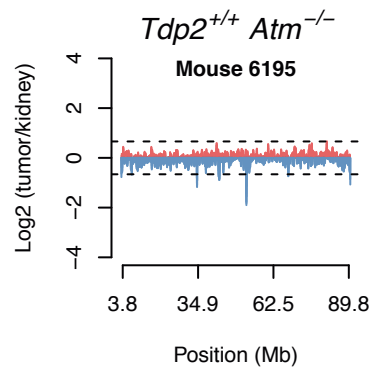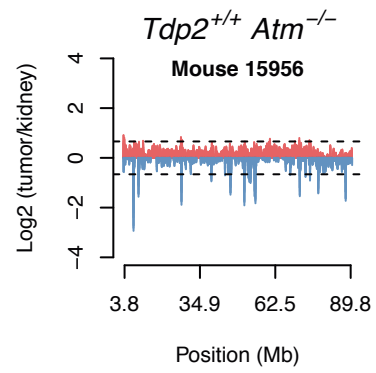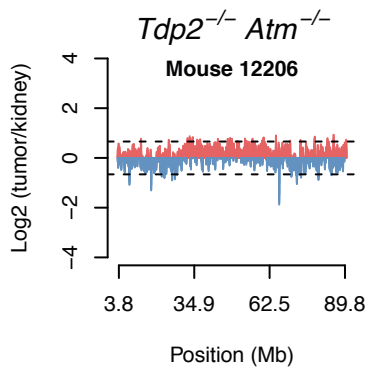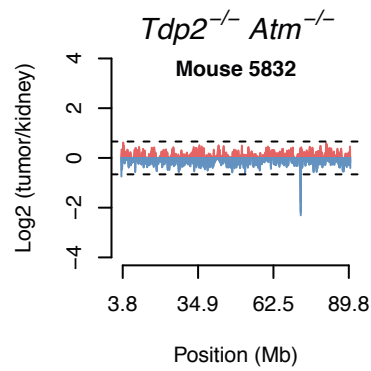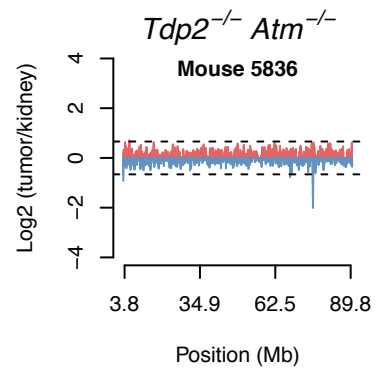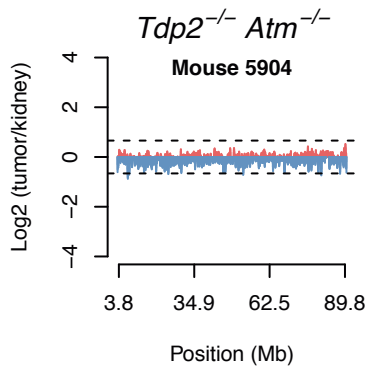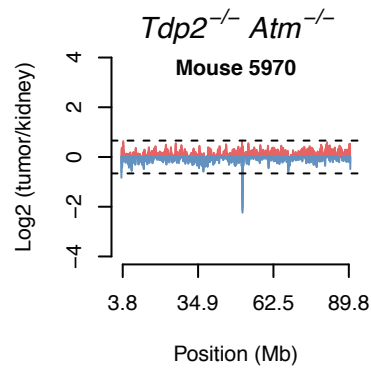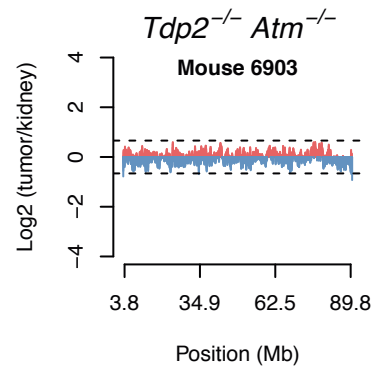

Chromosome 19 — *Pten*

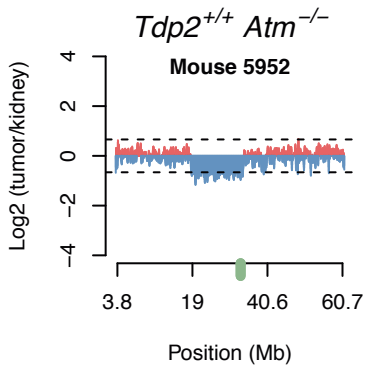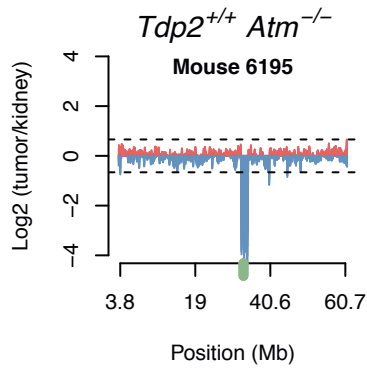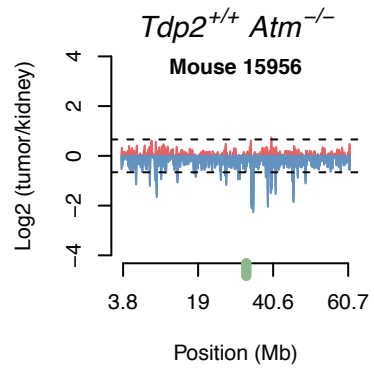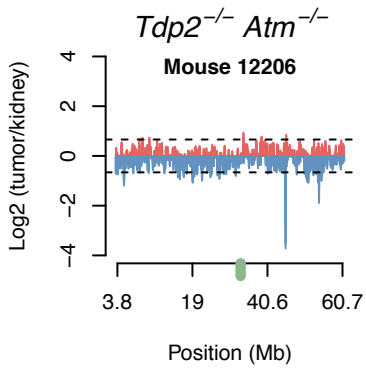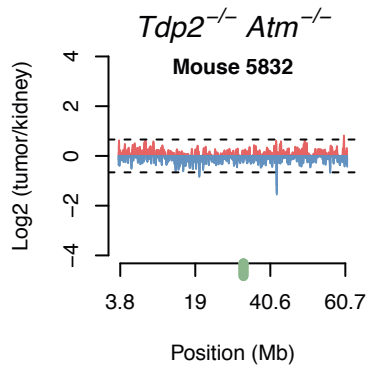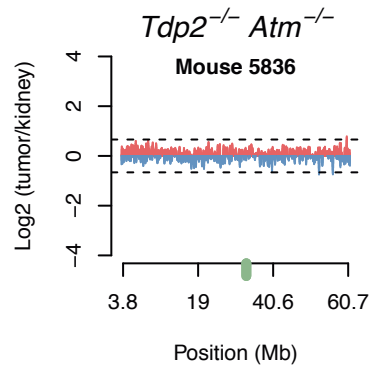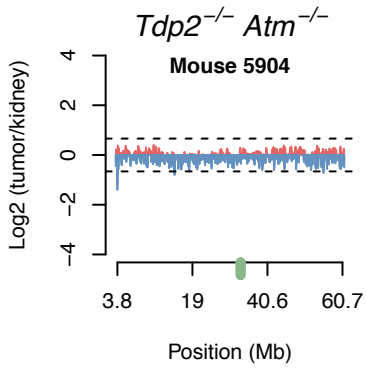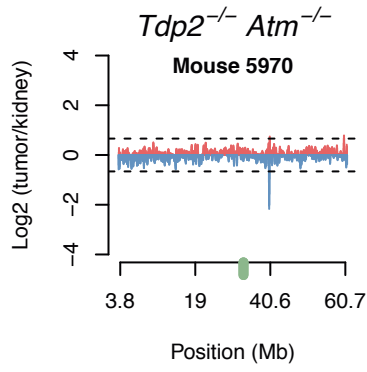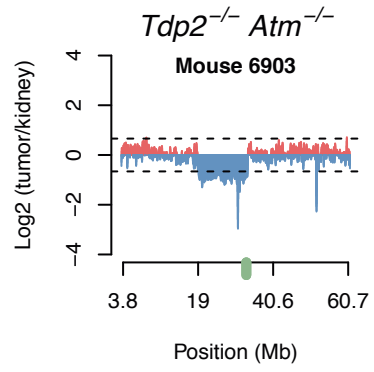

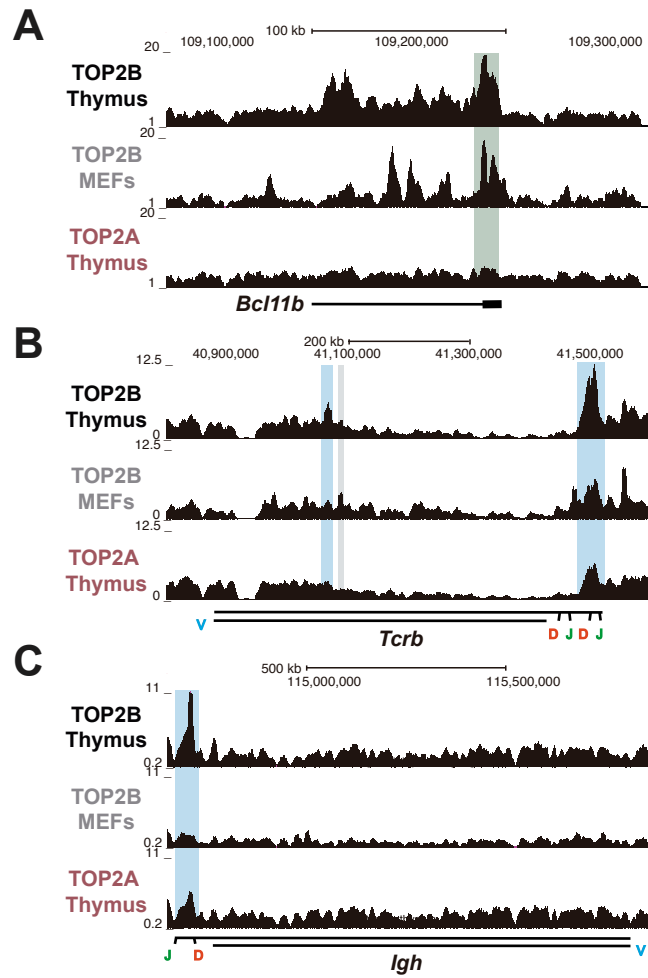

**Supplementary Figure 4. TOP2 enrichment is preferential for thymocytes and the TOP2B isoform.** (A-C) Comparison of TOP2B and TOP2A binding in thymocytes and MEFs. Genome browser view of TOP2B and TOP2A signal tracks in thymocytes and TOP2B signal in MEFs at *Bcl11b* (A), *Tcrb* (B) and *IgH* (C) loci. TOP2B peaks unique in thymocytes (blue) or MEFs (grey), or shared in both cell types (green) are highlighted. No TOP2A peaks were detected in these domains.

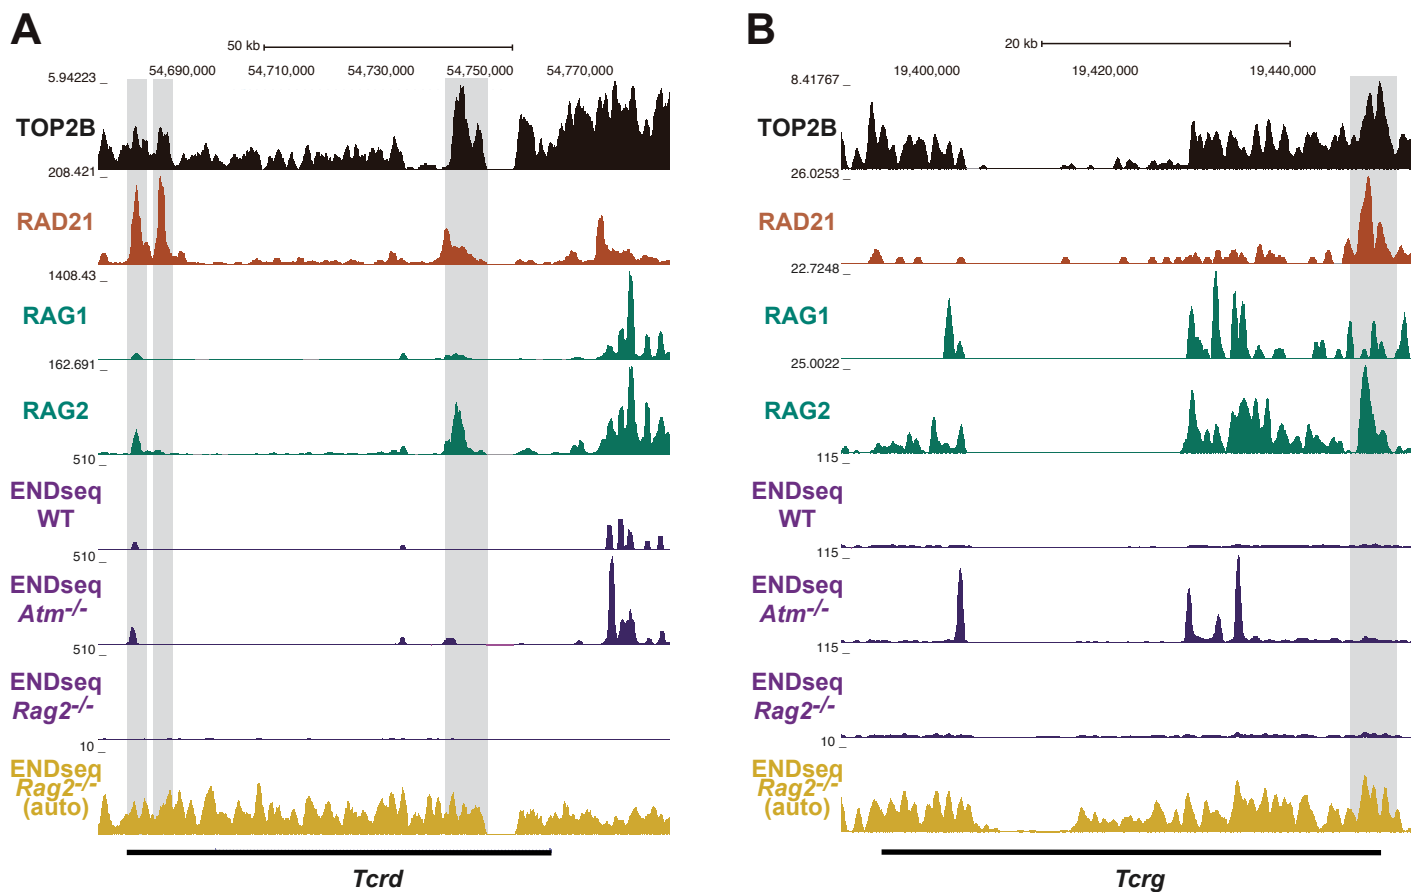

**Supplementary Figure 5. TOP2B enrichment at additional V(D)J-active regions. (A,B)** Genome browser view of TOP2B, RAD21, RAG1, RAG2 and ENDseq signal tracks in wild-type, *Atm*<sup>-/-</sup> and *Rag2*<sup>-/-</sup> primary thymocytes, as indicated, at *Tcrd* (**A**) and *Tcrg* (**B**) loci. TOP2B enriched regions are highlighted in grey. ENDseq signal in *Rag2*<sup>-/-</sup> thymocytes is additionally shown with a smaller scale to appreciate sites of minor DSB accumulation (yellow, auto).

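No TOP2B peak of either list was called in the stretches shaded in Supplementary Fig. 5, as read by eye from its axes. At *Tcrd* these were 54675001 to 54695000, which takes in the pair of sites on the left, and 54735001 to 54755000 on chromosome 14. The closest Santa Cruz peak lay 77.7 kb and 17.7 kb from them, and the closest Novus peak 286 kb and 226 kb. At *Tcrg*, the stretch from 19440001 to 19460000 on chromosome 13 was 28.2 kb from the closest Santa Cruz peak and 170 kb from the closest Novus peak. The panels show read signal of the Novus library, and the lists hold only the positions that passed the authors' peak threshold.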

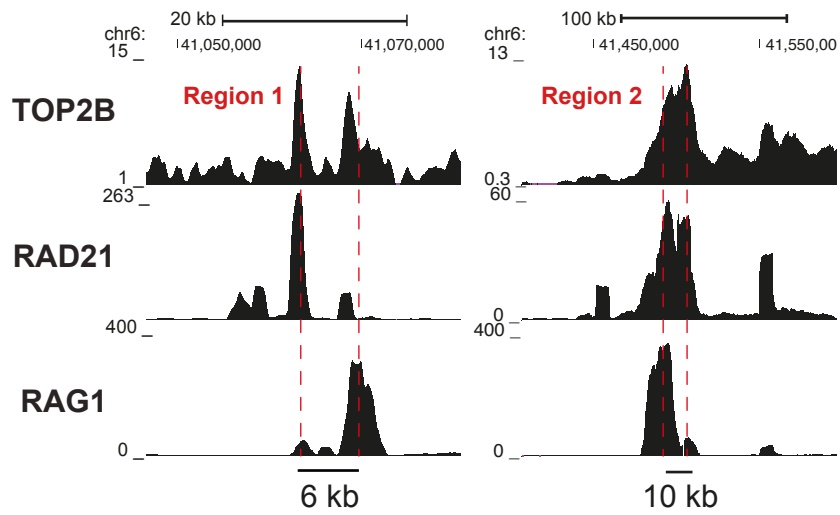

**Supplementary Figure 6. Displacement between RAG1 and TOP2B binding at *Tcrb* sites.** Zoom-in at regions 1 and 2 (Figure 7C) of TOP2B binding at the *Tcrb* locus. Distance between RAG1 and nearby TOP2B peaks is indicated (bottom).

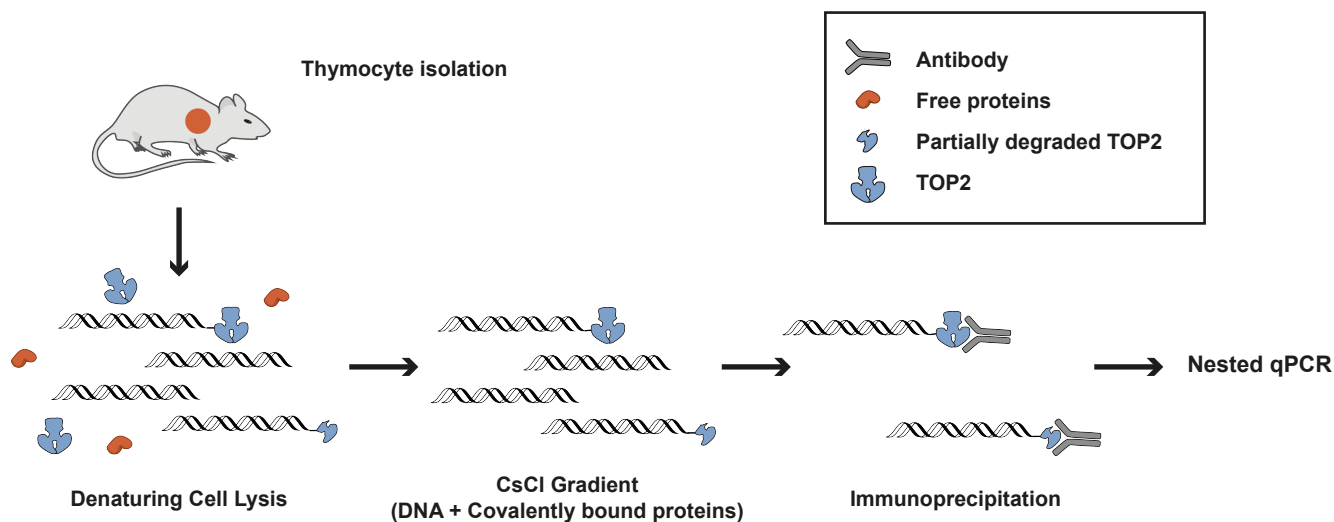

**Supplementary Figure 7. Schematic overview of the ICE-IP method.** Freshly isolated thymocytes are lysed under denaturing conditions and subjected to CsCl centrifugation to isolate nucleic acids and covalently attached proteins. Material is immunoprecipitated with TOP2B-specific antibodies and used for nested qPCR detection of specific genomic regions.

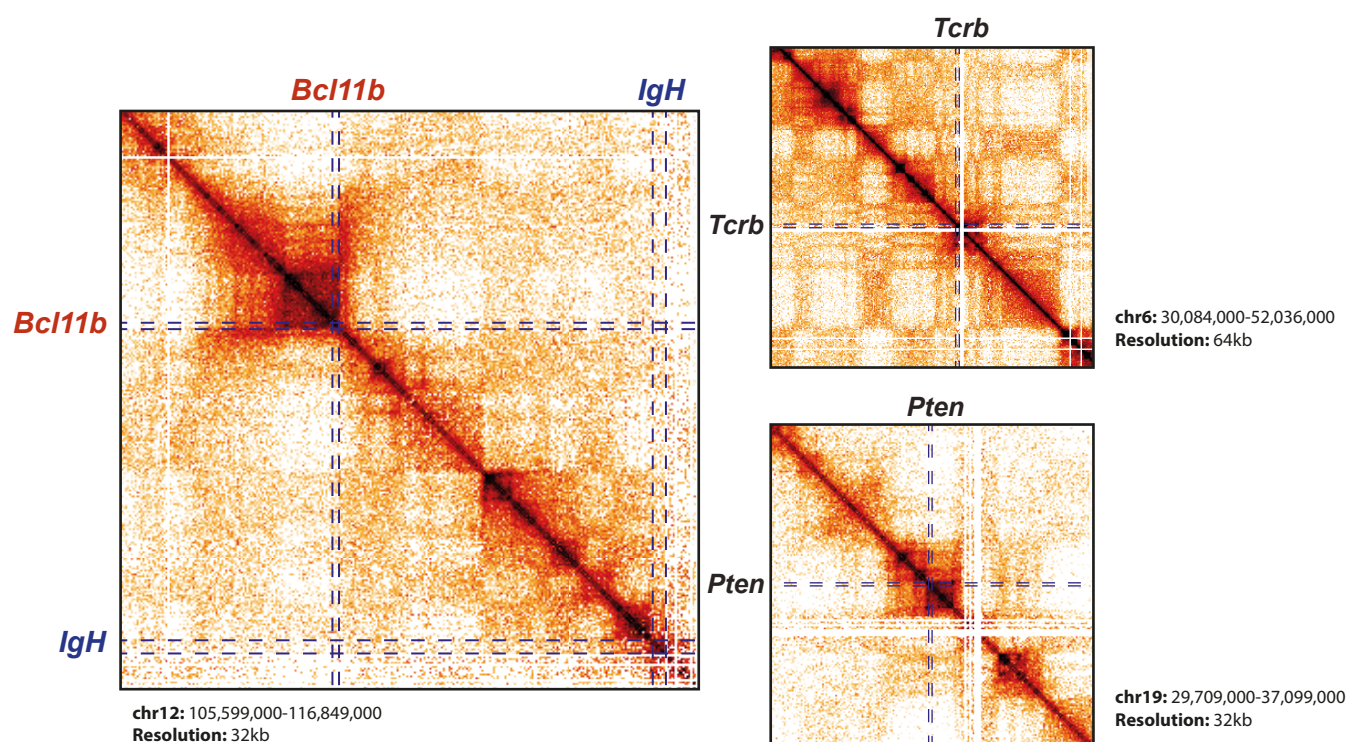

**Supplementary Figure 8. *Atm*<sup>-/-</sup> dependent translocation hotspots and 3D genome architecture.** Contact matrixes from wild-type thymocytes for regions of chromosome 12 (*Bcl11b* and *IgH*), chromosome 6 (*Tcrb*) and chromosome 19 (*Pten*) visualized using HiGlass web browser. Discontinuous lines delimit gene regions. Chromosome regions and resolution of matrices are shown at the bottom of each box.

| Genotype                                             | Mouse ID | Amp ( <i>Tcra/d</i> ) | Del (12) | Del ( <i>Tcrb</i> ) | Amp (15) | Del ( <i>Pten</i> ) | Amp ( <i>Notch1</i> ) | Other              |
|------------------------------------------------------|----------|-----------------------|----------|---------------------|----------|---------------------|-----------------------|--------------------|
| <i>Tdp2</i> <sup>+/+</sup> <i>Atm</i> <sup>-/-</sup> | 5952     | -                     | +        | -                   | -        | +                   | -                     | Del(8)(18)         |
| <i>Tdp2</i> <sup>+/+</sup> <i>Atm</i> <sup>-/-</sup> | 6195     | +                     | +        | -                   | +        | +                   | -                     | Amp(4)(13), Del(8) |
| <i>Tdp2</i> <sup>+/+</sup> <i>Atm</i> <sup>-/-</sup> | 15956    | +                     | +        | +                   | +        | -                   | -                     | Amp(16)            |
| <i>Tdp2</i> <sup>-/-</sup> <i>Atm</i> <sup>-/-</sup> | 12206    | +                     | +        | +                   | +        | -                   | -                     | Amp(1)(5)(16)(18)  |
| <i>Tdp2</i> <sup>-/-</sup> <i>Atm</i> <sup>-/-</sup> | 5832     | +                     | +        | -                   | +        | -                   | +                     | Amp(1)(4)(7)       |
| <i>Tdp2</i> <sup>-/-</sup> <i>Atm</i> <sup>-/-</sup> | 5836     | +                     | +        | +                   | -        | -                   | -                     | Del(4)(13)         |
| <i>Tdp2</i> <sup>-/-</sup> <i>Atm</i> <sup>-/-</sup> | 5904     | +                     | +        | -                   | +        | -                   | -                     | Amp(4)(16), Del(8) |
| <i>Tdp2</i> <sup>-/-</sup> <i>Atm</i> <sup>-/-</sup> | 5970     | -                     | +        | -                   | -        | -                   | -                     | Amp(1)             |
| <i>Tdp2</i> <sup>-/-</sup> <i>Atm</i> <sup>-/-</sup> | 6903     | -                     | +        | -                   | +        | +                   | -                     | Amp(5)(16)         |

**Supplementary Table 1. Genomic characterization of thymic tumours in *Atm*<sup>-/-</sup> and *Tdp2*<sup>-/-</sup> *Atm*<sup>-/-</sup> mice.** Table summarising CGH analysis in each mouse identified by its ID number. Copy number variations (+) or not (-) at each locus of interest is indicated. Amp(*Tcra/d*): amplification upstream of *Tcra/d*; Del(12): deletion of the telomeric region of chromosome 12 covering *Bcl11b*; Del(*Tcrb*): deletion at the *Tcrb* locus; Amp(15): trisomy of chromosome 15; Del(*Pten*): deletion at the *Pten* locus; Amp(*Notch1*): duplication at the *Notch1* locus. Additional regions of amplification (Amp) or deletion (Del) in the indicated chromosome are summarised.

# Supplementary material for: Endogenous topoisomerase II-mediated DNA breaks drive thymic cancer predisposition linked to ATM deficiency
**Source:** Nat Commun. 2020 Feb 14;11:910. doi: 10.1038/s41467-020-14638-w
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

NGS data used were collected from GEO and ENCODE repository and no specific software was used for this purpose.

Data analysis

UCSC Genome Browser – Kent et al., 2002. <http://genome.ucsc.edu>  
 GraphPad Prism v6. - <https://graphpad.com>  
 MACS - Zhang et al. 2008. <https://pypi.python.org/pypi/MACS>  
 Bowtie 1.2.0. (Mapping) – Langmead et al. 2009. <https://sourceforge.net/projects/bowtie-bio/files/bowtie>  
 HOMER (Peak calling) – Heinz et al. 2010. <https://homer.ucsd.edu/homer>  
 SAMTOOLS-1.1 – Li et al., 2009. <https://github.com/samtools/samtools>  
 deepTools-2.4.1. – Ramirez et al., 2016. <https://deeptools.readthedocs.io>  
 R – R Development Core Team, 2008. <https://www.r-projects.org>  
 SeqPlots – Stempor et al. 2016. <https://github.com/Przemol/seqplots>  
 HiGlass - Kerpedjiev et al. 2018. <https://higlass.io/>  
 FastQ Toolkit - [http://hannonlab.cshl.edu/fastx\\_toolkit/](http://hannonlab.cshl.edu/fastx_toolkit/)  
 Trimmomatic - Bolger et al. 2014. doi:10.1093/bioinformatics/btu170  
 BD CellQuest pro. - <https://www.bd.com/>  
 FlowJo v9. - <https://www.flowjo.com/solutions/flowjo>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The authors confirm that the data supporting the findings of this study are available within the article [and/or] its supplementary materials. The raw data is available from the corresponding author upon request.

Next-generation sequencing data are available at the Gene Expression Omnibus (GEO) database under accession number GSE133954 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133954>]. CGH arrays have been deposited at the GEO database under accession number GSE134054 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134054>].

Other available datasets used in this study:

RAG1 and RAG2 ChIPseq in thymocytes - SRA: PRJNA285688. Thymocytes ENDSeq - SRA: PRJNA326246. RAD21 ChIPseq in DP T-cells - SRA: PRJNA432324. POLR2A, H4K4me3, H3K27ac and CTCF – ENCODE: ENCSR000CEA, ENCSR000CCJ, ENCSR000CCH and ENCSR000CDZ respectively. Hi-C data in thymocytes - SRA: PRJNA435621.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

Antibodies used

## Validation

Anti-TOP2B, rabbit polyclonal – SantaCruz – sc13059  
 Anti-TOP2A, rabbit polyclonal - Abcam - ab52934  
 IgG rabbit – SIGMA - I8140  
 Anti-Mouse CD4 FITC, mouse monoclonal (Clone: RM4-4) – eBioscience – 11-0043-81  
 Anti-Mouse CD8a APC, mouse monoclonal (Clone: 53-6.7) – eBioscience – 17-0081-81  
 Anti-53BP1, rabbit polyclonal – SantaCruz – sc22760  
 B220-APC - eBioscience- 17-0452  
 CD43-FITC - eBioscience- 11-0431  
 Anti-calbindin - Swant - CB-38a  
 Goat Anti-rabbit secondary antibody - Jackson ImmunoResearch - 111-065-003  
 AlexaFluor conjugated secondary antibody - Jackson ImmunoResearch - 111-545-144

All antibodies validated by manufacturer.

## Citations.

Anti-TOP2B (Novus Biologicals) .  
 Hedayati M et al. Clin Cancer Res 2016. PMID: 26831716.  
 Maxwell SS et al. RNA Biol 2013. PMID: 24270455.

AntiTOP2B (SantaCruz).  
 Canela et al. Cell 2017. PMID: 28735753.  
 Uusküla et al. Genome Biol 2016. PMID: 27582050.

Anti-Mouse CD4 FITC.  
 Downs-Canner et al. Nat Comm 2017. PMID: 28290453.  
 Szalay et al. Nat Comm 2016. PMID: 27139776.

Anti-Mouse CD8a APC.  
 Ng et al. Elife 2018. PMID: 30457103.  
 Ravussin et al. Cell Rep 2018. PMID: 30067966.

Anti-TOP2A (Abcam).  
 Nicholls et al. Mol Cell. 2018. PMID: 29290614.  
 Canela et al. Cell. 2017. PMID: 28735753.

Anti-53BP1 (SantaCruz).  
 Burrell et al. Nature 2013. PMID: 23446422.  
 Beck et al. Mol Cell. 2012. PMID: 22907750.

B220-APC - eBioscience- 17-0452.  
 Advanced Verification by ThermoFisher.  
 Glal et al. Front Immunol 2018. PMID: 30455690.  
 Liu et al. Front Immunol 2018. PMID: 29623080.

CD43-FITC - eBioscience- 11-0431.  
 Wang et al. J Bone Miner Res. 2018. PMID: 29206332.  
 Delás et al. Elife. 2017. PMID: 28875933.

Anti-calbindin - Swant - CB-38a.  
 Airaksinen et al. PNAS. 1997.

Goat Anti-rabbit secondary antibody - Jackson ImmunoResearch - 111-065-003.  
 Giguère et al. Plos Genetic. 2019. PMID: 31449520.  
 Real et al. 2019. PMID: 29271291

AlexaFluor conjugated secondary antibody - Jackson ImmunoResearch - 111-545-144.  
 Koike et al. Nature Communications. 2019. PMID: 30962439.  
 Zhu et al. Nature Communications. 2019. PMID: 30842412.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Methodology

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

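TOP2B binding was measured by ChIPseq in freshly isolated thymocytes of wild-type mice of 4 to 6 weeks of age. Of the 4 libraries, 2 were made with different antibodies against TOP2B (Santa Cruz and Novus Biologicals), 1 with an antibody against TOP2A and 1 with rabbit IgG. The TOP2A and IgG libraries were not analysed here, and neither were the RAD21, RAG1, RAG2, ENDseq, CTCF and other published data that the paper compares with TOP2B, nor the ICE-IP, copy number and tumour data.

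The authors made libraries by ChIPmentation, trimmed single-end reads of 75 bp with FASTQ Toolkit 1.0.0 and Trimmomatic 0.36, aligned them to mm9 with Bowtie 1.2.0, and called peaks with HOMER in factor style. They kept peaks at least 10-fold above the IgG library at an FDR of 1%. The deposited unit is a position: each row of the authors' list gives the chromosome, start and end of a peak, called per library and not on pooled reads. All peaks of a list have the same width (187 bp for Santa Cruz, 195 bp for Novus), and the deposited score column holds 0 throughout. No height, fold or p-value per peak was therefore used. The paper's Reporting Summary gives 76000000 reads for the Santa Cruz library and 62000000 for the Novus library. The lists hold no read numbers, so that the precision of a single peak is unknown, and with 1 library per antibody there is no replicate error. Intervals are exact (Clopper-Pearson) 95% intervals and cover counting error only.

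Peaks were read as deposited and compared with the mm9 sequence, whose chromosome ends lie beyond every peak. A Novus peak was common if it shared at least 1 bp with a Santa Cruz peak. Chance overlap was estimated by 100000 circular shifts of the Novus peaks, with a random offset per chromosome of mm9 (one-sided permutation test). The span of the peaks, which had been noted as a stand-in for the chromosome where no lengths were at hand, was run as an alternative. Loci were the windows of the figure panels, with ends read by eye from the axes to about 10 kb before the data were examined. The number of Novus peaks in each was compared with the same kind of shifts, with Benjamini-Hochberg adjustment over 8 loci, of which 1 is not reported here, and peaks in 13 narrower stretches that the figures mark were counted without a test. Promoters were defined as 1 kb around the transcription starts of protein-coding transcripts in GENCODE M1, which is on the same build as the peaks. V(D)J segments were taken from that annotation, whereas the paper took them from another source. ICE-IP primers were placed by exact match on both strands of chromosomes 1 to 19, X and Y, and each matched once.

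The alternatives set before the data were examined were an extension of both lists by 1 kb, an overlap of at least 50% of both peaks, centres within 100 bp or within 1 kb, counting on the Santa Cruz list, merged regions, assembled chromosomes only, local shifts of 10 kb to 1 Mb, shifts of the Santa Cruz peaks, the Santa Cruz list or the common peaks at the loci, wider and narrower windows, random windows over all chromosomes, and a promoter distance of 2.5 kb. Further alternatives were chosen after the data had been seen. A comparison of stronger and weaker peaks, and a stricter list of the higher-ranked peaks, could not be run without scores. The rule set before the data were examined was to name the peaks in the windows of the loci that the paper names for TOP2B, 7 of them here, and the 5 bins of 100 kb that hold the most Novus peaks. Within these windows all peaks were counted, and those given by position were picked after they had been seen. The peaks closest to the primer products are named as well. Ties between bins were broken by genome order.

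The CTCF core motif was searched as the consensus CCASYAGRKGGC, on both strands, within 250 bp of each peak centre and with up to 1 mismatch. Positions of equal GC content were drawn 20 times among positions 10 kb to 1 Mb from each peak, within 1 percentage point of GC over 500 bp. The overlap test was tested on simulated data. With 345 overlaps planted between lists of the real lengths, 353 were counted, with 9.77 expected by chance. Of 200 independent Novus lists set against the same simulated Santa Cruz list, 8 had p under 0.05 with circular shifts and 7 with local shifts. The simulated peaks were placed uniformly, so error rates under clustering shared by the real lists were not examined. The motif search recovered 500 of 500 planted motifs with the right position and strand. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, numba 0.67.0, pyfaidx 0.9.0.4, matplotlib 3.10.9 and samtools 1.23.1 were used.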

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

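The peaks called with only a single antibody were left out of the paper's TOP2B peak set, and they lay at promoters and at CTCF core motifs more often than shifted positions did. Of the test below, the restriction of the GC comparison to peaks with a match was chosen after the result had been seen.

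Of the 2570 Novus peaks without an overlapping Santa Cruz peak, 30.9% were centred within 1 kb of the start of a protein-coding transcript, against 3.54% of the same peaks shifted by 10 kb to 1 Mb, and 20.4% had a CTCF core motif within 250 bp, against 4.47%. Of the 16751 Santa Cruz peaks without an overlapping Novus peak, 14.5% were near a start, against 3.38%, and 14.8% had the motif, against 5.26%. With no list of the IgG library used here, the shifted positions served as the control level.

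GC content was argued against as the whole source for the peaks that could be matched. Among peaks for which nearby positions of equal GC content were found (76.1% of Novus-only and 90.7% of Santa Cruz-only peaks), both shares exceeded those of the matched positions in each of 20 draws, and the lowest ratio to the mean of the draws was 2.15. For promoters the ratio was 2.48 in Novus-only and 2.15 in Santa Cruz-only peaks. Over all peaks, the ratios to shifted positions were 8.74 and 4.28. For the motif the matched ratios were 3.81 and 2.64, against 4.55 and 2.81 over shifted positions. GC content is therefore not excluded as a source of part of the promoter excess. The GC-matched comparison left out the 63.9% of Novus-only and 45.7% of Santa Cruz-only promoter peaks for which no such position was found, so it does not cover them. A first run over all peaks, in which those without a match were set beside the position closest in GC content, gave a lowest ratio of 2.39. A preference of the transposase for open chromatin, and sites that passed the authors' 10-fold threshold over IgG in 1 library but not in the other, were not tested and stay open. Each antibody had 1 library, so antibody and library cannot be separated, and no biological explanation was tested.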

How the results depend on the processing

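The excess of common peaks over chance kept its direction and its side of the threshold under the 4 alternatives for which chance was estimated, from 13.6-fold with both lists extended by 1 kb to 103-fold with the Santa Cruz peaks shifted (one-sided permutation test, p = 1e-05 throughout, the smallest that the shifts can give). The other definitions of a common peak were counted without a test against chance. The share of peaks near promoters also stayed above chance under all 5 alternatives, from 15.2% for the Santa Cruz list to 30.5% at 2.5 kb.

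The number of common peaks, 994 as reported, moved by more than 1.5 times with an overlap of at least 50% of both peaks (619) and with centres within 100 bp (657). Both are stricter by construction, since peaks that overlap at their edges are lost. The share of Novus peaks that are common, 27.9% as reported, was 17.4% and 18.4% under these settings, 41.0% with both lists extended by 1 kb, 38.2% with centres within 1 kb, and 39.0% with the Novus list alone extended by 1 kb, a setting chosen after the data had been seen. Counted on the Santa Cruz list it was 5.65% and over merged regions 4.92%, where the longer list enters the denominator. Restricting the lists to chromosomes 1 to 19, X and Y changed nothing, as no peak lies elsewhere.

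None of 7 loci had more Novus peaks than shifted peaks at an adjusted p under 0.05 (Benjamini-Hochberg over 8 loci), and 0 had an unadjusted p under 0.05. These tests had little power. A single Novus peak in the *Notch1* or *Tcrg* window would have had an unadjusted p of 0.0821 or 0.0843, and for an adjusted p under 0.05 at a single locus between 3 (*Notch1* and *Tcrg*) and 11 peaks (*Tcra/d*) would have been needed. The tests therefore do not show that enrichment is absent, and their agreement over the settings is no sign of stability. Under the 5 alternatives no locus passed either, the adjusted p was 0.263 at the lowest and 2 unadjusted p-values were under 0.05, for *Cxcr4* in the Santa Cruz list (p = 0.0336) and for *Tcrb* in narrowed windows (p = 0.0473; one-sided permutation tests). The windows held 7 Novus peaks, at 3 of the 7 loci. The Santa Cruz list had 43 peaks at 6 loci, the common peaks numbered 4, and windows widened by 0.25 of their length on each side held 17 Novus peaks. Of the 35 counts per locus under the alternatives, 11 moved, 8 up and 3 down. Of the 13 stretches marked in the figures, 3 held a Novus peak, 7 a Santa Cruz peak, and 6 a Novus peak after widening by 50% of their length on each side. The cause of these changes was not tested by the settings themselves.

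The share of common peaks with a CTCF core motif, 39.5% with up to 1 mismatch within 250 bp, was 14.0% without mismatch and 28.4% within 100 bp, both narrower searches chosen after the data had been seen. The alternatives that rank peaks by score, namely the higher-ranked part of each list and the common share by classes of peak strength, gave no value, because all scores are 0. With no read numbers per peak, the lists cannot show why a site has no call. It may have had no binding, binding under the 10-fold threshold, or signal that failed the authors' other criteria for factor-style calls. No paired analysis was possible because each antibody has 1 library.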

Differences from the paper's values

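The measures that the paper states and that were computed here differed by less than 1.5 times. The paper gives 1003 common TOP2B peaks and the count on the Novus list was 994. Counted on the Santa Cruz list, an alternative set before the data were examined, it was 1003. The paper gives 34% of TOP2B peaks at promoters, by ENCODE chromatin states, and 26.5% of common peaks were within 1 kb of an annotated start. Under the alternatives, overlaps of at least 50% of both peaks (619), centres within 100 bp (657) and the promoter share of the whole Santa Cruz list (15.2%) lay more than 1.5 times below the paper's values.

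The paper describes TOP2B binding at *Bcl11b* and *Notch1*, with strong accumulation at the promoters and towards the 3′ ends, from the signal of the Novus library. The Novus list had 0 called peaks in these windows, also after widening them, and the common peaks had 0 in the windows as drawn. For *Bcl11b*, the paper's Supplementary Fig. 4 also shows TOP2B peaks, as unique to thymocytes or to MEFs or as shared. Its legend does not name the antibody of the thymocyte peaks. Novus or common peaks in the *Bcl11b* window would conflict with the 0 found here, and Santa Cruz peaks would not. In the Santa Cruz list, a peak was called 1.12 kb from a *Notch1* start and 4.18 kb from a *Bcl11b* start, both inside the stretches read as promoters. The closest Santa Cruz peaks to the 3′ ends of *Bcl11b* and *Notch1* were 38.6 and 12.7 kb away.

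The paper describes strong and localized TOP2B accumulation at all of the V(D)J loci, particularly at J segments. For *Tcrb* and *Igh*, its Supplementary Fig. 4 also sets TOP2B peaks of thymocytes beside those of MEFs, without naming the antibody of the thymocyte peaks. A Novus peak lay on a J segment at *Tcrb* only, without a Santa Cruz peak. At *Igh*, neither list had a peak within 10 kb of a J segment. At *Tcra/d*, 3 Santa Cruz peaks and 0 Novus peaks lay in the span of the J segments. At *Tcrg*, and in the stretches shaded for *Tcrd*, neither list had a peak, and widening the *Tcrg* window gave 0 Novus peaks as well. The same widening took the Novus peaks of the *Tcra/d* window from 0 to 8 and those of the *Igh* window from 1 to 3. With the stretches around the J segments widened by 50% of their length on each side, an alternative set before the data were examined, the Novus list had 1 peak at *Igh* and 1 at *Tcra/d*, although its nearest peak to an annotated J segment was 100 kb away at *Igh* and 142 kb away at *Tcra/d*. The paper places the pair of TOP2B sites of *Tcrb* at regions 1 and 2, of which region 1 held a common peak and region 2 a Novus peak alone. The nested ICE-IP product of region 2 lay 19.2 kb from that Novus peak and 49.9 kb from the closest Santa Cruz peak. The paper describes both promoter and insulator binding at *Cxcr4*, where the Novus list had a peak at the insulator and the promoter peak was called in the Santa Cruz list. With the promoter stretch widened in the same way, it held 1 Novus peak, although this peak lay 67.7 kb upstream of the *Cxcr4* start. The lists hold called positions and no signal, so the signal that the paper shows in its figures could not be compared.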

Other observations

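Of the tests in this part, those of summit distance, of promoters called in the Novus library alone, of the side of the motif in shifted positions and in the Santa Cruz library, and of the length of the Novus list were chosen only after the results had been seen, and the motif itself was searched as an addition.

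Although the Santa Cruz list is 4.98 times as long as the Novus list, 72.1% of Novus peaks had no overlapping Santa Cruz peak. Summits placed apart at the same sites were argued against as the main source, since 15.4% of these peaks had a Santa Cruz peak within 1 kb. So were promoters called in the Novus library alone, since 70.8% of the Novus peaks away from coding starts were not common either, against 75.1% of those within 1 kb of a start. Sites close to the authors' threshold in either library cannot be examined without scores and may account for part of the difference, which was not tested.

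Common peaks had a CTCF core motif within 250 bp more often than peaks of a single antibody, 39.5% (exact 95% interval 36.5% to 42.7%) against 20.4% of Novus-only and 14.8% of Santa Cruz-only peaks, and against 5.43% of shifted common peaks. GC content was argued against as the source, since Novus-only peaks weighted to the GC content of the common peaks had the motif in 20.8% and Santa Cruz-only peaks in 15.1%, and the common peaks were highest in 5 of 5 classes of GC content. The difference was widest in the class of lowest GC content, with 55.4% of common, 25.2% of Novus-only and 12.2% of Santa Cruz-only peaks. This is in line with a larger share of CTCF sites among the sites found with both antibodies than among the others. The CTCF data that the paper used were not analysed here, so a motif stands for a possible site only.

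Where a common peak had a single best motif, its centre lay on the 5′ side of the motif, read along CCASYAGRKGGC, in 231 of 368 peaks (62.8%, exact 95% interval 57.6% to 67.7%), with a median offset of -27 bp. In peaks shifted by 10 kb to 1 Mb the share was 49.5% over 20 draws (46.4% to 52.6%). The draws were pooled after a first run with 1 draw, which gave 47.9% (33.3% to 62.8%). Random shifts to either side favour no side of a motif, so an even split was set in advance. These shares check the procedure and exclude no explanation. With the positions of the Santa Cruz library it was 64.1%, but these peaks are selected by their overlap with the Novus peaks, which ties the positions of both, so that the placement of summits in the Novus library stays open as a source. Base composition was argued against as the whole source, since the share was 59.8% (53.4% to 66.0%) where the 3′ flank of 100 bp was at least as GC-rich as the 5′ flank. It was 68.5% (59.6% to 76.6%) where the 5′ flank was richer, and for Novus-only peaks the shares were 50.3% and 59.8%, whereas with the Santa Cruz positions of the common peaks they were 65.7% and 60.7%. A part in the pattern is therefore not excluded for base composition. The share of all common peaks on the 5′ side was between 61.0% and 64.1% under the 4 alternatives tried. In peaks of a single antibody the share was lower, with 53.5% on the 5′ side for Novus-only (49.0% to 58.0%) and 52.6% for Santa Cruz-only peaks (50.6% to 54.6%), and the difference from the common peaks was not tested. The paper does not report a side. Properties of the motif's surroundings other than GC content, such as mappability, were not tested, and no biological explanation is offered.

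At 7 loci that the paper names for TOP2B, the Novus list had 7 peaks and the Santa Cruz list 43. A Santa Cruz list thinned at random to the length of the Novus list would have 8.63 peaks there (95% range 4 to 14), and the Novus total was within this range. The thinning treats the Novus list as a random part of the Santa Cruz list, whereas 72.1% of Novus peaks overlapped no Santa Cruz peak. It therefore cannot show that list length accounts for the lower total. At *Bcl11b* and *Notch1* together, 0 peaks would occur with a chance of 0.408. At the 4 loci without a Novus peak (*Bcl11b*, *Notch1*, *Tcra/d* and *Tcrg*, in the windows as drawn), where the Santa Cruz list had 16, the chance of 0 was 0.0277. These 4 were picked because they held none, so that this chance is too low for loci chosen in advance. This does not exclude that binding at these loci differs between the antibodies, nor does it explain which sites were called.

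Both lists had the fewest peaks per Mb on chromosome X. The Santa Cruz list had 2.18 peaks per Mb there, against a median of 6.82 over the 19 autosomes and a lowest of 5.44 on chromosome 14. The Novus list had 0.336 per Mb, against a median of 1.37 and a lowest of 1.16 on chromosome 1. The sex of the mice is not given in the sample table used here, and no explanation was tested.

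The 5 bins of 100 kb with the most Novus peaks were on chromosome 14 from 79500001 (5 Novus peaks, 1 Santa Cruz peak, at 1300010F03Rik), and, with 4 Novus peaks each, on chromosome 2 from 71900001 (4 Santa Cruz peaks, Rapgef4), chromosome 3 from 58900001 (3 Santa Cruz peaks, with Med12l), chromosome 4 from 109300001 (2 Santa Cruz peaks, Faf1 and Cdkn2c) and chromosome 11 from 32000001 (5 Santa Cruz peaks, Il9r). The last 4 are the first in genome order of 9 bins with 4 Novus peaks. Of their peaks, those on chromosome 3 included 2 common peaks and those on chromosome 4 included 1, and the others none.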
